# Ccr4–Not complex reduces transcription efficiency in heterochromatin

**DOI:** 10.1093/nar/gkac403

**Published:** 2022-05-30

**Authors:** Pablo Monteagudo-Mesas, Cornelia Brönner, Parastou Kohvaei, Haris Amedi, Stefan Canzar, Mario Halic

## Abstract

Heterochromatic silencing is thought to occur through a combination of transcriptional silencing and RNA degradation, but the relative contribution of each pathway is not known. In this study, we analyzed RNA Polymerase II (RNA Pol II) occupancy and levels of nascent and steady-state RNA in different mutants of *Schizosaccharomyces pombe*, in order to quantify the contribution of each pathway to heterochromatic silencing. We found that transcriptional silencing consists of two components, reduced RNA Pol II accessibility and, unexpectedly, reduced transcriptional efficiency. Heterochromatic loci showed lower transcriptional output compared to euchromatic loci, even when comparable amounts of RNA Pol II were present in both types of regions. We determined that the Ccr4–Not complex and H3K9 methylation are required for reduced transcriptional efficiency in heterochromatin and that a subset of heterochromatic RNA is degraded more rapidly than euchromatic RNA. Finally, we quantified the contribution of different chromatin modifiers, RNAi and RNA degradation to each silencing pathway. Our data show that several pathways contribute to heterochromatic silencing in a locus-specific manner and reveal transcriptional efficiency as a new mechanism of silencing.

## INTRODUCTION

Heterochromatin is essential to maintain genome stability and transcriptional regulation. Defects in heterochromatin formation lead to aberrant centromere and telomere function, aneuploidy and cancer. In fission yeast, constitutive heterochromatin is established at centromeres, subtelomeres and the silent mating type (*mat*) locus (1). At centromeric repeats, RNAi is essential for heterochromatin formation as Argonaute, guided by small RNAs, recruits the H3K9 methyltransferase complex CLRC to chromatin (2–8). This leads to deposition of the repressive H3K9 methylation (H3K9me) mark by Clr4, recruitment of HP1 proteins Chp2 and Swi6, and heterochromatin formation (1,3,5).

Current data suggest that heterochromatic silencing occurs through a combination of transcriptional silencing and RNA degradation. At the level of transcriptional silencing, HP1 proteins bind H3K9me nucleosomes and recruit downstream-acting complexes (9–11). HP1 protein Chp2 recruits the complex SHREC to deacetylate chromatin and to remodel nucleosomes in heterochromatin, which is required for silencing (10,12,13). These activities were suggested to reduce RNA Pol II access (14,15).

Heterochromatin is also thought to promote recruitment of the RNA degradation machinery to degrade nascent transcripts (4,16–22). In fission yeast, RNA Pol II-transcribed heterochromatic transcripts are polyadenylated (pA) products and undergo degradation by the RNAi pathway, by the Ccr4–Not complex and by the exosome (16). The first step of mRNA degradation is generally shortening of the 3′ pA tail by the Ccr4–Not complex and Pan nucleases (23). This induces removal of the 5′ cap which enables 5′-3′ exonucleases Xrn1/2 (Exo2 and Dhp1 in *S. pombe*) and 3′-5′ degradation by the exosome (Rrp6) (24).

How transcriptional silencing and RNA degradation pathways collaborate and their relative contributions to silencing are not known. In this study, we quantified the contribution of these pathways to heterochromatic silencing by analyzing RNA Pol II occupancy, nascent RNA and steady-state RNA in different fission yeast mutants. We also defined the heterochromatic factors that contribute to transcriptional silencing and/or RNA degradation. We found that transcriptional silencing occurs through reduced RNA Pol II accessibility, as previously proposed, but, unexpectedly, also through reduced transcriptional efficiency, a mechanism not previously implicated in silencing. Our data revealed that RNA Pol II transcriptional output is lower at heterochromatic loci compared to euchromatic loci relative to levels of RNA Pol II occupancy. We determined that the Ccr4–Not complex and H3K9 methylation are essential for the reduced transcriptional efficiency at heterochromatin and quantified the contributions of heterochromatin factors to the reductions in RNA Pol II occupancy, transcriptional efficiency and RNA stability.

## MATERIALS AND METHODS

### Strain construction

All *S. pombe* strains used in this study are listed in Supplemental Table S1. Strains were generated like described in (16). The strains were constructed by electroporation (Biorad MicroPulser program ShS) with a PCR-based gene targeting product leading to deletion of specific genes. For genomic integration, a PCR with long overhang primers according to Bähler *et al.* (25) was performed and the product transformed. Positive transformants were selected on YES plates containing 100–200 μg/ml antibiotics and were confirmed by PCR and sequencing.

### total RNA isolation

Total RNA was isolated of a 2 ml yeast culture with OD_600_ of 1.0 applying the hot phenol method. The pellet was resuspended in 500 μl lysis buffer (300 mM NaOAc pH 5.2, 10 mM EDTA, 1% SDS) and 500 μl phenol-chloroform-isoamylalcohol (25:24:1, Roth) and incubated at 65°C for 10 min with constant mixing. The organic and aqueous fractions were separated by centrifugation at 20 000 × g for 10 min. Nucleic acids in the aqueous fraction were precipitated with ethanol and then treated with DNAse I (Thermo Scientific) for 1 h at 37°C. DNAse was removed by a second phenol-chloroform-isoamylalcohol extraction and ethanol precipitation.

### poly(A) RNA sequencing

The poly(A) RNA library was obtained using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB) including the NEBNext Poly(A) mRNA Magnetic Isolation Module. Libraries were sequenced on Illumina HiSeq platform.

### Chromatin immunoprecipitation sequencing (ChIP-seq)

50 ml yeast cultures with an OD_600_ of 1.2 were cross-linked with 1% formaldehyde (Roth) for 15 min at room temperature. The reaction was quenched with 125 mM glycine for 5 min. The frozen pellet was resuspended in 500 μl lysis buffer (250 mM KCl, 1× Triton-X, 0.1% SDS, 0.1% Na-desoxycholate, 50 mM HEPES pH 7.5, 2 mM EDTA, 2 mM EGTA, 5 mM MgCl_2_, 0.1% Nonidet P-40, 20% glycerol) with 1 mM PMSF and Complete EDTA free Protease Inhibitor Cocktail (Roche). Lysis was performed with 0.25–0.5 mm glass beads (Roth) and the BioSpec FastPrep-24 bead beater (MP-Biomedicals), 8 cycles at 6.5 m/s for 30s and 3 min on ice. DNA was sheared by sonication (Bioruptor, Diagenode) 35 times for 30 s with a 30 s break. Cell debris was removed by centrifugation at 13 000 × g for 15 min. The crude lysate was normalized based on the RNA and Protein concentration (Nanodrop, Thermo Scientific) and incubated with 1.2 μg immobilized (Dynabeads Protein A, Thermo Scientific) antibody against Anti-RNA polymerase II CTD repeat YSPTSPS (phospho S2) antibody - ChIP Grade (ab5095, abcam) for at least 2 h at 4°C. The resin with immunoprecipitates was washed five times with each 1 ml of lysis buffer and eluted with 150 μl of elution buffer (50 mM Tris–HCl pH 8.0, 10 mM EDTA, 1% SDS) at 65°C for 15 min. Cross-linking was reversed at 95°C for 15 min and subsequent RNase A (Thermo Scientific) digest for 30 min followed by Proteinase K (Roche) digest for at least 2 h at 37°C. DNA was recovered by phenol–chloroform–isoamylalcohol (25:24:1, Roth) extraction with subsequent ethanol precipitation. For sequencing, a ChIP-seq library was made using the NEBNext Ultra II DNA Library Prep Kit for Illumina kit (NEB). Libraries were sequenced on Illumina HiSeq platform.

### Pol II bound nascent RNA sequencing (RIP-seq)

RNA IP was performed like ChIP but without RNase A digest, using Anti-RNA polymerase II CTD repeat YSPTSPS (phospho S2) antibody—ChIP Grade (ab5095, abcam). After phenol-chloroform-isoamylalcohol extraction, DNA was digested with DNAse I (Thermo Scientific) for 2 h at 37°C. RNA was recovered with a second phenol-chloroform-isoamylalcohol purification and ethanol precipitation. Sequencing libraries were produced using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB). Libraries were sequenced on Illumina HiSeq platform.

### Analysis of sequencing data

Sequencing reads obtained in the poly(A) RNA sequencing (pA RNA), Pol II ChIP, nascent RNA sequencing (Pol II RIP) and total RNA sequencing experiments were mapped to the *S. pombe* reference genome (PomBase, release 2018) using splice-aware alignment tool STAR version 2.7.3a (26). Alignment of RIP-seq and RNA-seq data was performed with STAR default parameters. Unspliced alignments of ChIP-seq data was enforced through parameters ‘–alignIntronMax 1’ and ‘–alignEndsType EndToEnd’. Reads mapping to ribosomal RNA have been removed from further analysis.

Genomic read counts were obtained using a custom script that extended basic htseq-count (27) functionality with ‘–mode intersection-strict’ option. Additionally, for RNA assays pA RNA, Pol II RIP and total RNA, we used the ‘–stranded yes’ option to identify the strand the read originated from. Only reads that mapped uniquely and reads that mapped to less than 16 locations within heterochromatic regions were counted. We chose 16 as multi-mapping threshold for heterochromatic genes to eliminate low-complexity reads without discarding reads originating from heterochromatic regions (dg/dh have 12–13 copies). We did not try to resolve the origin of multi-mapping reads, but instead counted all reads that mapped to one representative copy of dg/dh. We normalized gene counts by gene length and sequencing depth using Transcripts Per Million (TPM). Finally, average TPM values were computed for protein-coding and heterochromatic genes across biological replicates with a Spearman correlation coefficient of log transformed gene expression values of at least 0.8.

For the analysis in Supplemental Figure S1B, we obtained relative intronic read counts by first counting the number of reads overlaping each intronic region, normalizing this count by the length of the intron, and finally dividing this normalized count by the total number of reads mapping to the corresponding gene, normalized again by the gene length.

Read coverages (as shown for example in Figure 1A) were obtained using a custom python script that uses STAR read alignments as input and returns corresponding coverages in wiggle format. The script generates a coverage profile ***x_i_***, by counting the number of read alignments *x* overlaping each genomic location *i*. Multi-mapping reads in this case fractionally contribute 1/NH to corresponding locations in the coverage profile, where NH is the number locations the read maps to. For visualization we used a custom R script that normalizes each profile by sequencing depth, making them comparable across datasets. Here, sequencing depth is computed as milions of reads that map to protein-coding genes or heterochromatic regions.

**Figure 1.**
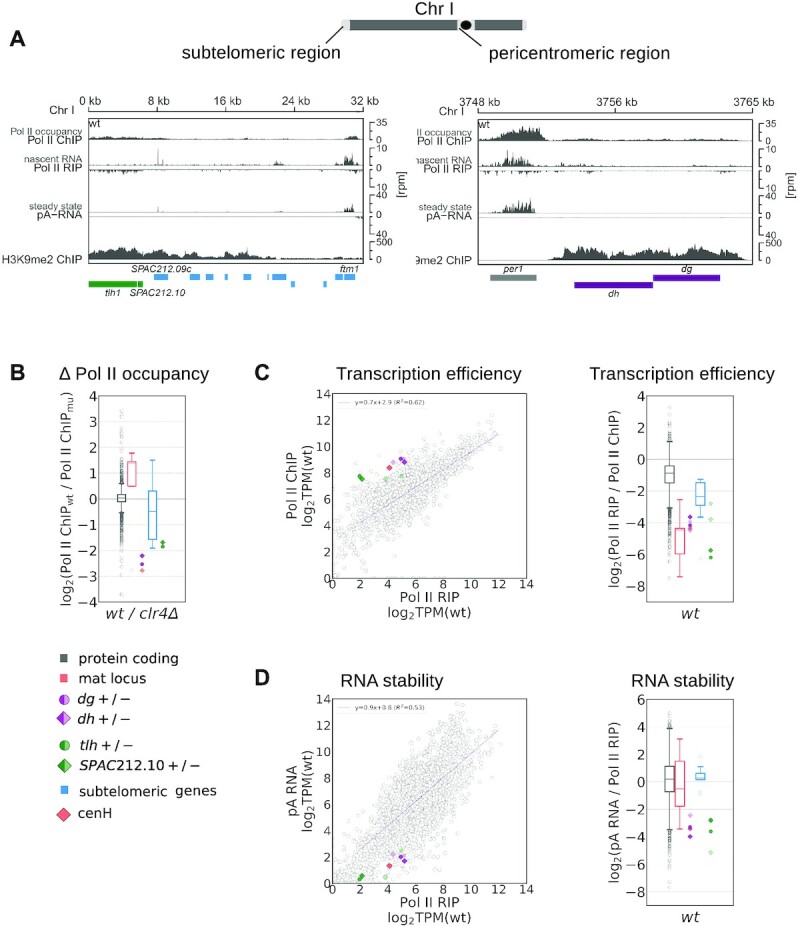
Heterochromatic repeats have reduced RNA Pol II occupancy, Transcription Efficiency and RNA stability. (**A**) Analysis of the next-generation sequencing data showing occupancy of S2P-RNA Pol II (ChIP-seq), nascent RNA (S2P-Pol II RIP-seq), steady-state RNA levels (pA RNA-seq) and H3K9me2 levels (ChIP-seq) at subtelomeric and pericentromeric regions in *S. pombe* wild-type cells. Gene locations are indicated as boxes below the coverage and color-coded: gray, protein-coding genes; purple, centromeric *dg, dh*; green, subtelomeric loci *tlh* and *SPAC212.10*; blue, other subtelomeric genes. (**B**) Box plot showing RNA Pol II occupancy (S2P-Pol II ChIP-seq) in wild-type cells relative to *clr4Δ* cells for protein-coding genes (gray), mat locus (orange), and subtelomeric genes (blue). The sequencing data for *clr4Δ* are shown in Figure S4B. For protein-coding genes, individual transcript are shown as circles; bottom and top of the box correspond to lower and upper quartiles of the data, bar is the median and whiskers are median ±1.5 times interquartile range. Colored symbols on the right show centromeric *dg* and *dh* (dark purple), subtelomeric *tlh and SPAC212.10* (dark green), and cenH (orange). Solid/transparent color show + and – strand respectively. Each data point is the average of at least two independent samples. (**C**) Transcription efficiency in wild-type cells. Left, S2P-Pol II ChIP-seq (Pol II occupancy) data plotted over S2P-Pol II RIP-seq data (nascent RNA). TPM, transcripts per million. Gray circles are individual protein-coding genes; regression line is also shown in purple. Also plotted are centromeric *dg* and *dh* (dark purple for + strand, bright purple for - strand) and *tlh* and *SPAC212.10* (dark green for + strand, bright green for – strand) and cenH (orange). Each data point is the average of at least two independent samples. Right, box plot showing transcription efficiency distributions by gene categories, data are plotted and color-coded as in panel B. **(D)** RNA stability in wild-type cells. Left, pA RNA-seq (steady-state RNA) data plotted over S2P-Pol II RIP seq data (nascent RNA). TPM, transcripts per million. Data are plotted as defined for panel (C). Right, box plot showing RNA stability (pA RNA/Pol II RIP) distribution by gene categories, data are plotted and color-coded as in panel (B).

### t-distributed stochastic neighbor embedding (t-SNE)

For each mutant, we created a high-dimensional vector containing Pol II occupancy and transcription efficiency log transformed TPM values of all heterochromatic genes. In order to visualize this high-dimensional data and their relationships, we used scikit-learn's (28) implementation of t-SNE with ‘perplexity = 5’ parameter, to reduce the data to two dimensions as shown in Figure 5A.

### IP-Input subtraction in ChIP-seq data

For normalization of ChIP-seq data based on Input data, we used the three core centromeric regions to define the background component of the IP data. These are the longest regions with very low transcription and we thus scale Input data to match the IP data along these regions (29). More specifically, for each of the three regions we computed for each ChIP-seq sample a coverage profile *x*_*i*_ and a coverage profile *y*_*i*_ for the corresponding IP-Input sample, and computed a scaling factor λ using the following equation:

}{}$$\begin{equation*}\mathop \sum \limits_{i\ = \ 1}^n {x_i} - \lambda \ \mathop \sum \limits_{i\ = \ 1}^n {y_i} = \ 0,\end{equation*}$$

where n is the gene length. We take the median of the three λ values as our final scaling factor. In Supplemental Figure S1A we show that this normalization notably reduces the read coverage within these regions in wild-type cells.

### Transcription Efficiency, RNA Stability and Pol II Occupancy

For each mutant, let θ_ChIP_, θ_RIP_ and θ_pA-RNA_ denote the average TPM value of a given gene obtained from Pol II ChIP-seq, Pol II RIP-seq and pA RNA-seq experiments, respectively, as described above. We compute transcription efficiency as the amount of newly synthesised RNA (Pol II RIP) relative to the level of Pol II Occupancy (Pol II ChIP):

}{}$$\begin{equation*}Transcription\ Efficiency\ = \frac{{{\theta _{RIP}}}}{{{\theta _{ChIP}}}}\ \end{equation*}$$

RNA levels being the result of RNA synthesis and degradation, we define RNA stability as the ratio of steady state RNA levels (pA RNA-seq) over the amount of newly synthesised RNA (Pol II RIP):

}{}$$\begin{equation*}RNA\ Stability\ = \frac{{{\theta _{pARNA}}}}{{{\theta _{RIP}}}}\ \end{equation*}$$

Changes in Pol II occupancy were quantified by the log fold change of Pol II occupancy levels (Pol II ChIP) in each mutant (*mu*) relative to wild-type (*wt*) cells:

}{}$$\begin{equation*}\Delta Pol\ II\ occupancy\ = lo{g_2}\ \left( {\frac{{\theta _{ChIP}^{mu}}}{{\theta _{ChIP}^{wt}}}} \right)\end{equation*}$$

As described above, we compute ratios of averaged TPM values across replicates, similar to (30), to obtain quantitative measures of transcription efficiency, RNA stability, and changes in Pol II occupancy. Since different experiments are unpaired, we visualize variability in these ratios by combining all possible pairs of replicates between the two assays involved in each of the three quantities and provide the standard error of the mean (SEM) in Supplemental Figure S2.

### Calculation of pathways' contributions to silencing

Since the transcriptional output is proportional to Pol II occupancy, transcriptional efficiency, and RNA stability, we quantify the RNA output by:

}{}$$\begin{eqnarray*} && RNA\ output\ = \left[ {Pol\ II\ occupancy} \right]\ \cdot \nonumber\\ && \quad \left[ {Trancription\ Efficiency} \right] \cdot \left[ {RNA\ Stability} \right]\end{eqnarray*}$$

}{}$$\begin{equation*}RNA\ output\ = {\theta _{ChIP}}\ \cdot \left( {\frac{{{\theta _{RIP}}}}{{{\theta _{ChIP}}}}} \right) \cdot \left( {\frac{{{\theta _{pARNA}}}}{{{\theta _{RIP}}}}} \right)\end{equation*}$$

## RESULTS

### Transcriptional silencing and degradation of heterochromatic RNA

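Silencing was followed at the pericentromeric dg and dh repeats, at the subtelomeric tlh1 gene and its neighbour SPAC212.10, at 16 other subtelomeric features and at 5 features of the mat locus, where heterochromatin keeps the silent mating-type cassettes off. The deposited values are the numbers of reads that the authors counted on each of 7021 features in 130 samples, without normalization, and 5098 of these features are protein-coding genes. The authors aligned the reads to the PomBase genome with STAR, removed ribosomal RNA reads, and counted with an extension of htseq-count in its intersection-strict mode, by strand for RNA. Reads with several possible locations were kept only within heterochromatic regions, and all copies of dg and dh were counted to 1 representative copy, so a value for dg or dh is a sum over copies. Of 85 pairs of replicates none held identical values, and the pair closest to each other, 2 RIP libraries of 1 caf1Δago1Δ strain, had a chi-square divided by its degrees of freedom of 1.27. This covers counting error only, since reads carry no molecular identifiers, so it cannot show that the 2 are separate cultures. Each library was used as 1 replicate, as the labels number them. TPM values were computed from the counts and the authors' feature lengths over protein-coding and heterochromatic features. Changes between strains were tested on the counts with edgeR's quasi-likelihood test after TMM normalization within each assay, with all strains of the assay in 1 fit. A region of several features was tested as a set with the fry rotation test of the same fit, and p-values were adjusted by the Benjamini-Hochberg method over regions and mutants. Region values are mean log2 fold changes over the features of the region, with the SD over replicates.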

To dissect the contributions of transcriptional silencing and RNA degradation to heterochromatic silencing, we analyzed RNA Pol II occupancy, nascent RNA, and steady-state RNA at heterochromatic and euchromatic regions in fission yeast (Figure 1A shows data for specific genomic regions from wild-type cells). 

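Serine 2 of the C-terminal domain repeats of RNA Pol II is phosphorylated during elongation, so an antibody to this form pulls down DNA bound by elongating polymerase. The Pol II ChIP data comprised 31 libraries of 14 genotypes. Counts on features ranged from 2456403 to 23250126 per library, with a median of 5995287. Wild type had 2 libraries, with 5290771 and 6307601 counts. The libraries labelled clr4Δ numbered 3 and had 5329398 to 9301659 counts, with a median of 6182351. ChIP reads carry no strand, so each of dg and dh gives 1 occupancy value, which served for both strands when ratios to RNA were formed. With 2 or 3 libraries per genotype, and 1 of ccr4Δ, the spread between replicates and not the counting error set the precision: the pairs of replicates had Spearman correlations of their log values between 0.74 and 0.99.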

For Pol II occupancy, we performed ChIP-seq analyses of serine 2 phosphorylated (S2P)-RNA Pol II-bound DNA. 

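Input DNA was sequenced in 13 libraries, 1 per genotype, with 803851 to 14030532 counts and a median of 4499821. The wild-type input had the lowest total, and the input of the strain labelled clr4Δ had 991822 counts. The values given here for Pol II occupancy use the ChIP counts as deposited, and the subtraction of scaled input was run as an alternative. It was not run for caf1Δago1Δ or for the distances between mutants. In that alternative the scale is the median, over 3 centromeric core regions, of the ChIP count divided by the input count. The scaled input then took up 14.5% and 5.60% of the counts of the wild-type libraries, and 7.46%, 9.63% and 11.3% of the counts of the libraries labelled clr4Δ.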

To correct for noise, we subtracted scaled input data from all RNA Pol II ChIP-seq datasets. For normalization, the background component was defined based on the centromeric central core (Cenp-A containing chromatin), a region with low occupancy in RNA Pol II ChIP-seq; we thus subtracted input so that this region would show near zero signal (Supplemental Figure S1A, see also Methods). 

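The 3 core regions together held 421 and 206 counts in the wild-type Pol II ChIP libraries. In the libraries labelled clr4Δ they held 240, 342 and 627 counts. As a percent of the same regions' share of the pooled input libraries, this was 11.6% and 4.77% in wild type and 6.72%, 8.30% and 9.96% in clr4Δ, so the wild-type libraries differed from each other more than those labelled clr4Δ did.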

For nascent RNA, we performed RNA-seq of S2P-RNA Pol II-bound RNA (Pol II RIP) and assessed the quality of nascent RNA by examining retention of intronic sequences, which are strongly enriched in nascent RNA (Supplemental Figure S1B, C). 

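Pol II RIP sequences the RNA that comes down with the same form of the polymerase, and its read counts are stranded. The 37 RIP libraries had 319652 to 5926768 counts on features, with a median of 1869269, fewer than the ChIP libraries. Wild type had 2 libraries (1467477 and 5769565 counts) and clr4Δ had 3 (1489194 to 2916738, median 1589501). At these depths several silenced features had few counts in wild type: tlh1 had 164 and 853, while ftm1 had 162 and 1340. Correlations between replicates lay between 0.85 and 0.99. Intronic reads were not used here, since the values are totals per feature.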

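Polyadenylated RNA was sequenced in 32 libraries with 2817009 to 22002671 counts (median 13434049), of which 4 were wild type and 2 were labelled clr4Δ. Total RNA was sequenced in 8 libraries, 2 each of wild type, clr4Δ, ago1Δ and caf1Δ, with 769879 to 6703252 counts (median 2374100). Replicates were closer to each other in pA RNA (Spearman correlations 0.88 to 1.00) than in total RNA (0.73 to 0.83). The wild-type TPM in pA RNA divided by that in total RNA was 0.775 ± 0.173 (SD over 8 pairs of libraries) for dg on the plus strand, 1.04 ± 0.566 for dg on the minus strand, 0.840 ± 0.204 for dh on the plus strand and 0.862 ± 0.506 for dh on the minus strand. The median of the same ratio over 5027 protein-coding genes was 1.40, and 10% of these genes had a ratio below 0.484. The 4 centromeric ratios lay at percentiles 21.2, 33.6, 24.1 and 25.0 of the protein-coding genes, and the strands of dh differed by less than either spread. Those of dg differed by more than the plus-strand spread and less than the minus-strand spread. The ratio of tlh1 was 0.313 (SD 0.655), at percentile 5.59. Dividing by the protein-coding median lowers every ratio by the same factor. Among the 4 centromeric ratios only those of the plus strands moved by more than their spread, to 0.555 for dg and 0.601 for dh. Across the protein-coding genes of wild type, the 2 kinds of library had a Spearman correlation of 0.781, which is taken over genes and not over replicates.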

For steady-state RNA, we sequenced polyadenylated (pA) RNA and total RNA; both datasets showed comparable levels of heterochromatic transcripts, indicating that these are mostly polyadenylated (Supplemental Figure S1D and E).

To determine how heterochromatin changes RNA Pol II accessibility, we compared RNA Pol II occupancy in wild-type cells and in *clr4Δ* cells, which lack H3K9 methyltransferase Clr4 and thus do not have H3K9me or heterochromatin (5) (Figure 1B). 

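The gene deleted in each strain was looked up in every library, as a check of the labels. Clr4 (SPBC428.08c, chromosome II, 453996 to 458410 in the reference annotation used here) had 85.5% to 121% of the TPM of the other strains in the pA RNA libraries labelled clr4Δ, 78.9% to 101.2% in RIP and 150% to 244% in Pol II ChIP. Its input library held 70.2%. Of the feature counted as clr4, 67.2% lies outside the coding sequence, so reads of a strain that lacks only the coding part still fall on it. Since the count of the gene does not show the deletion, the name clr4Δ refers to the libraries labelled so, here and at each direction given for that strain. The same holds for swi6Δ, whose libraries had 31.2% to 61.1% of the swi6 TPM of the other strains in pA RNA and 164% to 173% in Pol II ChIP, and for the Pol II ChIP libraries of caf1Δ and mot2Δ, with 89.8% to 158% of caf1 and 57.3% to 106% of mot2. It also holds for Pol II ChIP of chp2Δ and clr3Δ, with 50.2% to 75.1% of chp2 and 53.7% to 62.7% of clr3, and for RIP of chp2Δ, with 33.7% to 65.3%. In Pol II ChIP of caf1Δago1Δ caf1 was at 36.3% to 63.8%.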

Error bars for all the data are shown in Supplemental Figure S2A. 

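Of 5062 protein-coding genes tested for Pol II occupancy, 0 changed between wild type (n = 2) and the libraries labelled clr4Δ (n = 3) at an adjusted p-value under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 227 had an unadjusted p under 0.05. The log2 fold change was 0.01 in the median and lay between −0.22 and 0.26 for the central 80% of genes. For act1, which encodes actin (chromosome II, 1475485 to 1477333), it was 0.06 (standard error 0.34). It was 0.05 for dbp2 (chromosome II, 3662735 to 3665358), −0.04 for cpc2 (chromosome I, 2439511 to 2441027) and −0.68 (standard error 0.46) for per1 (chromosome I, 3749441 to 3751729). DESeq2's Wald test called 7 genes, and after division by input, an alternative added after the data were seen, edgeR called 51 (23 up, 28 down).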

We did not detect substantial differences in RNA Pol II occupancy at protein-coding genes between wild-type and *clr4Δ* cells. 

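Between wild type (n = 2) and the libraries labelled clr4Δ (n = 3), Pol II ChIP counts rose by a mean log2 fold change of 2.03 (SD 0.48) over centromeric dg and dh and by 1.55 (SD 0.43) over tlh1 and SPAC212.10. The unadjusted p for dg and dh was 0.0064, but after adjustment over regions and mutants neither region passed 0.05 (fry rotation test of edgeR's fit, adjusted p = 0.14 and 0.16). As ratios of mean TPM, averaged over features, the changes were 4.11-fold (SD 1.04 over pairs of libraries) and 2.96-fold (SD 0.82). With scaled input subtracted they were 5.37-fold and 3.60-fold, and the log2 fold change over dg and dh was 2.41, the alternative that moved it most.

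**Figure D1:**
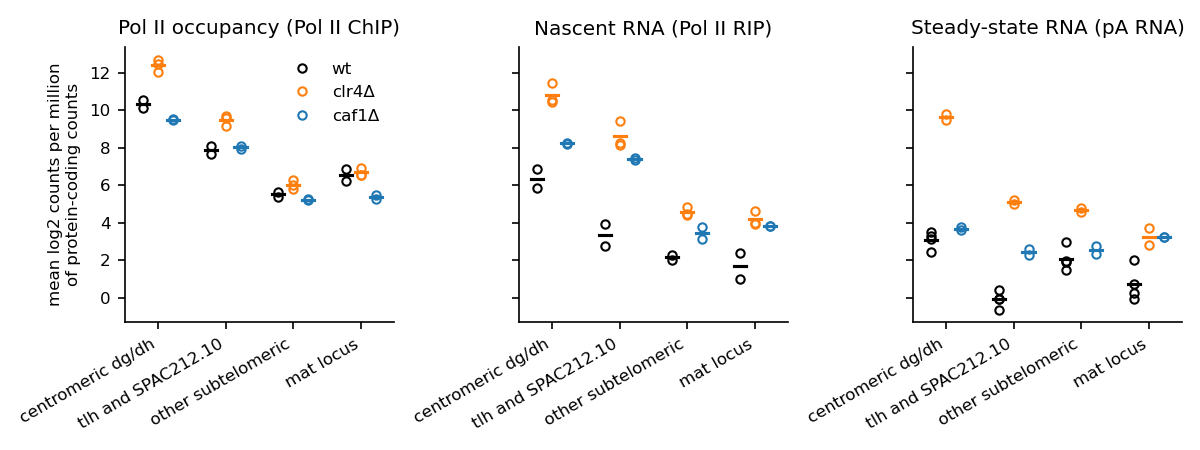
Mean log2 counts, scaled to the same number of protein-coding counts per library, over the features of 4 heterochromatic regions (x axis) in each library of wild type, clr4Δ and caf1Δ (points, with bars at the means), for Pol II ChIP, Pol II RIP and pA RNA. In Pol II ChIP the clr4Δ libraries lie above wild type at the centromeric and tlh features, and their distance from wild type is larger in RIP and pA RNA.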

At heterochromatic regions, the effects varied according to the specific locus: at centromeric *dg/dh* and subtelomeric *tlh* repeats (*tlh* and SPAC212.10), RNA Pol II occupancy was ∼4-fold higher in *clr4Δ* cells compared to wild-type cells (Figure 1B and Supplemental Figure S3A, B). At other subtelomeric regions and at the mat locus, we observed smaller change in RNA Pol II occupancy in the absence of heterochromatin (Figure 1B and Supplemental Table S2).

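Over the 16 other subtelomeric features the mean log2 fold change of Pol II ChIP was 0.49 (SD 0.33) in the libraries labelled clr4Δ, and over the 5 mat features it was 0.05 (SD 0.47). Neither was told apart from 0 (fry rotation test of edgeR's fit, adjusted p = 0.32 and 0.87), and the mat change was smaller than the spread between replicates. As ratios of mean TPM the changes were 1.59-fold (SD 0.25, from the 13 features with enough counts for a ratio) and 1.66-fold (SD 0.29). The sign at mat depended on the processing, since with scaled input subtracted the log2 fold change was −0.29.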

Our data also showed that RNA Pol II complexes can be present in heterochromatic regions, but they do not always actively transcribe or produce nascent RNA. 

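The tlh1 gene (SPAC212.11) starts at the left end of chromosome I, from 1 to 5662, and encodes a RecQ-type helicase. The ftm1 gene (SPAC977.01) lies further in on the same arm, from 29764 to 31069. In wild type tlh1 had a Pol II ChIP value of 327 ± 121 TPM (SD, n = 2) and ftm1 had 564 ± 204 TPM. Within each of the 2 libraries ftm1 was 1.74 and 1.72 times as high as tlh1. In nascent RNA tlh1 had 58.4 ± 8.18 TPM (SD, n = 2) and ftm1 had 331 ± 150 TPM, which is 6.81 and 4.28 times as high within each library. SPAC212.10, next to tlh1, had 248 ± 20.7 TPM in ChIP and 19.8 ± 23.7 TPM in RIP. For comparison act1 had 1169 ± 158 TPM in ChIP and 1842 ± 135 TPM in RIP. Of the ftm1 sequence, 96.1% of windows of 50 bases recur at another place in the reference, and whether its counted reads are shared was not tested.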

For example, in wild-type cells, heterochromatic *tlh1* and subtelomeric *ftm1* loci show similar RNA Pol II occupancy, but *ftm1* produces substantially more nascent RNA (Figure 1A). 

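Transcription efficiency was computed per feature as the mean TPM of the RIP libraries divided by the mean TPM of the Pol II ChIP libraries of the same genotype. The 2 kinds of library are not paired, so its spread was taken over all pairs of a RIP and a ChIP library, of which wild type has 4 and clr4Δ has 9. A change of the ratio between strains was tested as the interaction of assay and genotype in 1 edgeR fit of the counts of both assays. Since TPM sets the total to the same value in each assay, the ratio is relative to other features and is given relative to the protein-coding median or as a percentile of protein-coding genes.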

To analyze this relationship further, we plotted the nascent RNA levels over chromatin-bound RNA Pol II for individual loci in wild-type cells (Figure 1C); we also calculated the ratio between those measurements, which informs on how much nascent RNA is synthesized relative to RNA Pol II occupancy at any given locus (Figure 1C). We define this parameter as transcription efficiency. Error bars for all the data are shown in Supplemental Figure S2B.

We found a linear relationship between RNA Pol II occupancy and nascent RNA when examining ∼5000 euchromatic, protein-coding loci in wild-type cells, indicating that transcription efficiency was constant across the examined euchromatic loci. In contrast, heterochromatic loci showed lower transcriptional efficiency (8-fold on average) compared to protein-coding loci (Figure 1C), and this observation applied to all heterochromatic regions in fission yeast. Thus, our data indicate that, in wild-type cells, heterochromatic loci are less efficiently transcribed than protein-coding loci that have the same amount of RNA Pol II, suggesting that RNA Pol II does not productively transcribe heterochromatic regions.

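Across 5020 protein-coding genes of wild type with at least 1 TPM in both assays, log2 Pol II occupancy was regressed on log2 nascent RNA. The slope was 0.487 (SD 0.045 over pairs of libraries), with R² = 0.604 and a Spearman correlation of 0.731. These are taken across genes, which are not independent replicates. A least-squares slope is lowered by noise in the nascent values, and reduced major axis regression, which moved it most, gave 0.626. The median log2 transcription efficiency of 5 groups of 1004 genes ordered by occupancy was −0.54, −0.50, −0.38, −0.35 and 0.06, from the lowest to the highest. Once scaled input was subtracted, these medians were −0.14, −0.33, −0.32, −0.36 and −0.02, of which the middle 3 lie close together and the lowest and highest groups are above them.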

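The 26 heterochromatic features with values had a mean log2 transcription efficiency of −3.38 relative to the protein-coding median in wild type (SD 0.33 over 4 pairs of libraries), which is 10.4 times lower, at percentile 1.16 of 5020 protein-coding genes. After subtraction of scaled input the difference was −2.93, or 7.65 times lower. By region the log2 values were −3.50 (SD 0.57) at dg and dh, −4.00 (SD 0.77) at tlh1 and SPAC212.10, −2.70 (SD 0.27) at the other subtelomeric features and −4.58 (SD 0.38) at mat. Each region was lower than the protein-coding median in every pair of libraries. Single pairs placed mat from −4.25 to −3.55, all above −4.58, so its SD is no spread around that value. When the 200 protein-coding genes closest in occupancy served as the reference, the alternative that moved the centromeric value most, it was −4.22. The values of dg and dh and of tlh average both strands over 1 unstranded ChIP value, while a protein-coding gene enters with its own strand alone. On their own strand, tlh1 (58.4 TPM in RIP, 327 in ChIP) and SPAC212.10 (19.8 and 248) had higher ratios than the region. The opposite strands thus lower the tlh mean.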

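Among the protein-coding genes of wild type, the dg and dh features lay at percentile 1.04 of transcription efficiency, tlh1 and SPAC212.10 at 0.598, the other subtelomeric features at 2.47 and mat at 0.319. From the low ratio of nascent RNA to bound polymerase at each of these regions, the paper proposes that RNA Pol II is present in heterochromatin without transcribing productively.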

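RNA stability was computed in the same way, as the mean TPM of the pA RNA libraries divided by the mean TPM of the RIP libraries of a genotype, with its spread over all pairs of a pA RNA and a RIP library (8 in wild type, 6 in clr4Δ). It needs no ChIP value, so the treatment of input has no bearing on it. Across 4956 protein-coding genes of wild type, steady-state RNA on nascent RNA had a slope of 0.821 and R² = 0.422 on the log2 scale.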

Next, we calculated the ratio of steady-state RNA to nascent RNA, which informs on the stability of a specific transcript. Error bars for all the data are shown in Supplemental Figure S2C. 

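Relative to the median of 4956 protein-coding genes, the log2 RNA stability of wild type was −3.44 (SD 0.58 over 8 pairs of libraries) for dg and dh, and −3.27 (SD 0.63) for tlh1 and SPAC212.10. These regions lay at percentiles 1.37 and 1.59 of the protein-coding genes. The 200 protein-coding genes closest in nascent RNA as the reference moved the dg and dh value most, to −3.94, and a pseudocount of 1 TPM moved the tlh value to −2.06.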

Notably, we found that a subset of heterochromatic transcripts was less stable than the average transcript from a protein-coding loci (Figure 1D). This subset of unstable heterochromatic RNAs includes transcripts from centromeric *dg/dh* and subtelomeric *tlh* regions, which are known to be degraded by RNAi and by the Ccr4–Not complex, respectively (2,4,16). For transcripts derived from the other subtelomeric genes or from the *mat* locus, RNA stability was comparable to transcripts from protein-coding genes (Figure 1D), indicating that those loci primarily undergo transcriptional silencing, with no major role for RNA degradation in their silencing.

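For the 13 other subtelomeric features with values the log2 RNA stability of wild type was −0.13 relative to the protein-coding median (SD 0.68), and for the mat features it was −0.29 (SD 0.82). They lay at percentiles 46.5 and 41.8. The subtelomeric difference was smaller than the spread over pairs of libraries. Single pairs placed mat from −2.47 to −0.41, all below the protein-coding median and below −0.29, so its SD is no spread around that value. The mat value depended on how replicates were combined, since the median TPM in place of the mean gave −1.30. Replicate 2 of wild-type pA RNA differs in mating type from the h+ strain of the other pA RNA and both RIP libraries. Its mean log2 value at mat was 2.00, against −0.08 to 0.71 in the other pA RNA libraries. The mat stability of wild type therefore mixes mating types, and with that single library the cause of its higher value is not told apart. The paper takes transcripts of these loci as about as stable as protein-coding transcripts, unlike those of dg, dh and tlh. From this it concludes that the former are silenced mainly at transcription.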

### Effect of heterochromatin on silencing pathways

Our data indicate that three different pathways can contribute to silencing of heterochromatin: RNA Pol II occupancy, transcriptional efficiency and RNA degradation. To further examine the impact of heterochromatin structure on those pathways, we compared the contributions from each of them at heterochromatic loci in wild-type and *clr4Δ* cells.

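Nascent RNA was compared between wild type (n = 2) and the libraries labelled clr4Δ (n = 3). The mean log2 fold change over dg and dh was 4.38 (SD 0.91), over tlh1 and SPAC212.10 it was 5.18 (SD 1.09), over the other subtelomeric features 2.43 (SD 0.31) and over the mat features 2.31 (SD 1.03). All 4 regions passed the fry rotation test of edgeR's fit, with adjusted p-values of 8.1e-07, 2.6e-08, 1.3e-05 and 1.5e-04. Over the alternatives the centromeric value ran from 4.03 to 4.90, both ends with 1 library left out. Of 5019 protein-coding genes, 4 rose and 0 fell in nascent RNA at an adjusted p under 0.05 by edgeR's quasi-likelihood test, and 178 had an unadjusted p under 0.05. The largest rises were those of ftm4 (SPAC750.05c, chromosome I, 5565881 to 5567240), with 14 to 64 counts in clr4Δ and 0 in wild type (at least 10.8-fold higher), of tlh2 (chromosome II, 4526885 to 4532899; log2 fold change 4.48, standard error 0.62) and of the heat shock gene hsp16 (chromosome II, 2660139 to 2660992; 3.89, standard error 0.50). Ftm4 and tlh2 share 92.4% and 93.2% of their windows of 50 bases with other places in the reference, and whether the counted reads come from related subtelomeric genes was not tested.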

We found that RNA Pol II transcribes repetitive regions more efficiently in the *clr4Δ* cells compared to wild-type cells. RNA Pol II occupancy at centromeric *dg/dh* and subtelomeric *tlh* repeats was ∼four-fold higher in *clr4Δ* cells relative to wild-type cells, but the increase in nascent RNA was ∼twenty-fold (Figure 2A and B). 

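As ratios of mean TPM between the libraries labelled clr4Δ and wild type, averaged over features, nascent RNA rose 23.2-fold (SD 11.4 over pairs of libraries) at dg and dh and 45.4-fold (SD 43.4, from 3 of 4 features) at tlh1 and SPAC212.10. At the other subtelomeric features the ratio was 7.07 (SD 2.16, from 13 of 16 features), and at mat it was 12.6 (SD 7.40). The spread of the tlh ratio was nearly as large as the ratio itself.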

The data also demonstrate that heterochromatin structure contributes to reduced transcriptional efficiency: in *clr4Δ* cells, all heterochromatic regions (centromeres, subtelomeres and the *mat* locus) reach transcriptional efficiency that is comparable to euchromatic regions (Figure 2C). Moreover, transcription efficiency is the single mode of heterochromatic silencing that acts in all heterochromatic regions.

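Transcription efficiency was higher in the libraries labelled clr4Δ than in wild type at all 4 regions. The mean log2 change was 2.37 (SD 1.02) at dg and dh, 3.67 (SD 1.17) at tlh1 and SPAC212.10, 2.01 (SD 0.45) at the other subtelomeric features and 2.21 (SD 1.13) at mat (fry rotation test of edgeR's interaction, adjusted p = 0.0071, 1.1e-04, 0.0047 and 0.0039). After subtraction of scaled input the centromeric change was 1.98 and no longer passed 0.05, and over all alternatives it ran from 1.98 to 2.89. Relative to the protein-coding median, the log2 transcription efficiency in clr4Δ was −1.13 (SD 0.50), −0.21 (SD 0.61), −0.94 (SD 0.31) and −1.99 (SD 0.42) at the 4 regions, at percentiles 10.5, 39.1, 14.0 and 2.90. The tlh value was within its spread of the median, and the other 3 remained below it by more than their spread. Over the 28 heterochromatic features with values the mean was −1.05 (SD 0.25 over 9 pairs of libraries), and −0.67 with scaled input subtracted. Of 5019 protein-coding genes, 1 changed in transcription efficiency at an adjusted p under 0.05, and 153 had an unadjusted p under 0.05. From the rise at centromeres, subtelomeres and mat, the paper concludes that heterochromatin structure contributes to the low transcription efficiency of these regions.

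**Figure D2:**
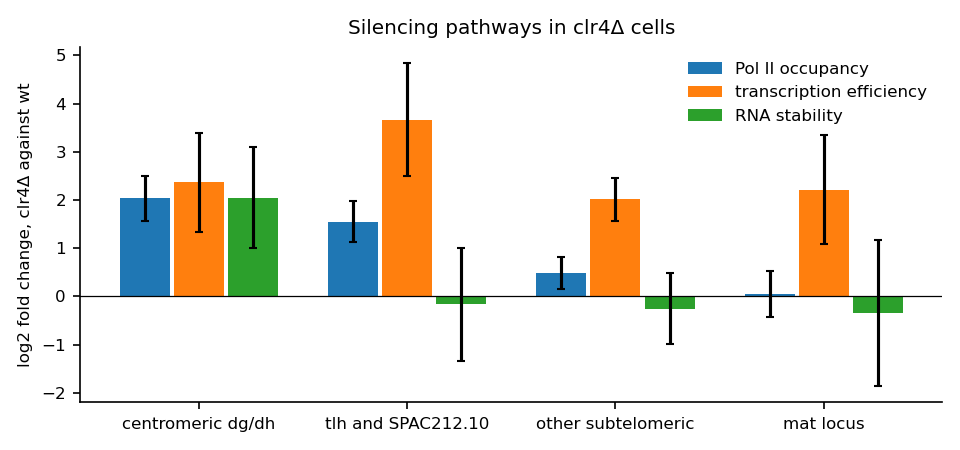
Mean log2 fold change of Pol II occupancy, transcription efficiency and RNA stability in clr4Δ against wild type (y axis) at 4 heterochromatic regions (x axis). Bars are means over the features of a region and error bars are the SD over replicates; transcription efficiency rose by 2.01 to 3.67 at all 4 regions, while RNA stability rose at dg and dh alone.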

**Figure 2.**
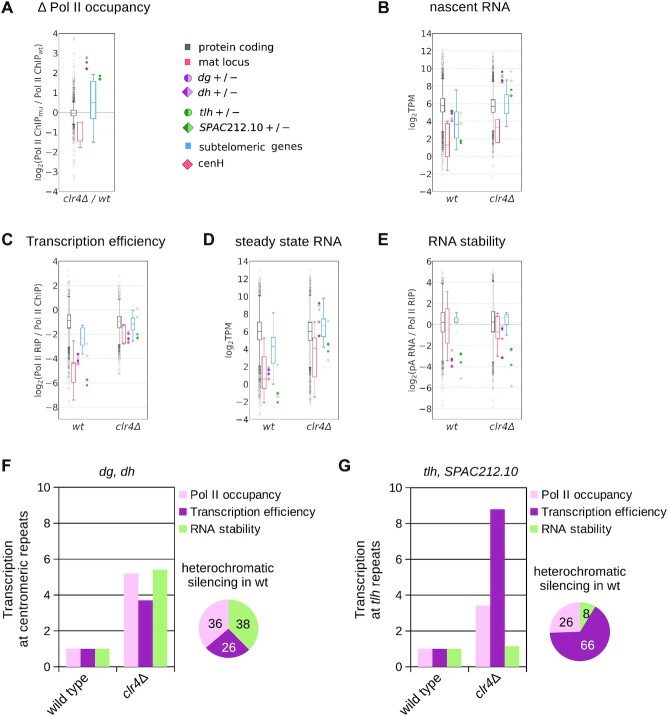
Contribution of distinct pathways to heterochromatic silencing. (**A**) RNA Pol II occupancy (Pol II ChIP-seq) in *clr4Δ* cells relative to wild-type cells for indicated gene categories; data are the same as in Figure 1B, with inverted ratios. (**B**) Nascent RNA (Pol II RIP) in wild type and *clr4Δ* cells. Data are plotted as defined for Figure 1B. (**C**) Transcription efficiency (Pol II RIP / Pol II ChIP) in wild-type and *clr4Δ* cells. Data are plotted as defined for Figure 1B. (**D**) Steady state RNA (pA RNA-seq) shown for wild-type and *clr4Δ* cells. Data are plotted as defined for Figure 1B. (**E**) RNA stability (pA RNA / Pol II RIP) in wild type and *clr4Δ* cells. Data are plotted as defined for Figure 1B. (**F, G**) Bar chart showing fold change in quantitative measures (ratios of average TPM, see Methods) of the three pathways (Pol II occupancy, transcription efficiency and RNA stability) at centromeric *dg* and *dh* (D) and at subtelomeric *tlh* (E) in *clr4Δ* cells, relative to wild type. Pie charts show relative contribution of each pathway to heterochromatic silencing at repeats in wild-type cells. Average of at least two independent samples is shown for all figures.

We next assessed RNA stability in the absence of heterochromatin structure. 

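Between wild type and the libraries labelled clr4Δ, RNA stability changed by a mean log2 fold change of −0.17 at tlh1 and SPAC212.10, −0.25 at the other subtelomeric features and −0.35 at mat. For tlh the adjusted p was 0.98 (fry rotation test of edgeR's interaction). Relative to the protein-coding median, the log2 stability of tlh transcripts in clr4Δ was −3.86 (SD 0.55 over 6 pairs of libraries), at percentile 0.862. With the ratio of mean TPM the change was 1.1-fold (SD 1.65).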

We observed that subtelomeric *tlh* RNA has similarly low stability in *clr4Δ* compared to wild-type cells, indicating that multiple pathways degrade RNA from subtelomeric *tlh* repeats, independently of heterochromatin structure, in agreement with previous observations (Figure 2D and E) (16). In contrast, centromeric *dg/dh* transcripts showed increased stability in *clr4Δ* compared to wild-type cells, indicating that heterochromatin structure is required for degradation of those transcripts.

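At dg and dh, RNA stability rose by a mean log2 fold change of 2.05 (SD 1.04) in the libraries labelled clr4Δ (fry rotation test of edgeR's interaction, adjusted p = 0.031). By feature the change was 2.73 (standard error 0.61) for dg on the plus strand, 2.69 (standard error 0.69) for dg on the minus strand, 2.04 (standard error 0.56) for dh on the minus strand and 0.73 (standard error 0.87) for dh on the plus strand, the last within its error. With the replicate number as a block the regional value was 1.85 and did not pass 0.05, and over all alternatives it ran from 1.52 to 2.39. It also did not pass with library totals in place of TMM or in a fit of only the compared strains. Relative to the protein-coding median, the log2 stability in clr4Δ was −1.32 (SD 0.43), at percentile 17.6. Of 5012 protein-coding genes 0 changed in stability at an adjusted p under 0.05, and 431 had an unadjusted p under 0.05. From the rise at dg and dh, which tlh transcripts did not show, the paper concludes that degradation of the centromeric transcripts requires heterochromatin structure.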

These data from *clr4Δ* cells also confirm our observations with wild-type cells: at centromeric *dg/dh*, silencing results from a combination of reduced RNA Pol II occupancy (Figure 2A), reduced transcriptional efficiency (Figure 2C) and increased RNA degradation (Figure 2E), whereas for subtelomeric *tlh* repeats, silencing occurs primarily at the transcriptional level.

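Steady-state RNA, measured as pA RNA in wild type (n = 4) and the libraries labelled clr4Δ (n = 2), carries the product of the 3 steps. Its mean log2 fold change was 6.4 at dg and dh, 5.05 at tlh1 and SPAC212.10, 2.31 at the other subtelomeric features and 1.96 at mat (fry rotation test of edgeR's fit, adjusted p = 1.0e-08, 1.3e-07, 9.6e-05 and 1.4e-04). Over the alternatives the centromeric value ran from 6.22 to 6.59, both ends with 1 clr4Δ library left out. As ratios of mean TPM the rise was 117-fold (SD 31.5) at dg and dh and 46.2-fold (SD 27.2) at tlh. Of 5037 protein-coding genes, 33 rose and 20 fell at an adjusted p under 0.05, and 1022 had an unadjusted p under 0.05. Among the genes with the largest changes, SPAC750.06c rose at least 35.0-fold, and SPAC17G8.06c, arg12 and shm2 changed by log2 −1.43, −1.14 and −1.11.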

We quantified the relative contribution of each pathway to heterochromatic silencing, by comparing data from wild-type and *clr4Δ* cells. 

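The paper writes RNA output as a product of the 3 terms and gives no formula for the shares beyond naming fold changes as their basis. Here the fold change of each measure between clr4Δ and wild type was taken as a share of the sum of the 3 folds, with folds under 1 left out and ChIP as deposited. At dg and dh the folds of the ratio of mean TPM were 5.70 (SD 3.47) for transcription efficiency and 4.74 (SD 2.89) for RNA stability. The shares were 28.3% (SD 7.95 over pairs of libraries) for occupancy, 39.2% (SD 16.7) for transcription efficiency and 32.6% (SD 14.9) for degradation, so that both transcriptional measures together made up 67.4%. The order of the 3 shares was not fixed at this spread. With scaled input subtracted, as in the authors' processing, the shares were 37.1%, 30.2% and 32.7%. The share of transcription efficiency was 26.4% when TPM values were also summed over the features of a region, an alternative chosen after the data were seen, and it reached 53.2% with 1 library left out.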

In wild-type cells, RNA degradation and transcriptional silencing contribute similarly to silencing of centromeric repeats (∼38% and ∼62%, respectively) (Figure 2F) wherein transcriptional silencing can be further parsed out into RNA Pol II occupancy (∼36%) and transcriptional efficiency (∼26%). At subtelomeric *tlh* repeats, heterochromatic silencing occurs primarily by transcriptional silencing (∼92%) (Figure 2G), which is predominately mediated through reduced transcriptional efficiency (∼66%). 

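At tlh1 and SPAC212.10, from the 3 of 4 features with more than 3 counts in a library of each group, the fold of transcription efficiency was 15.3 (SD 16.6) and its share was 79.0% (SD 18.4 over pairs of libraries). Pol II occupancy had a share of 15.3% (SD 9.54) and RNA degradation 5.69% (SD 10.3), which is within its spread of 0. Both transcriptional measures together made up 94.3%. With scaled input subtracted the share of transcription efficiency was 72.7%. From these shares the paper concludes that silencing at tlh is mainly transcriptional and mediated through transcription efficiency.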

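At the 13 of 16 other subtelomeric features with more than 3 counts in a library of each group, the shares were 21.5% (SD 5.33 over pairs of libraries) for Pol II occupancy, 64.2% (SD 15.3) for transcription efficiency and 14.3% (SD 12.4) for degradation, with folds of 4.76 (SD 1.23) for transcription efficiency and 1.06 for RNA stability. At the 5 mat features they were 12.6% (SD 6.50), 77.8% (SD 15.7) and 9.62% (SD 17.4), with a fold of 10.3 (SD 1.91). Single pairs gave folds from 2.78 to 10.7 there. Pairs with a stability fold above 1 gave degradation shares there from 10.1% to 79.4%, so these SDs are not spreads around the printed values. At both regions the SD of the degradation share leaves out any pair with a stability fold under 1. With scaled input subtracted the mat share of transcription efficiency was 81.3%. When TPM values were summed over the features of a region before the ratios were taken, occupancy then had 46.8% at the other subtelomeric features and 45.6% at mat, where transcription efficiency had 54.4%.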

A similar pattern is observed at the remaining subtelomeric regions and *mat* locus: at *mat* locus silencing is mostly transcriptional, with transcriptional efficiency (∼70%) being the major silencing pathway (Supplemental Figure S1F, G).

### Contribution of heterochromatin factors to distinct silencing pathways

Next, we analyzed RNA Pol II occupancy, transcriptional efficiency and RNA degradation in strains defective in the RNAi machinery (*ago1Δ*), lacking chromatin modifiers (*clr3Δ*, *mit1Δ*, *chp2Δ* and swi6Δ) or RNA degradation components (*rrp6Δ*, *exo2Δ, caf1Δ, ccr4Δ* and *mot2Δ*) (Supplemental Figure S3-S7); error bars between replicates shown in Supplemental Figure S2. 

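The mutant panel comprised ago1Δ, which lacks the small-RNA-binding Argonaute protein of RNAi, 4 strains without a chromatin modifier, 2 without an RNA degradation factor and 4 with a changed Ccr4–Not complex. In Pol II ChIP, chp2Δ, mit1Δ and rrp6Δ had 3 libraries, ccr4Δ had 1 and each of the other mutants had 2. Replicate 3 of mit1Δ and replicate 3 of rrp6Δ were left out of the ChIP comparisons, because their Spearman correlation with every other replicate of the strain was below 0.8, a rule set before the data were examined. In RIP, mot2Δ and chp2Δ had 4 libraries, clr3Δ, mit1Δ and swi6Δ 3, ccr4Δ 1 and the remaining mutants 2. In pA RNA, chp2Δ had 4 libraries, ago1Δ and swi6Δ 3 and the other mutants 2. Some libraries were small, such as RIP of chp2Δ (319652 to 3238114 counts), RIP of mot2Δ (358393 to 3375417) and ChIP of the strain with point mutations in both deadenylases, written caf1*ccr4* (2456403 and 11503744). A p-value is given only where both groups had at least 2 libraries, so ccr4Δ has none for measures that use ChIP or RIP. Each deleted gene was looked up as before: ago1, rrp6, exo2, mit1 and ccr4 were at most at 18.7% of the TPM of the other strains in every assay of their own deletion strain, while in pA RNA mot2 was at 2.56% to 3.84%, chp2 at 3.77% to 16.8%, clr3 at 22.0% to 29.5% and caf1 at 17.7% to 54.0%. In Pol II ChIP chp2 and clr3 were at 50.2% to 75.1% and 53.7% to 62.7%, so for such libraries the strain name refers to the label.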

Chp2 and Swi6 are HP1 family proteins; wherein Chp2 recruits the SHREC complex to chromatin. SHREC subunits, Mit1 and Clr3, are a chromatin remodeler and a histone deacetylase, respectively (10,13). Rrp6 is a component of the exosome complex; Exo2 is a 5′→3′ exonuclease. Caf1, Ccr4 and Mot2 are components of the Ccr4–Not deadenylase complex.

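Over dg and dh the largest mean log2 fold change of Pol II occupancy in the panel was that of ago1Δ, 1.76 (SD 0.46, n = 2), followed by rrp6Δ with 1.56 (SD 1.57), exo2Δ with 1.28 (SD 1.68), clr3Δ with 1.06 (SD 0.77), chp2Δ with 0.77, mit1Δ with 0.42 and the libraries labelled swi6Δ with 0.04 (SD 0.46). None of these passed 0.05 after adjustment over regions and mutants (fry rotation test of edgeR's fit, adjusted p = 0.18 for ago1Δ, 0.32 for rrp6Δ, 0.39 for exo2Δ and 0.97 for swi6Δ). For rrp6Δ and exo2Δ the replicates differed by as much as the change itself. Ratios of mean TPM were 3.5-fold for ago1Δ, 2.96-fold (SD 2.04) for rrp6Δ, 2.37-fold (SD 1.69) for exo2Δ, 2.15-fold for clr3Δ, 1.89-fold for chp2Δ, 1.45-fold for mit1Δ and 1.06-fold for swi6Δ.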

Our data show that reduced RNA Pol II occupancy at centromeric repeats requires RNAi (Figure 3A and Supplemental Figure S3A, S4A–C), HP1 proteins, components of SHREC (Figure 3A and Supplemental Figure S4D, E, S5A, B) and Exo2 and Rrp6 of the RNA degradation machinery (Figure 3A and Supplemental Figure S5C-D). At subtelomeric *tlh* repeats, only chromatin modifiers are required to limit RNA Pol II occupancy (Figure 3A and Supplemental Figure S3B, S4D, E, S5A, B), whereas at the remaining subtelomeric genes and at the cenH element of the *mat* locus, RNA Pol II occupancy was increased in absence of several chromatin modifiers and *rrp6* (Figure 3A and Supplemental Figure S3C, D, S4E, S5A). 

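At tlh1 and SPAC212.10 the mean log2 fold change of occupancy was 1.39 in the libraries labelled swi6Δ, 1.00 in clr3Δ, 0.96 in chp2Δ and 0.71 in mit1Δ. It was −0.00 in ago1Δ, 0.25 in rrp6Δ and 0.38 in exo2Δ. The ago1Δ libraries lay at mean log2 values of 8.53 and 6.62 and those of rrp6Δ at 7.15 and 8.82. Both pairs lie on either side of wild type (7.65 and 8.10), so these means do not show a lack of change. Here too no mutant passed 0.05 after adjustment, and the adjusted p for swi6Δ, the largest change, was 0.18 (fry rotation test of edgeR's fit). At the other subtelomeric features the changes ran from −0.06 (ago1Δ and clr3Δ) to 0.61 (exo2Δ, adjusted p = 0.26), and at the mat features from −0.56 (swi6Δ) to 0.70 (exo2Δ). From such profiles the paper concludes that the factors that limit Pol II occupancy differ between heterochromatic regions.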

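In the Ccr4–Not mutants the mean log2 fold change of Pol II occupancy over dg and dh was −0.84 (SD 0.33) in caf1Δ, −0.76 in mot2Δ and −0.79 in caf1*ccr4*, and over tlh1 and SPAC212.10 it was 0.13 (SD 0.33), 0.01 and −0.47. At the other subtelomeric features it was −0.28, −0.79 and −0.28. At mat it was −1.21 (SD 0.46), −0.62 and −1.05. None passed 0.05 after adjustment, although the mat change of caf1Δ had an unadjusted p of 0.0090 (fry rotation test of edgeR's fit, adjusted p = 0.14). The only ccr4Δ library gave −1.61, −1.02, −0.75 and −1.76 at the 4 regions and has no replicate check. The caf1Δ value at the other subtelomeric features changed sign with scaled input subtracted, to 0.03.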

Finally, the Ccr4–Not complex components showed little effect on RNA Pol II occupancy at all heterochromatic regions (Figure 3B and Supplemental Figure S6A–C).

**Figure 3.**
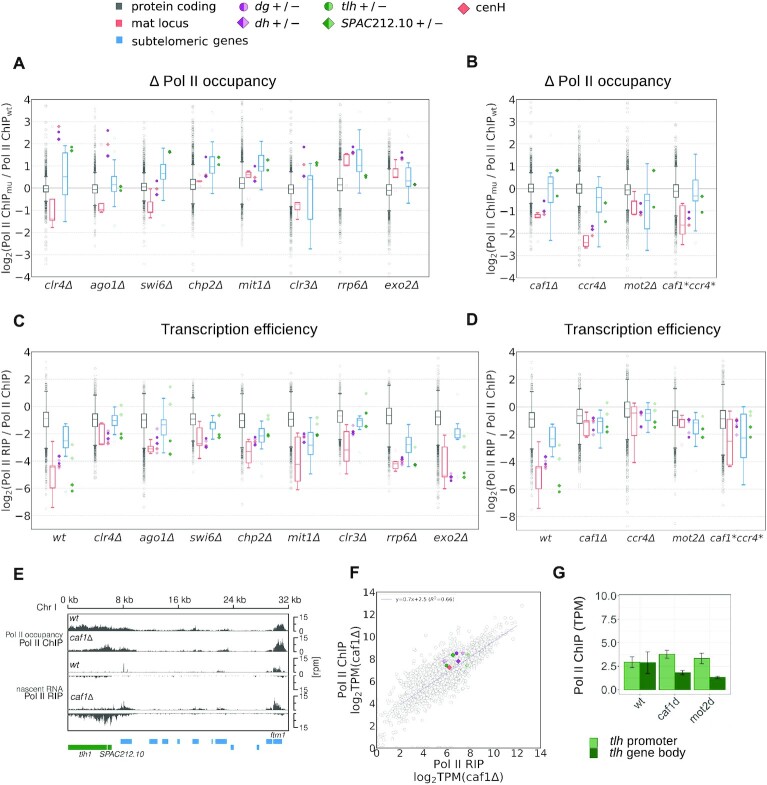
RNA Pol II occupancy and transcription efficiency in different mutants. (**A, B**) Box plots showing ratio of RNA Pol II occupancy (S2P-Pol II ChIP-seq) in mutants compared to wild type over indicated genes. Shown are mutants in factors involved in heterochromatin formation and RNA degradation (A) or Ccr4–Not complex components (B). Data are plotted as defined for Figure 1B. (**C, D**) Box plot showing transcription efficiency (Pol II RIP / Pol II ChIP) over indicated genes in wild type and mutants in factors involved in heterochromatin formation and RNA degradation (C) or in Ccr4–Not complex components (D). Data are plotted as defined for Figure 1B. (**E**) Analysis of the next-generation sequencing data showing occupancy of S2P RNA Pol II (ChIP-seq) and nascent RNA (S2P-Pol II RIP-seq) at subtelomeric regions in *S. pombe* wild-type and *caf1Δ* cells. Gene locations are indicated as boxes below the coverage and color-coded: green, subtelomeric loci *tlh* and *SPAC212.10*; blue, other subtelomeric genes. (**F**) Transcription efficiency in *caf1Δ* cells. S2P-Pol II ChIP-seq (Pol II occupancy) data plotted over S2P-Pol II RIP-seq data (nascent RNA). TPM, transcripts per million. Gray circles are individual protein-coding genes; regression line is also shown in purple. Also plotted are centromeric *dg* and *dh* (dark purple for + strand, bright purple for – strand) and *tlh* and *SPAC212.10* (dark green for + strand, bright green for - strand). Each data point is the average of at least two independent samples. (**G**) Quantification of RNA Pol II occupancy (S2P-Pol II ChIP-seq) at *tlh* promoter region and *tlh* gene body in indicated wild type and mutant strains.

The reduced transcriptional efficiency at heterochromatic loci depends on most chromatin modifiers (Clr4, HP1 proteins and SHREC complex), but not on RNA degradation factors Rrp6 and Exo2 (Figure 3C and Supplemental Figure S4–S6). Those chromatin modifiers seem to reduce transcriptional efficiency more than RNA Pol II occupancy (Supplemental Figure S3), an effect similar to what we had observed in *clr4Δ* cells. 

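Transcription efficiency at tlh1 and SPAC212.10 rose in ago1Δ and in each of the 4 mutants of a chromatin modifier: the mean log2 change was 4.15 in clr3Δ, 3.66 in ago1Δ, 3.42 in the libraries labelled swi6Δ, 3.26 in chp2Δ and 3.03 in mit1Δ (fry rotation test of edgeR's interaction, adjusted p = 6.3e-05, 6.3e-05, 4.0e-04, 4.0e-04 and 9.8e-04). The change at dg and dh was 2.28 in clr3Δ (adjusted p = 0.0092), 2.1 in ago1Δ (0.016), 1.85 in mit1Δ (0.032), 1.68 in chp2Δ (0.034) and 1.47 in swi6Δ, which did not pass (0.099). After subtraction of scaled input, the centromeric changes of ago1Δ, clr3Δ, mit1Δ and chp2Δ were 1.72, 2.02, 1.64 and 1.56 and no longer passed 0.05. Rrp6Δ and exo2Δ showed no change beyond the replicate spread: −0.03 and −0.82 at dg and dh, and 0.54 and 0.59 at tlh. Since chromatin modifiers and not these degradation factors were needed, the paper concludes that low transcription efficiency depends on heterochromatin proteins.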

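The tlh ratio of mean TPM for transcription efficiency was 31.0-fold (SD 35.3) in clr3Δ, 14.6-fold in the libraries labelled swi6Δ, 12.5-fold in chp2Δ and 11.7-fold in mit1Δ, while Pol II occupancy changed 1.9-fold, 2.67-fold, 2.01-fold and 1.64-fold. At dg and dh transcription efficiency changed 5.70-fold, 3.25-fold, 3.28-fold and 4.01-fold in the same strains. The spread of the clr3Δ value at tlh was larger than the value. Whether the change of efficiency differed from that of occupancy was not tested in these strains.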

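In the Ccr4–Not mutants transcription efficiency over dg and dh rose by a mean log2 change of 2.53 (SD 0.80) in caf1Δ, 2.53 in mot2Δ and 2.41 in caf1*ccr4* (fry rotation test of edgeR's interaction, adjusted p = 0.0083, 0.0071 and 0.011). Over tlh1 and SPAC212.10 it rose by 3.55 (SD 0.91), 3.01 and 3.31 (adjusted p = 3.0e-04, 9.8e-04 and 5.2e-04), and over mat by 2.95 (SD 1.06), 3.21 and 2.25 (adjusted p = 4.0e-04, 1.1e-04 and 0.011). Over the other subtelomeric features it rose by 1.74 (SD 0.54) in caf1Δ (adjusted p = 0.016), while 1.23 in mot2Δ and 1.1 in caf1*ccr4* did not pass. The ccr4Δ libraries, 1 of each assay, gave 2.31, 2.34, 0.68 and 2.71 at dg and dh, tlh, the other subtelomeric features and mat. By the paper's strain table both wild-type RIP libraries are of an h+ strain, while all of these mutants have another mating type. At mat, mating type and mutation are therefore not told apart.

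**Figure D3:**
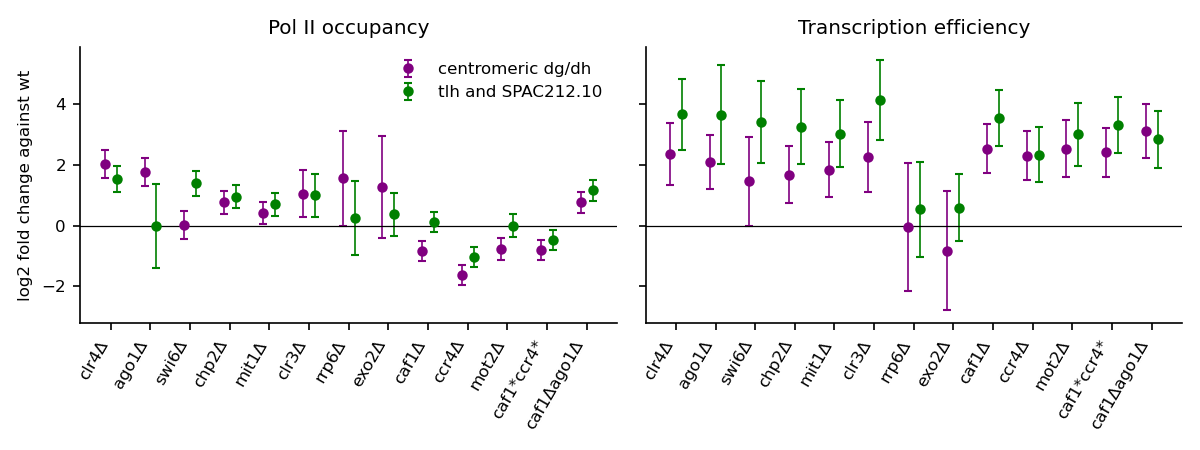
Mean log2 fold change of Pol II occupancy and of transcription efficiency against wild type (y axis) in 13 mutants (x axis), at centromeric dg and dh and at tlh. Error bars are the SD over replicates, for ccr4Δ over the wild-type replicates alone; transcription efficiency at tlh rose by 3.01 or more in each mutant with replicates of a chromatin modifier, RNAi or Ccr4–Not apart from caf1Δago1Δ, with 2.85, and by 0.54 and 0.59 in rrp6Δ and exo2Δ.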

The strongest effect on transcriptional efficiency in heterochromatic regions was observed for components of the Ccr4–Not complex (Figure 3D and Supplemental Figure S3). The Ccr4–Not deadenylase complex could affect transcriptional efficiency indirectly, through changes in RNA levels of other factors involved in heterochromatin formation. However, analysis of nascent RNA, total RNA and pA RNA data show that RNA levels of factors involved in heterochromatin formation do not change substantially in *caf1Δ* cells compared to wild-type cells (Supplemental Figure S7E). This suggests a direct effect of Ccr4–Not on transcriptional efficiency.

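A list of 42 genes of RNAi, H3K9 methylation and heterochromatin factors was fixed before the comparison, and 41 were found among the tested features. Between caf1Δ and wild type their median log2 fold change was 0.04 in nascent RNA, 0.00 in pA RNA and 0.03 in total RNA, and the genes ranged from −0.35 to 1.04, from −0.65 to 0.78 and from −0.79 to 0.81. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1 gene passed an adjusted p of 0.05 in nascent RNA, 4 in pA RNA and 0 in total RNA. The unadjusted p was under 0.05 for 4, 6 and 0 genes, and adjustment over the list alone gave the same 3 counts. The nascent change was that of ago1 (1.04, standard error 0.19, adjusted p = 0.0024). By the strain table a caf1Δ strain used for RIP carries a tagged ago1, and the wild-type RIP strain does not. The tag and the loss of Caf1 are therefore not told apart here. In total RNA, where the caf1Δ and wild-type strains both carry the tag, ago1 changed by −0.79 (standard error 0.83). In pA RNA dcr1 changed by −0.46, mtl1 by −0.34, ccr4 by 0.78 and taz1 by 0.57. In total RNA the replicate numbers paired the libraries (correlation of same-numbered deviations 0.679 over 9 pairs). With the replicate number as a block, 21 protein-coding genes changed between caf1Δ and wild type, 3 up and 18 down, against 0 without it, where 60 had an unadjusted p under 0.05. Of the 41 listed genes 0 passed in total RNA with the block, with 3 at an unadjusted p under 0.05, and 1 passed in nascent RNA and 4 in pA RNA (1 by adjustment over the list alone).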

Although RNA Pol II occupancy at *tlh* repeats is comparable in *caf1Δ* and wild-type cells, *caf1Δ* cells produce ∼10 fold more nascent RNA from that locus than wild-type cells (Figure 3E). Thus transcriptional efficiency is increased in all heterochromatic regions in *caf1Δ* cells, to a level comparable to protein-coding genes (Figure 3D, F). 

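The Pol II ChIP value of tlh1 was 242 ± 31.1 TPM (SD, n = 2) in the libraries labelled caf1Δ, within the spread of wild type, while its RIP value was 364 ± 35.5 TPM (n = 2). Over tlh1 and SPAC212.10 the mean log2 fold change of nascent RNA was 3.66 (SD 0.84; fry rotation test of edgeR's fit, adjusted p = 5.8e-07). Nascent RNA also rose over dg and dh, by 1.68 (SD 0.73, adjusted p = 0.0057), over the other subtelomeric features by 1.38 (adjusted p = 0.0050) and over mat by 1.76 (adjusted p = 0.0021). At mat the caf1Δ and wild-type RIP strains also differ in mating type. As a ratio of mean TPM the tlh change was 16.7-fold (SD 6.22 over pairs of libraries) in nascent RNA and 1.01-fold (SD 0.18) in occupancy. On single features, the log2 change of nascent RNA was 2.5 (standard error 0.40) for tlh1 and 4.05 (standard error 1.02) for its opposite strand.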

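Relative to the protein-coding median, the log2 transcription efficiency in caf1Δ was −0.98 (SD 0.05 over pairs of libraries) at dg and dh, −0.33 (SD 0.20) at tlh1 and SPAC212.10, −1.35 (SD 0.02) at the other subtelomeric features and −1.31 (SD 0.13) at mat, at percentiles 14.1, 34.5, 7.94 and 8.35 of protein-coding genes. Over the 28 heterochromatic features with values it was −1.15, and −0.79 with scaled input subtracted. Single pairs placed the other subtelomeric features from −1.30 to −1.25, all above −1.35, so the SD of 0.02 is no spread around that value. The slope of occupancy on nascent RNA across protein-coding genes was 0.594 in caf1Δ, with R² = 0.641. Of 5019 protein-coding genes 1 changed in transcription efficiency at an adjusted p under 0.05 by edgeR's quasi-likelihood test, and 222 had an unadjusted p under 0.05. From the rise in all 4 regions toward the values of protein-coding genes, with occupancy at tlh unchanged, the paper concludes that Caf1 lowers transcription efficiency in heterochromatin.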

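ChIP of H3K9me2, the histone mark that Clr4 deposits, was sequenced in 9 genotypes with 1 library each. The libraries had 2129435 to 7813703 counts on features, with a median of 4168627, and those of wild type and caf1Δ had 4634512 and 5476091. With 1 library per genotype a difference has no replicate check and no p-value. To place a region, its median was ranked among 10000 random lists of the same number of features with similar input coverage, which describes these libraries and not the genotypes.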

To determine if Ccr4–Not mediated reduction in transcription efficiency occurs post-heterochromatin formation, we analyzed H3K9me levels in wild-type and *caf1Δ* cells. Notably, H3K9me levels are only slightly affected at *tlh* and centromeric *dg/dh* repeats in *caf1Δ* cells (Supplemental Figure S7F), indicating that increased transcriptional efficiency does not interfere with H3K9me deposition. Thus, Caf1 reduces transcriptional efficiency at heterochromatin loci after H3K9me is deposited and heterochromatin is established; in fact, Caf1 requires H3K9me and heterochromatin for its activity. 

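The log2 ratio of H3K9me2 between the caf1Δ and the wild-type library was 0.67 at dg and dh (2791059 against 1923902 counts), at percentile 93.6 of the random lists, and 0.30 at tlh1 and SPAC212.10 (427347 against 439714 counts), at percentile 69.1. At mat it was 0.89 (percentile 99.7). Scaling on the protein-coding median, which was higher by 0.39 in caf1Δ, moved these values to 0.28, −0.10 and 0.50, and division by input moved the centromeric value most, to 1.08. At the 16 other subtelomeric features the ratio was −4.76, from −6.49 to −0.23 over features (120144 against 447375 counts). From the values at tlh, dg and dh the paper concludes that a higher transcription efficiency does not interfere with deposition of H3K9me.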

In absence of heterochromatin, transcriptional efficiency is strongly increased, as seen by our data on *clr4Δ* (Figure 2C). Moreover, in *caf1Δago1Δ* cells, which lack both H3K9me and small RNAs (16), transcriptional efficiency is not further increased (Figure S8), suggesting that Ccr4–Not is the primary cause of reduced transcriptional efficiency in heterochromatin. 

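The double mutant had 2 Pol II ChIP libraries (11599177 and 14690660 counts) and 3 RIP libraries (481600 to 923903). Its transcription efficiency exceeded that of wild type by a mean log2 change of 3.11 at dg and dh, 2.85 at tlh1 and SPAC212.10, 1.38 at the other subtelomeric features and 2.03 at mat (fry rotation test of edgeR's interaction, adjusted p = 0.0012, 9.8e-04, 0.072 and 0.0078). Against caf1Δ the differences were 0.58, −0.70, −0.36 and −0.92, and against ago1Δ they were 1.01, −0.81, −0.22 and 0.40. None of these 8 differences passed 0.05 (unadjusted p from 0.075 to 0.49). Pol II occupancy was higher in the double mutant than in caf1Δ, by 1.49 at the other subtelomeric features and 1.97 at mat (adjusted p = 0.0026 for both), and nascent RNA at dg and dh was higher by 2.18 (adjusted p = 0.0026). The central core held 18.9% and 24.6% of the level of pooled input in these 2 ChIP libraries, and 2.90% to 21.1% in the other Pol II ChIP libraries used. Protein-coding genes nearest in wild-type occupancy to dg and dh changed by −1.78 in them, and those nearest to tlh by −0.73. For the other subtelomeric features and mat this was 0.07 and 0.06. Lower occupancy raises the ratio of such genes, but occupancy itself rose by 0.77 at dg and dh and by 1.16 at tlh in these libraries. A value for dg or dh is a sum over copies, so genes of equal occupancy need not carry the same background. Whether background makes the rises of 3.11 and 2.85 too large or too small is therefore not settled. In transcription efficiency 578 of 5019 protein-coding genes rose and 272 fell (edgeR's quasi-likelihood test, adjusted p under 0.05), against 1 changed in caf1Δ. Scaled input was not subtracted for this strain, since an input library of it was not used here. From the lack of a further rise, the paper proposes that Ccr4–Not is the main cause of low transcription efficiency in heterochromatin.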

In sum, our data show that the Ccr4–Not complex is required to reduce transcriptional efficiency in heterochromatic regions and that it modulates RNA Pol II activity in a heterochromatin-dependent way.

To test if the deadenylase activity of the Ccr4–Not complex is required for reduction of transcriptional efficiency in heterochromatin, we introduced point mutations into the active site of the two deadenylases in the complex, Caf1 and Ccr4 (16). The mutations in the active sites led to an increase in transcriptional efficiency at heterochromatin loci that was comparable to the effect seen with gene deletions (Figure 3D), suggesting that the nuclease activity is required for reduced transcriptional efficiency. 

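In caf1*ccr4*, which had 2 libraries each of Pol II ChIP and RIP (1101026 and 1727903 RIP counts), the ratio of mean TPM in transcription efficiency against wild type was 6.30-fold at dg and dh and 14.8-fold (SD 6.17) at tlh1 and SPAC212.10. In caf1Δ these ratios were 6.60-fold (SD 2.98) and 17.0-fold (SD 9.20), and in mot2Δ 6.77-fold and 15.1-fold (SD 9.89), so the point mutant differed from these 2 deletions by less than the spread over pairs of libraries. In ccr4Δ (1 library per assay) they were 5.77-fold and 6.24-fold (SD 3.31), and at tlh the distance to the point mutant was larger than either spread. Caf1 RNA was present in the point mutant, at 333% to 369% of the TPM of the other strains in pA RNA. From the similar size of the rise in point mutants and deletions, the paper proposes that the deadenylase activity is needed to lower transcription efficiency.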

The deadenylase activity of the Ccr4–Not complex requires an accessible 3′ RNA end, which is not the case with nascent RNA, where the 3′ end is engaged with RNA Pol II. It is possible that our Pol II-RIP assay also detects chromatin-bound RNA that are targeted by the Ccr4–Not complex (16), thus contributing to reducing transcriptional efficiency. Alternatively, Ccr4–Not might bind backtracked nascent RNAs (Dutta *et al.*, 2015; Kruk *et al.*, 2011) which would have accessible 3′ ends, and this could potentially stall RNA Pol II.

In support of a direct effect on transcription, we observed changes in RNA Pol II distribution upon deletion of the Ccr4–Not complex at the *tlh* locus (Figure 3E, G and Supplemental Figure S9A). Whereas RNA Pol II occupancy at the promoter and 5′ end of the *tlh* gene in *caf1Δ* and wild-type cells is comparable (Figure 3E), we observe strong reduction of RNA Pol II occupancy in the gene body in the mutant, suggesting higher RNA Pol II processivity (Figure 3E, G). Similar changes are observed in deletions of all components of the Ccr4–Not complex (Supplemental Figure S9A), especially in *mot2Δ* cells, but not in deletions of chromatin complexes such as *swi6* or *clr3* (Supplemental Figure S9B). 

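Pol II ChIP totals per gene were compared between the Ccr4–Not mutants and wild type over 5062 protein-coding genes. In the libraries labelled caf1Δ 2 genes rose and 3 fell at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 373 had an unadjusted p under 0.05. The genes that rose were SPAC750.01 (chromosome I, 5555674 to 5556768) by a log2 fold change of 2.56 and ani2 by 0.94, and those that fell were abp2 (chromosome II, 4130865 to 4133635) by −1.96, ste11 (chromosome II, 3983376 to 3987400) by −1.72 and mei2 by −1.58. More genes passed in mot2Δ, 89 up and 63 down, and in caf1*ccr4*, 333 up and 160 down. When only the compared strains entered the fit, 0 genes passed in caf1Δ (217 had an unadjusted p under 0.05), 5 in mot2Δ and 83 in caf1*ccr4*. In caf1Δ the log2 fold change of occupancy was −0.07 (standard error 0.38) for act1, 0.14 (standard error 0.43) for dbp2, 0.36 (standard error 0.49) for cpc2 and −0.43 (standard error 0.51) for per1. The distribution of polymerase along genes was not analysed here, since the values are totals per feature.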

Notably, deletion of Ccr4–Not components did not change RNA Pol II profiles in euchromatic regions (Supplemental Figure S9C). These data indicate that the Ccr4–Not complex directly affects the RNA Pol II distribution in heterochromatic regions.

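Among the centromeric features, RNA stability in ago1Δ rose by a log2 fold change of 2.79 (standard error 0.63) for dg and 1.28 (standard error 0.88) for dh on the plus strand, and by 3.00 (standard error 0.72) for dg and 2.34 (standard error 0.57) for dh on the minus strand. By edgeR's quasi-likelihood test the adjusted p was 0.024 for dg on the plus strand, 0.039 for dg on the minus strand and 0.043 for dh on the minus strand, but 0.56 for dh on the plus strand. In the libraries labelled clr4Δ the same strand of dh had the smallest change of the 4 features.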

Our data reveal that low RNA stability contributes primarily to the silencing of centromeric *dg* and *dh* transcripts (Figure 4A and Supplemental Figure S3A), with exception of *dh+* transcripts which are degraded in an RNAi- and heterochromatin-independent way. This effect requires RNAi (Ago1) and H3K9me (Clr4), but not other heterochromatic factors or individual RNA degradation factors examined (Figure 4A). 

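Over dg and dh together RNA stability rose by a mean log2 fold change of 2.35 (SD 0.88) in ago1Δ (fry rotation test of edgeR's interaction, adjusted p = 0.031). It changed by 0.92 in clr3Δ (adjusted p = 0.70), 0.92 in the libraries labelled swi6Δ (0.71), 0.67 in mit1Δ, 0.28 in chp2Δ and −0.24 in rrp6Δ, none of which passed 0.05. Relative to the protein-coding median the log2 stability in ago1Δ was −1.04 (SD 0.17). That ago1Δ passed and the others did not is no test of the difference between them, which was not made. The ago1Δ call was itself lost with library totals in place of TMM and in a fit of only the compared strains.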

Among the latter, only deletion of *exo2* showed a small increase in RNA stability at the centromeric region, suggesting that multiple RNA degradation pathways act redundantly to degrade heterochromatic transcripts (Figure 4A and Supplemental Figure S3A). In contrast, deficiency in the Ccr4–Not complex components increased degradation of heterochromatic transcripts compared to wild-type cells. This effect is consistent with increased transcriptional efficiency in this mutant, leading to higher amounts of nascent RNA (Figure 4B and Supplemental Figure S3, S9D), which would recruit the RNAi machinery to these regions, thus leading to increased degradation (16).

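In exo2Δ RNA stability at dg and dh changed by a mean log2 fold change of 0.73 (SD 1.16; fry rotation test of edgeR's interaction, adjusted p = 0.77), less than the spread between replicates. Taken as ratios of mean TPM, it was 1.69-fold at dg and dh and 2.31-fold at tlh, against 1.01-fold and 0.696-fold in rrp6Δ.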

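RNA stability at dg and dh fell in caf1*ccr4*, by a mean log2 fold change of −2.43 (fry rotation test of edgeR's interaction, adjusted p = 0.031). This call was lost with the replicate block, with library totals and in a fit of only the compared strains. The changes of −1.34 in caf1Δ (adjusted p = 0.36) and −0.38 in mot2Δ did not pass 0.05, and ccr4Δ gave −0.76 with 1 RIP library. At tlh1 and SPAC212.10 the changes were −1.44 in caf1Δ and −1.61 in caf1*ccr4* (adjusted p = 0.36 for both), −0.40 in mot2Δ and −0.04 in ccr4Δ. At the other subtelomeric features they were −1.43 in caf1Δ and −1.80 in mot2Δ. Relative to the protein-coding median the log2 stability in caf1Δ was −4.76 at dg and dh and −5.23 at tlh.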

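Nascent RNA rose by a mean log2 fold change of 1.73 at dg and dh and 2.99 at tlh1 and SPAC212.10 in mot2Δ, and by 1.59 (fry rotation test of edgeR's fit, adjusted p = 0.0075) and 2.8 (adjusted p = 1.9e-05) in caf1*ccr4*. Of 5019 protein-coding genes in caf1Δ, 17 rose and 25 fell in nascent RNA at an adjusted p under 0.05, and 478 had an unadjusted p under 0.05. Among those with the largest changes were SPAC750.01, which rose by 4.01, and cnp3 (chromosome II, 4126318 to 4128666), which changed by −3.13. From more nascent RNA together with less stable RNA, the paper proposes that nascent transcripts recruit RNAi to these regions.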

**Figure 4.**
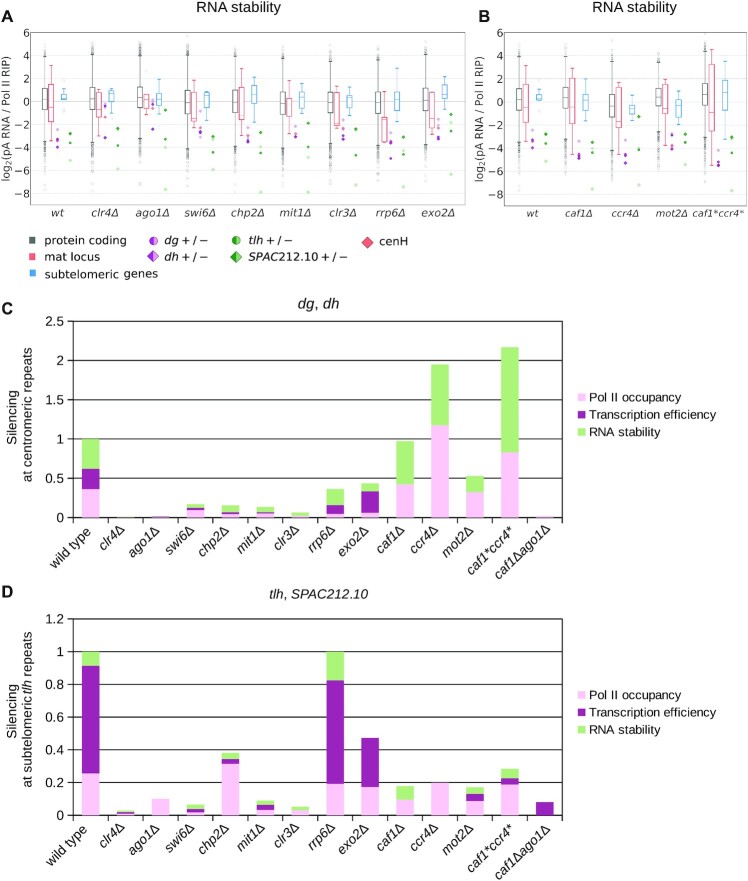
Contribution of individual factors to each pathway of heterochromatic silencing. (**A, B**) Box plot showing RNA stability (pA RNA/Pol II RIP) over indicated genes in wild type and mutants in factors involved in heterochromatin formation and RNA degradation (A) or Ccr4–Not complex components (B). Data are plotted as defined for Figure 1B. (**C, D**) Bar charts displaying contribution of each of the pathways that are still active in the mutants to silencing at centromeric *dg/dh* regions (C) and subtelomeric *tlh* regions (D). The height of each bar corresponds to the fold change in RNA output relative to wild-type. The relative contribution of each pathway was computed as fold change in quantitative measures (ratios of average TPM, see Materials and Methods) relative to *clr4Δ*.

### Contribution of individual proteins to the heterochromatic silencing pathways

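Silencing in each mutant was followed through steady-state RNA, as the ratio of the mean TPM in pA RNA against wild type. At dg and dh it was 102-fold (SD 26.7) in ago1Δ, 19.3-fold in clr3Δ, 7.84-fold in mit1Δ, 6.74-fold in chp2Δ, 5.8-fold in the libraries labelled swi6Δ, 2.96-fold in rrp6Δ and 2.47-fold in exo2Δ. At tlh1 and SPAC212.10 it was 46.9-fold in clr3Δ, 27.6-fold in mit1Δ, 24.0-fold in swi6Δ, 19.7-fold in chp2Δ, 14.6-fold in ago1Δ, 4.82-fold in exo2Δ and 2.37-fold in rrp6Δ. As mean log2 values over tlh, the rrp6Δ libraries (0.30 and 0.08) lay within the wild-type range (−0.62 to 0.40), so that rise depends on the measure. For caf1Δago1Δ steady-state RNA was not analysed here.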

For all the mutant strains examined here, we quantified the level of silencing imposed by each of the three pathways (Pol II occupancy, transcriptional efficiency, RNA stability) at different heterochromatic loci (Figure 4C, D and Supplemental Figure S9E, F). It should be also noted that the three pathways do not operate independently in cells. The quantification of each pathway's contribution to heterochromatic silencing was calculated relative to *clr4Δ*, which was defined as a complete loss of heterochromatic silencing. 

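At dg and dh the ago1Δ ratios of mean TPM against wild type were 4.86-fold for transcription efficiency, 6.10-fold for RNA stability and 15.6-fold for nascent RNA. Nascent RNA in ago1Δ rose by a mean log2 fold change of 3.85 at dg and dh, 3.64 at tlh1 and SPAC212.10, 1.46 at the other subtelomeric features and 1.62 at mat. Steady-state RNA rose by 6.17 and 3.17 at the first 2 of these regions (fry rotation test of edgeR's fit, adjusted p = 1.0e-08 and 1.4e-04).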

We observed that Ago1 is essential for all three silencing pathways at the centromeric region; in fact, heterochromatic silencing is completely lost in strains lacking RNAi. 

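Steady-state RNA rose by a mean log2 fold change of 4.22 at dg and dh and 4.78 at tlh1 and SPAC212.10 in clr3Δ, and by 2.91 and 2.99 in mit1Δ (fry rotation test of edgeR's fit, adjusted p = 3.5e-07, 2.8e-07, 1.3e-05 and 2.0e-05). It rose by 2.69 and 3.23 in chp2Δ (adjusted p = 8.8e-06 and 2.8e-06) and by 2.4 and 4.33 in the libraries labelled swi6Δ (adjusted p = 4.9e-04 and 3.5e-07) at the same regions, by the same test. RNA stability at dg and dh, as a ratio of mean TPM, changed 1.67-fold in clr3Δ, 1.46-fold in mit1Δ, 1.14-fold in chp2Δ and 1.74-fold in the libraries labelled swi6Δ.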

In the strains bearing deletions of chromatin modifiers, silencing overall was strongly reduced, but each pathway was still active. In contrast, deletions of RNA degradation factors led to more limited loss of silencing, with varying effects between centromeric and subtelomeric regions.

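In rrp6Δ steady-state RNA rose by a mean log2 fold change of 1.26 at dg and dh (fry rotation test of edgeR's fit, adjusted p = 0.018) and changed by −0.11 at tlh1 and SPAC212.10 (adjusted p = 0.62). For tlh the ratio of mean TPM pointed the other way, so no direction is taken from it. In exo2Δ steady-state RNA rose by 1.15 (adjusted p = 0.020) and 1.58 (adjusted p = 0.0057) at the same regions. Nascent RNA, as a ratio of mean TPM, changed 3.22-fold at dg and dh and 3.2-fold at tlh in rrp6Δ, and 1.41-fold and 2.19-fold in exo2Δ.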

We had previously shown that the Ccr4–Not complex degrades subtelomeric RNA redundantly with RNAi (16). Our new data show that the Ccr4–Not complex is also required for silencing at the transcriptional level, regulating transcriptional efficiency at all heterochromatic loci (Figure 4C, D and Supplemental Figure S3). Although transcriptional efficiency is increased in *caf1Δ, ccr4Δ* and *mot2Δ* cells, the overall loss of silencing at centromeric repeats is small and increased transcriptional efficiency is compensated by reduced RNA Pol II occupancy and increased RNA degradation (Figures 3B, D, 4B and Supplemental Figure S3). 

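At dg and dh steady-state RNA changed by a mean log2 fold change of 0.34 in caf1Δ (fry rotation test of edgeR's fit, adjusted p = 0.47), 1.36 in mot2Δ (0.027), −0.07 in ccr4Δ (0.89) and −0.83 in caf1*ccr4* (0.16). The ratios of mean TPM were 1.71-fold (SD 0.52), 2.91-fold, 1.08-fold and 0.756-fold. Pol II occupancy in these strains was 0.552, 0.562, 0.314 and 0.544 times that of wild type and RNA stability was 0.471, 0.798, 0.605 and 0.223 times, in the order caf1Δ, mot2Δ, ccr4Δ and caf1*ccr4*. From the rise of efficiency beside these decreases, the paper concludes that the higher efficiency at centromeric repeats is compensated.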

The loss of silencing in *caf1Δ, ccr4Δ* and *mot2Δ* cells was more pronounced at subtelomeric *tlh* repeats (compared to centromeric loci), since transcriptional efficiency is the dominant silencing pathway in those regions, and increased degradation by RNAi (16) is not sufficient to compensate for its loss (Figure 4C, D). 

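At tlh1 and SPAC212.10 steady-state RNA rose by a mean log2 fold change of 2.27 in caf1Δ (fry rotation test of edgeR's fit, adjusted p = 2.7e-04), 2.62 in mot2Δ (2.0e-04), 1.28 in ccr4Δ (0.025) and 1.22 in caf1*ccr4* (0.020). The same changes as ratios of mean TPM were 10.4-fold (SD 6.79), 12.1-fold, 3.99-fold and 6.16-fold. On single features of caf1Δ, tlh1 changed by 1.07 (standard error 0.66) by edgeR (adjusted p = 0.28), and its opposite strand by 3.2 (standard error 0.54).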

Notably, at subtelomeric regions other than *tlh* and at the *mat* locus, the transcriptional efficiency pathway remains active in almost all mutant strains examined; the exceptions were mutants for the components of the Ccr4–Not complex, in which transcriptional efficiency is abolished but other pathways were fully functional (Supplemental Figure S9E, F). These data show that Ccr4–Not complex specifically affects transcriptional efficiency.

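At the other subtelomeric features and at mat, the mean log2 change of transcription efficiency was 1.97 (fry rotation test of edgeR's interaction, adjusted p = 0.011) and 2.21 (0.0078) in the libraries labelled swi6Δ, 1.6 (0.016) and 1.63 (0.040) in ago1Δ, 1.20 (0.080) and 1.34 (0.074) in clr3Δ, 1.14 (0.074) and 1.42 (0.032) in chp2Δ and 0.63 (0.25) and 1.03 (0.10) in mit1Δ. In rrp6Δ the changes were 0.83 and 0.67, and in exo2Δ 0.91 and 0.50. In caf1Δ the ratios of mean TPM were 4.15 at the other subtelomeric features and 17.3 at mat. The strains of caf1Δ, swi6Δ and chp2Δ also differ in mating type from the wild-type RIP strain, so their mat values carry both differences.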

We projected log transformed TPM values of Pol II occupancy and transcription efficiency across all heterochromatic genes into two-dimensional space using t-distributed stochastic neighbor embedding (t-SNE). In agreement with our previous calculations (Figures 3 and 4), the t-SNE plot shows that the components of the Ccr4–Not complex *caf1, ccr4* and *mot2* co-localize, indicating their specialized role in transcriptional silencing (Figure 5A).

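Each mutant was described by 58 values, the log2 TPM of Pol II occupancy and the log2 transcription efficiency of 29 heterochromatic features. Embedding these values by t-SNE at a perplexity of 5 with 10 random seeds placed Ccr4–Not mutants among the 3 nearest of each other in 11 to 12 of 12 possible cases. Before embedding, the Euclidean distance between pairs of Ccr4–Not mutants was 7.05 on average (5.11 to 8.9, 6 pairs), against 11.8 (6.39 to 16.0) for the 40 pairs of a Ccr4–Not mutant with another genotype. The other genotypes include caf1Δago1Δ, which also lacks Caf1. Its distances to the Ccr4–Not mutants were 12.1 to 16.0, and it was closest to chp2Δ (5.86). The genotype closest to each of the 4 Ccr4–Not mutants was another Ccr4–Not mutant. With correlation distance, the alternative that moved this most, that held for 2 of 4, since caf1Δ and mot2Δ were then closest to chp2Δ. The mean correlation distance was 0.0206 (0.0107 to 0.0322) between pairs of Ccr4–Not mutants and 0.0216 (0.00806 to 0.0411) for the other 40 pairs, so the 2 sets were hardly apart. From the position of caf1, ccr4 and mot2 mutants close to each other, the paper concludes that the complex has a specialized role in transcriptional silencing.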

**Figure 5.**
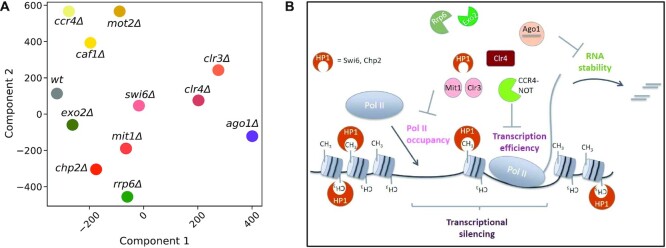
Heterochromatic silencing is a combination of reduced RNA Pol II occupancy, Transcription Efficiency and RNA stability. (**A**) The t-distributed stochastic neighbor embedding (t-SNE) plot showing two dimensional embedding of Pol II occupancy and transcription efficiency. Close proximity of mutants visualizes similarities in transcriptional silencing. (**B**) Schematic presentation of how different proteins involved in heterochromatin formation or RNA degradation contribute to heterochromatic silencing. Three pathways are important for heterochromatic silencing: transcriptional silencing (consisting of Pol II occupancy and transcription efficiency) and RNA degradation.

## DISCUSSION

Our data show that heterochromatic silencing occurs through different mechanisms. First, RNA Pol II accessibility is reduced at heterochromatic regions, which also reduces overall transcription at those loci (Figure 5B). Second, we identified transcriptional efficiency as a new mode of heterochromatic silencing; although RNA Pol II is present at heterochromatic loci, transcriptional efficiency is reduced by heterochromatin and the Ccr4–Not complex (Figure 5B). This mode of silencing operates/occurs at all heterochromatic regions in fission yeast. Third, the final component of heterochromatic silencing is RNA degradation by RNAi and several RNA degradation factors, including the Ccr4–Not complex.

Reduced RNA Pol II access was initially proposed as the major mode of heterochromatic silencing and has been observed in many organisms (31,32). In fact, we observed that RNA Pol II occupancy at centromeres strongly increased in cells bearing mutations that greatly affect H3K9me levels, such as *clr4Δ* or *ago1Δ* (33). Components of the heterochromatin pathway that act downstream of H3K9me, such as HP1 proteins, are required to reduce RNA Pol II occupancy, but to a lesser extent than Clr4. Notably, RNA degradation factors Exo2 and Rrp6 contribute to reduced RNA Pol II occupancy at the centromeric region, in agreement with our previous finding that RNA degradation is required for formation of heterochromatic domains (16).

In addition to reduced RNA Pol II occupancy, we identified reduced transcriptional efficiency as another mode of transcriptional silencing. Although RNA Pol II is present at heterochromatic regions, the RNA it produces (nascent RNA levels) is proportionally lower than in euchromatic regions. This silencing mode occurs at all heterochromatic regions in fission yeast cells and might be conserved in other organisms as well. In fact, this mode of silencing might be analogous to SIR-mediated silencing in *S. cerevisiae*, wherein transcription is initiated but elongation is blocked by the SIR complex, which maintains RNA Pol II in a stalled conformation (34).

We found that heterochromatin is essential to reduce transcriptional efficiency: in the absence of H3K9me, transcription efficiency at heterochromatic loci is increased to the level comparable to euchromatic genes. These results also show that reduced transcriptional efficiency is not encoded in the DNA sequence itself, but it is controlled by the heterochromatin. We show that reduced transcriptional efficiency is mediated by the Ccr4–Not complex, as transcriptional efficiency increased to the level of protein-coding genes in *caf1Δ* cells. Notably, H3K9me levels at subtelomeric *tlh* and centromeric *dg*/*dh* repeats were only modestly affected in *caf1Δ* cells (16,18,22), indicating that heterochromatin formation is functional in those cells. Thus, the Ccr4–Not complex regulates transcriptional efficiency post-heterochromatin formation, but H3K9me and heterochromatin are required for this regulation by the Ccr4–Not complex.

The observed reduction in transcription efficiency is likely a combination of reduced transcription by RNA Pol II and degradation of chromatin bound RNA. RNAi, Ccr4–Not and the Rix1 complex were suggested to co-transcriptionally degrade heterochromatic transcripts in fission yeast (3,7,16,35,36). In wild-type fission yeast, centromeric *dg/dh* transcripts are targeted by RNAi, whereas subtelomeric *tlh* transcripts are not. Our data show that transcriptional efficiency is reduced at both centromeric *dg/dh* transcripts and subtelomeric *tlh* transcripts, suggesting that the reduction does not occur via co-transcriptional degradation by RNAi. Moreover, in *caf1Δ* cells transcriptional efficiency in heterochromatin is comparable to protein coding genes, however, both *tlh* and centromeric *dg/dh* transcripts remain to be degraded by RNAi (16). This indicates that RNAi degradation has only a minor contribution to the observed reduction in transcriptional efficiency. Notably, our data show that mutations in the active site of the Ccr4–Not deadenylases lead to an increase in transcriptional efficiency comparable to that seen with gene deletions, suggesting that nuclease activity is required for reduced transcriptional efficiency. This also suggests that the Ccr4–Not complex might degrade chromatin-bound RNA, which might co-purify with nascent RNA.

Alternatively, the deadenylase activity of Ccr4–Not might directly regulate RNA Pol II. In support of this, we observe changes in the RNA Pol II distribution, which was reduced in *tlh* gene body upon deletion of Ccr4–Not subunits. This suggests higher processivity of elongating RNA Pol II in those mutants compared to wild-type cells. Ccr4–Not was initially described as a chromatin-associated complex involved in transcription (37), and later shown to act as a transcription elongation factor that would reactivate arrested RNA Pol II (38,39). It is plausible that, in the presence of heterochromatic marks, Ccr4–Not exhibits the opposite effect and stalls RNA Pol II, perhaps by targeting backtracked nascent RNAs that have accessible 3′ ends. Recently, Ccr4–Not was shown to be required for DNA-damage dependent ubiquitination and degradation of RNA Pol II (40), and stalling of RNA Pol II by Ccr4–Not could require RNA Pol II ubiquitination. Furthermore, the Ccr4–Not complex is recruited to RNA Pol II by the histone chaperone Spt6 (41), which was also implicated in heterochromatin formation in fission yeast (42). Altogether, these various observations support the concept that Ccr4–Not is recruited to chromatin and regulates RNA Pol II transcription.

Our data show that RNA degradation contributes to heterochromatic silencing at centromeric repeats and *tlh*, but not at other subtelomeric genes or at the *mat* locus. RNA degradation at the centromeric region is dependent on RNAi and heterochromatin, but those are not required for RNA degradation at subtelomeric *tlh* repeats. This observation is in agreement with the previous report that RNA is degraded at subtelomeric *tlh* repeats by parallel mechanisms that are heterochromatin-dependent and -independent (16).

In conclusion, we identified a new mode of heterochromatic silencing termed transcriptional efficiency. This mode of silencing depends on H3K9me and the Ccr4–Not complex and acts as a dominant silencing pathway at most heterochromatic loci in fission yeast.

## DATA AVAILABILITY

The sequencing data reported in this paper have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE186273.

## SOFTWARE AVAILABILITY

The whole data processing pipeline containing Python and R code is available in the form of Jupyter notebooks at https://github.com/canzarlab/heterochr_silencing.

## Supplementary Material

gkac403_Supplemental_File Click here for additional data file.

# Supplementary material for: Ccr4–Not complex reduces transcription efficiency in heterochromatin
**Source:** Nucleic Acids Res. 2022 May 30;50(10):5565–76. doi: 10.1093/nar/gkac403
**Supplement:** gkac403_Supplemental_File

## **Supplemental Information**

### **Title:**

Ccr4-Not complex reduces transcription efficiency in heterochromatin

### **Authors:**

Pablo Monteagudo<sup>1,3</sup>, Cornelia Brönnner<sup>1,3</sup>, Parastou Kohvaei<sup>1</sup>, Haris Amedi<sup>1</sup>, Stefan Canzar<sup>\*1</sup>, Mario Halic<sup>\*2</sup>

<sup>3</sup>Equal contribution

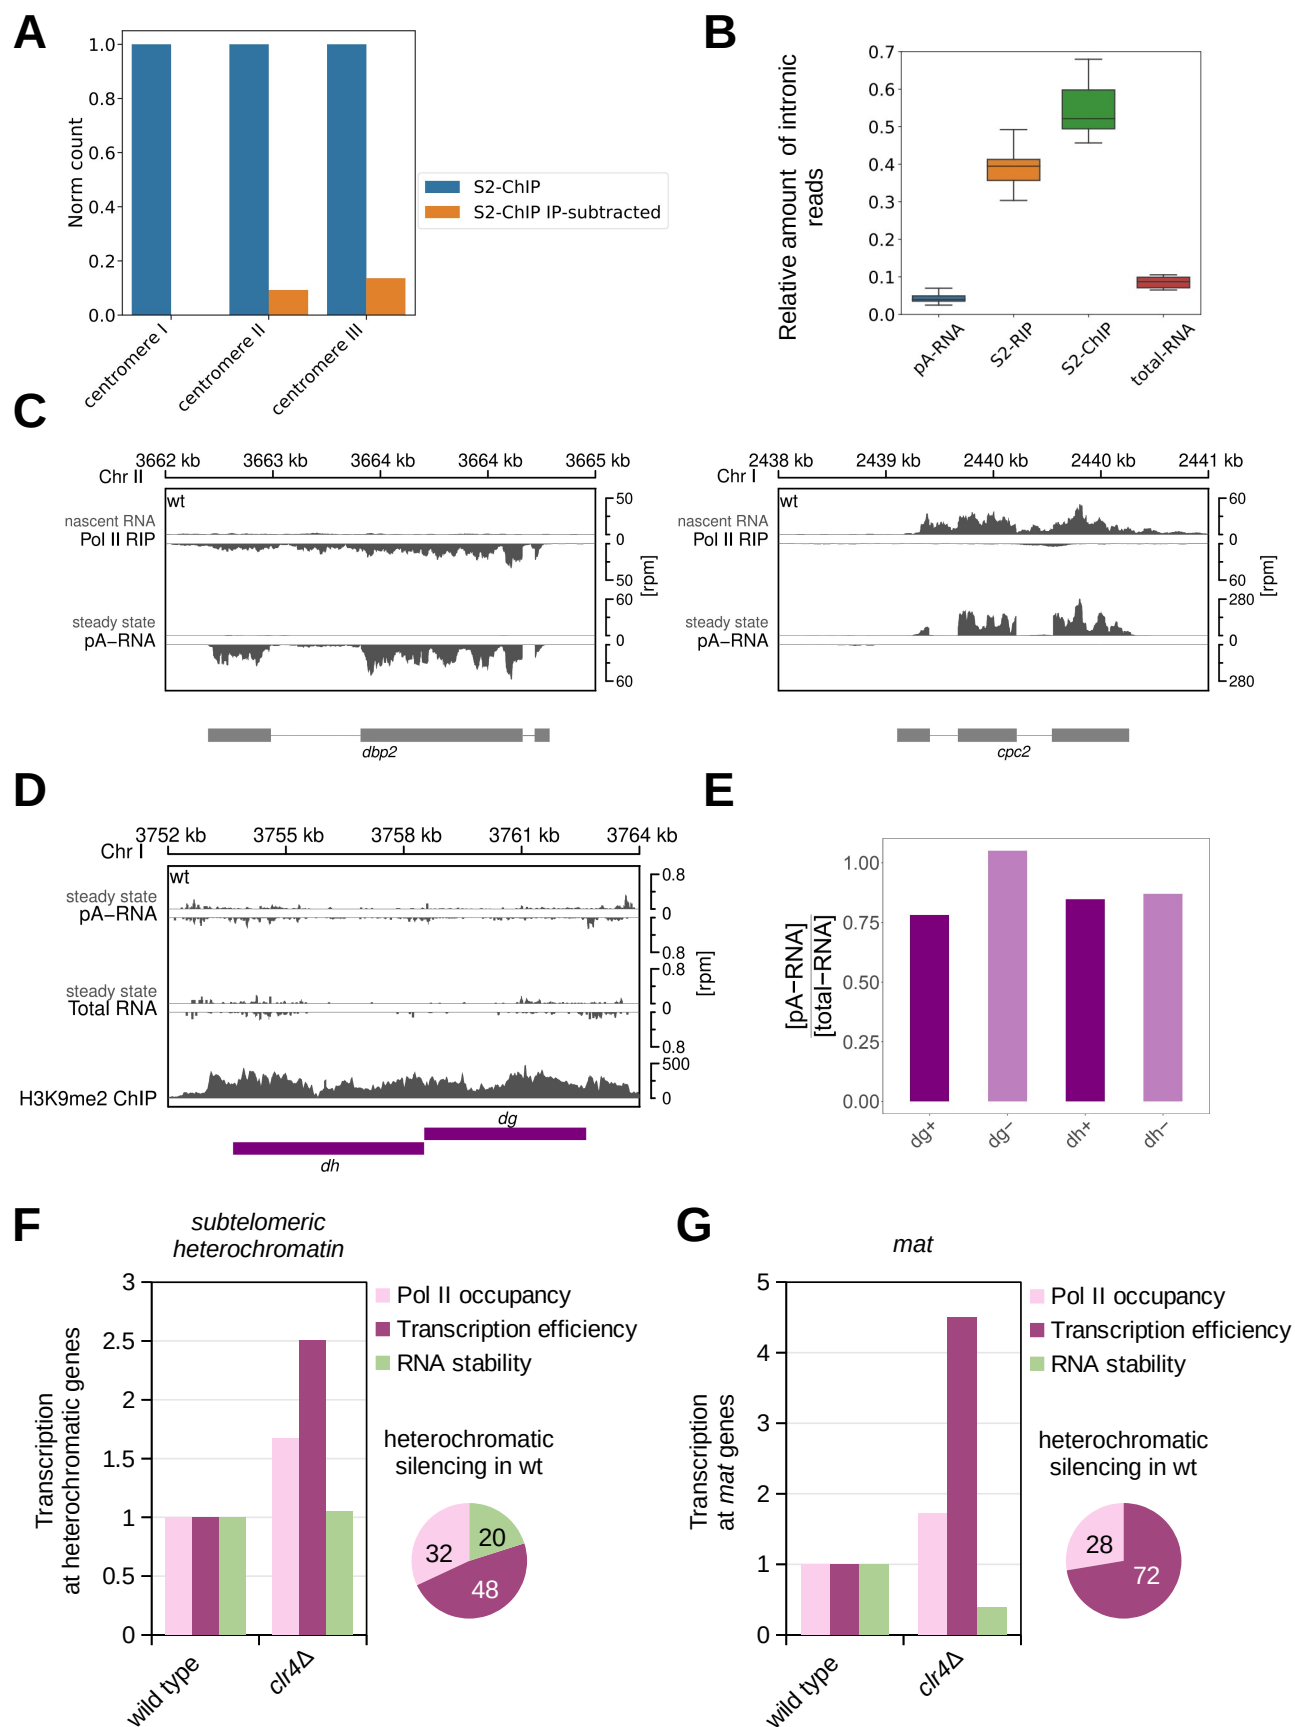

Supplemental Figure S1

### **Supplemental Figure S1: Silencing in wild-type cells.**

**(A)** Analysis of S2P-Pol II ChIPseq read counts from wild type cells at centromeric central core (Cenp-A chromatin) before and after normalized input subtraction. Note that after subtraction most reads from this region, defined as noise, are removed.

**(B)** Quantification of intronic reads in pA RNA, total RNA, Pol II RIP and Pol II ChIP data. The data reveal high retention of intronic reads in Pol II RIP data. Bottom and top of the box correspond to lower and upper quartiles of the data, bar is the median and whiskers are median  $\pm 1.5$  times interquartile range.

**(C)** Analysis of the next-generation sequencing data showing comparison between nascent RNA (RIP) and total RNA (pA) sequencing. Note the presence of intronic reads in Pol II RIP data, indicating nascent RNAs.

**(D)** Analysis of the next-generation sequencing data showing steady state RNA levels (total RNA-seq and pA RNA seq) and H3K9me2 levels (ChIP-seq) at pericentromeric regions in *S. pombe* wild-type cells. Locations of genes are indicated as boxes below the coverage according the color code: purple = *dg*, *dh*.

**(E)** Quantification of total and pA RNA reads over *dg* and *dh* transcripts showing that *dg*<sup>+</sup>/*dg*<sup>-</sup> and *dh*<sup>+</sup>/*dh*<sup>-</sup> transcripts are similarly polyadenylated.

**(F, G)** Bar chart showing fold change in quantitative measures (ratios of average TPM, see Methods) of the three pathways (Pol II occupancy, transcription efficiency and RNA stability) at **(F)** other subtelomeric genes and **(G)** *mat* locus. Pie charts show relative contribution of each pathway to heterochromatic silencing at repeats in wild-type cells.

Average of at least two independent samples is shown for all figures.

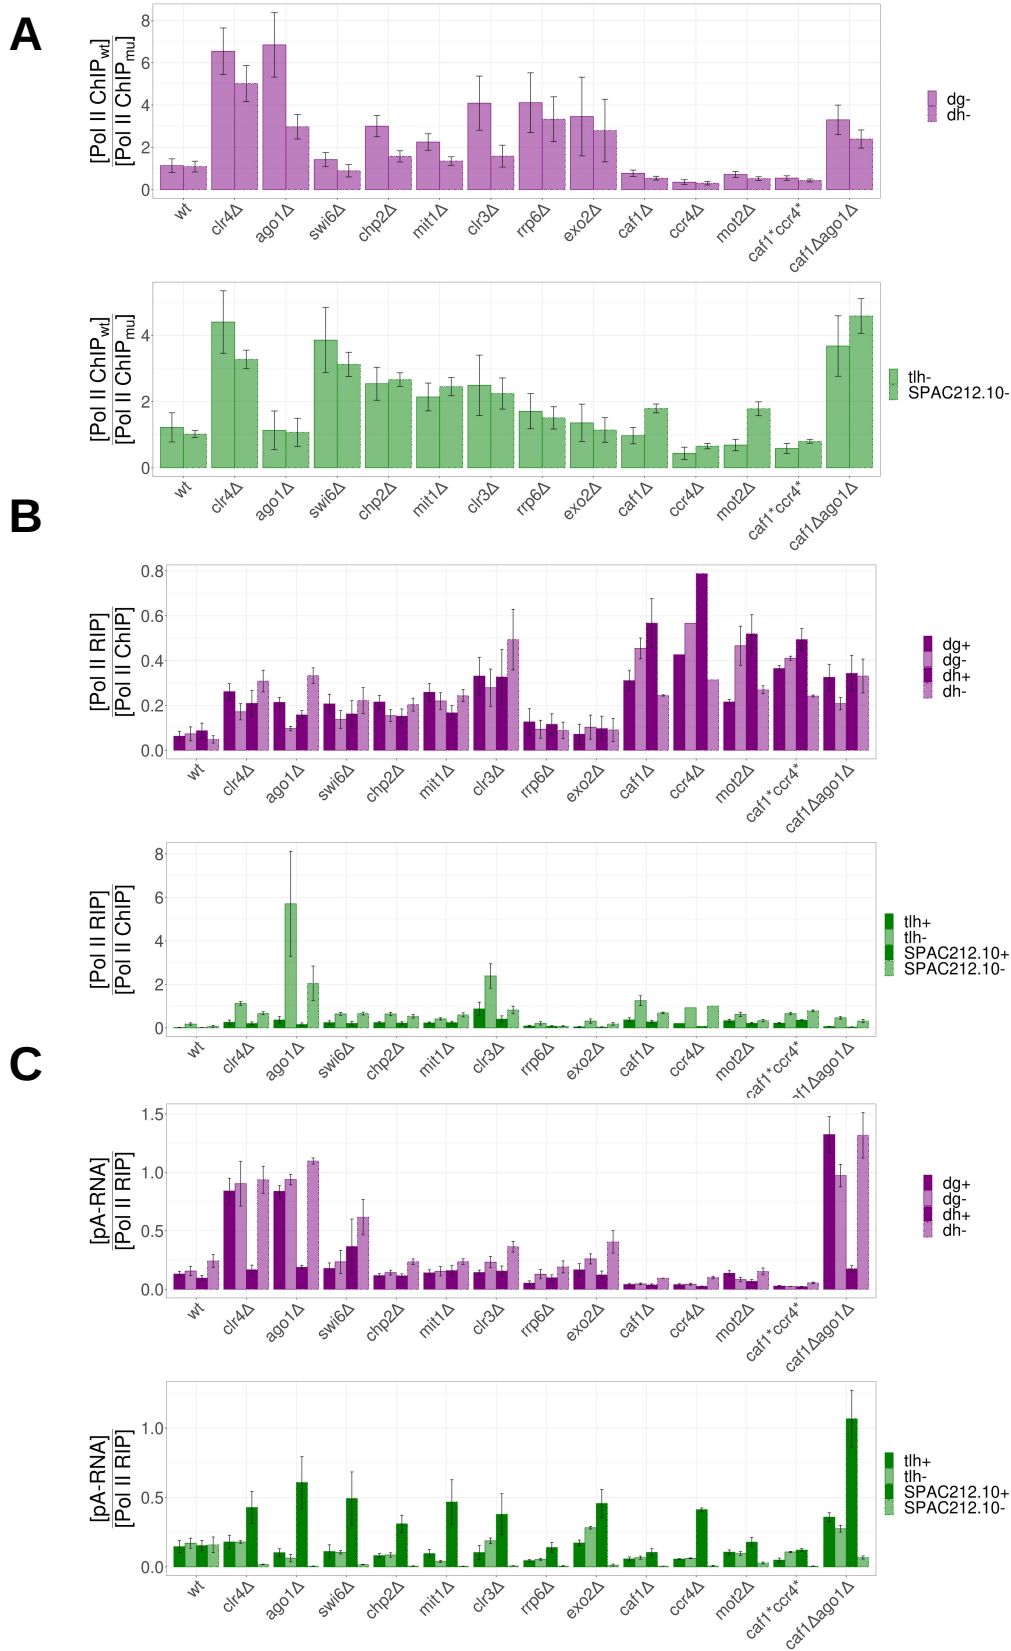

Supplemental Figure S2

**Supplemental Figure S2: Confidence intervals.**

Standard error between replicates for RNA Pol II occupancy, transcriptional efficiency and RNA degradation at centromeric *dg/dh* and subtelomeric *tlh* repeats.

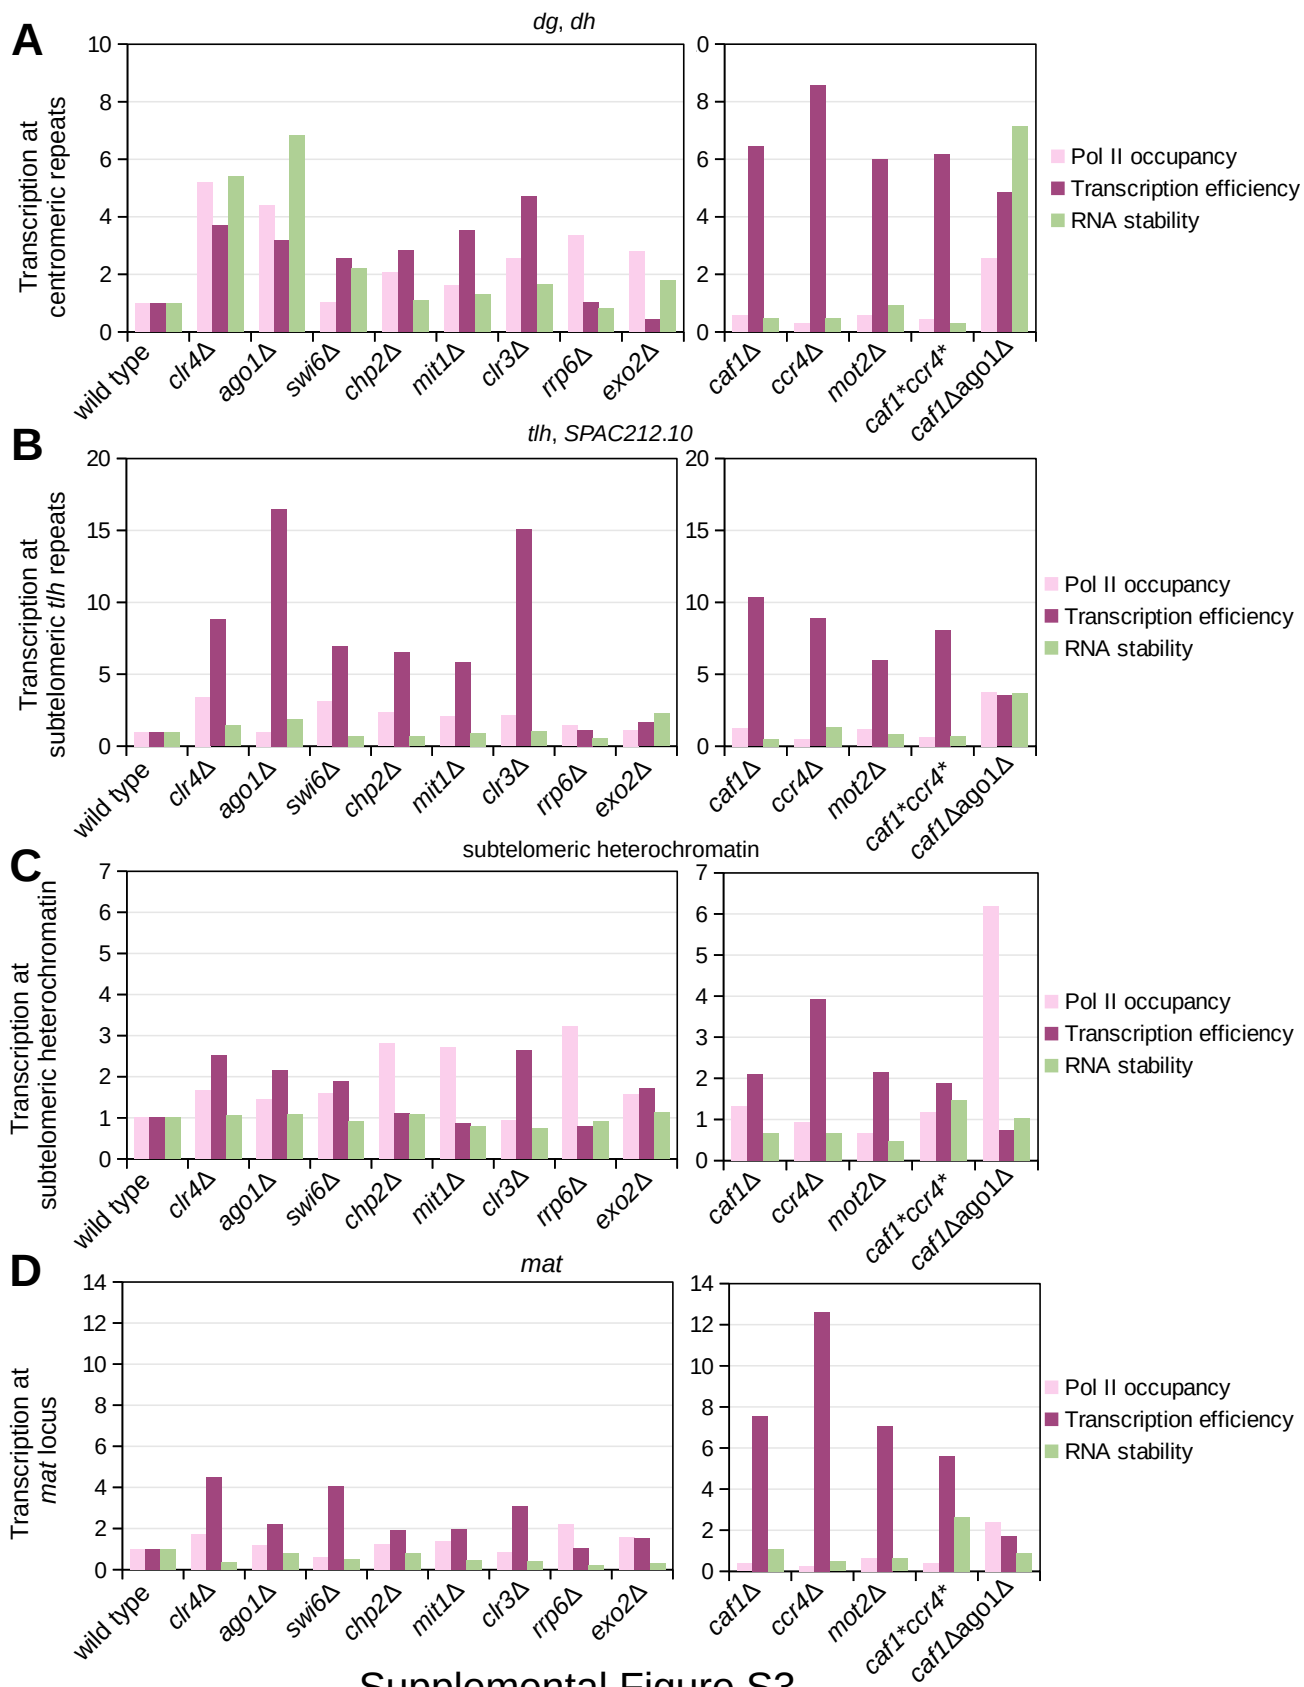

Supplemental Figure S3

### **Supplemental Figure S3: Silencing in mutant cells.**

Bar chart showing fold change in quantitative measures (ratios of average TPM, see Methods) of the three pathways (Pol II occupancy, transcription efficiency and RNA stability) at **(A)** centromeric repeats, **(B)** subtelomeric *t/h* repeats, **(C)** other subtelomeric genes and **(D)** *mat* locus. Pie charts show relative contribution of each pathway to heterochromatic silencing at repeats in wild-type cells. Average of at least two independent samples is shown for all figures.

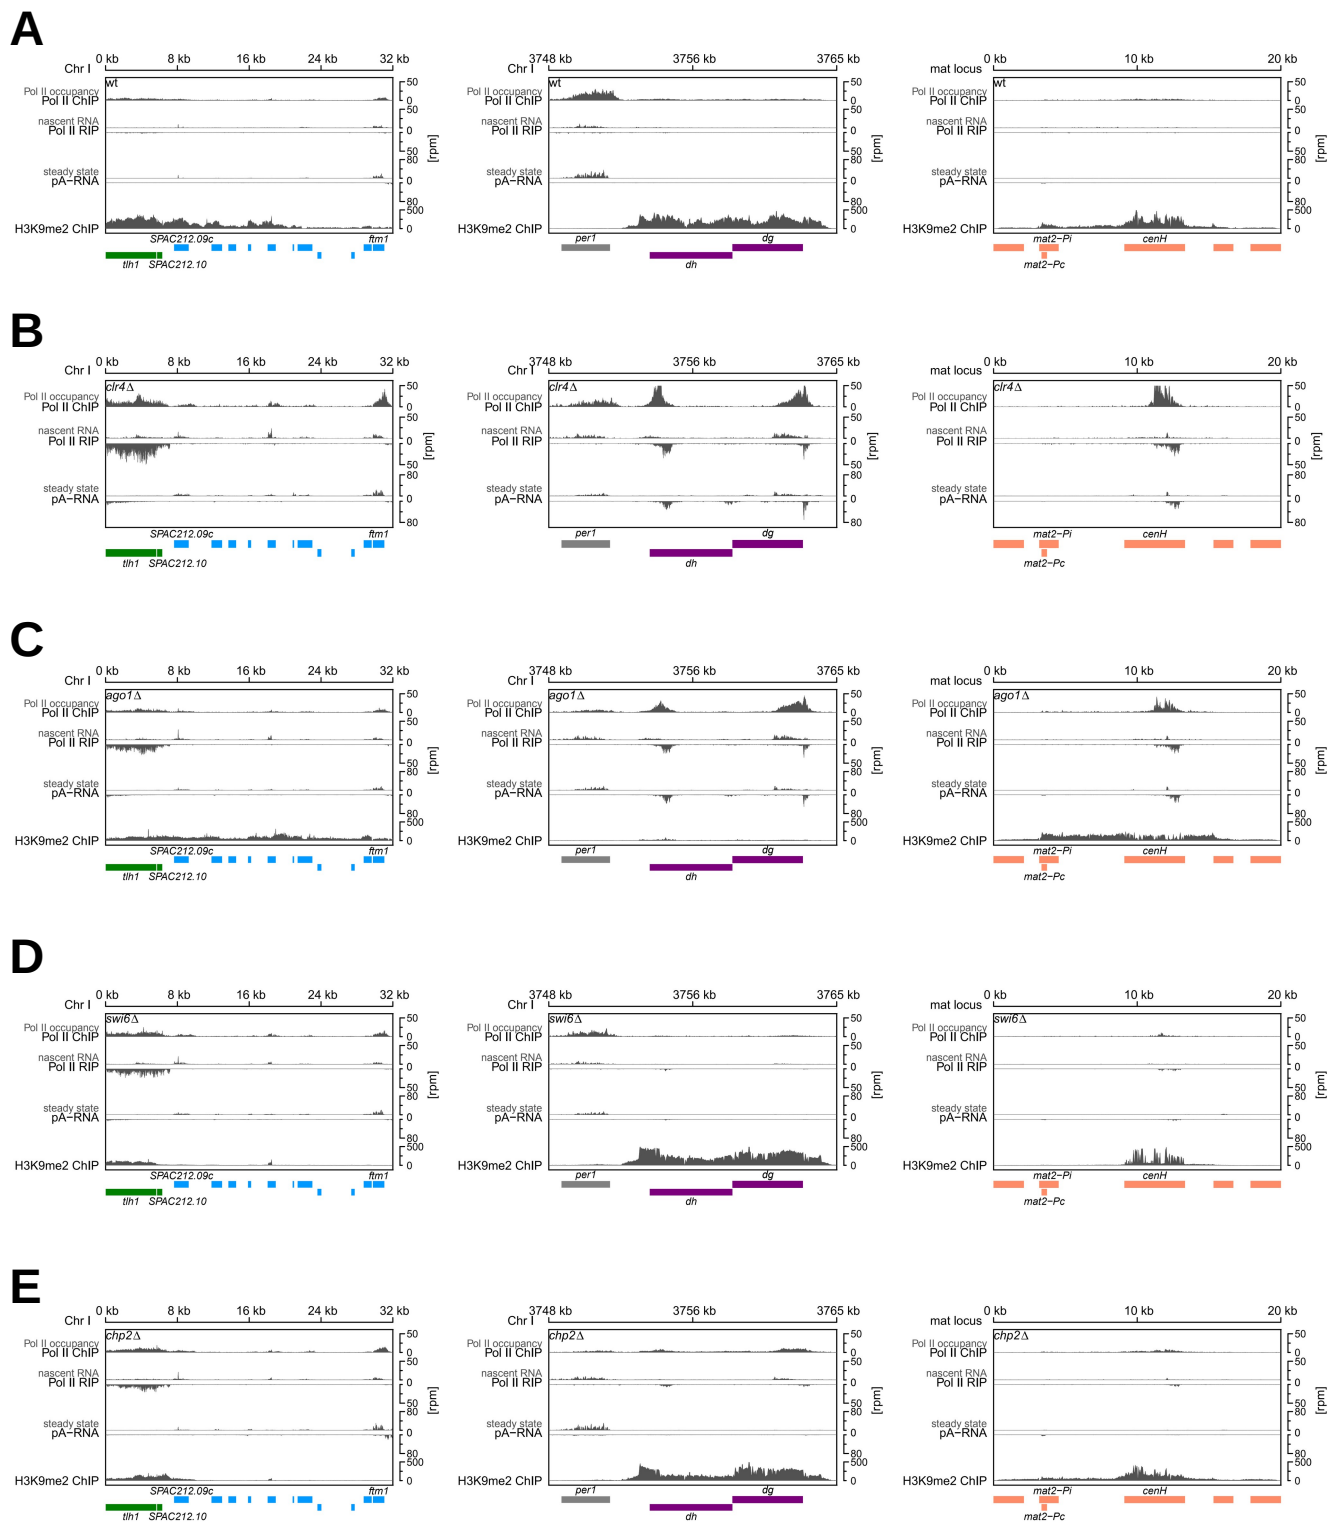

Supplemental Figure S4

### Supplemental Figure S4: Next-Generation-Sequencing analysis

Next-Generation-Sequencing analysis of S2P-Pol II ChIP-seq (Pol II occupancy), S2P-Pol II RIP-seq (nascent RNA) and pA RNA-seq (steady state RNA) at subtelomeric and centromeric repeats, and at the *mat* locus. Locations of genes are indicated as boxes below the coverage according the color code: gray = protein coding; purple = *dg*, *dh*; green = *tlh*, *SPAC212.10*, blue = other heterochromatic genes, orange = *mat* locus.

(A) wild type (B) *clr4Δ* (C) *ago1Δ* (D) *swi6Δ* (E) *chp2Δ*

**A**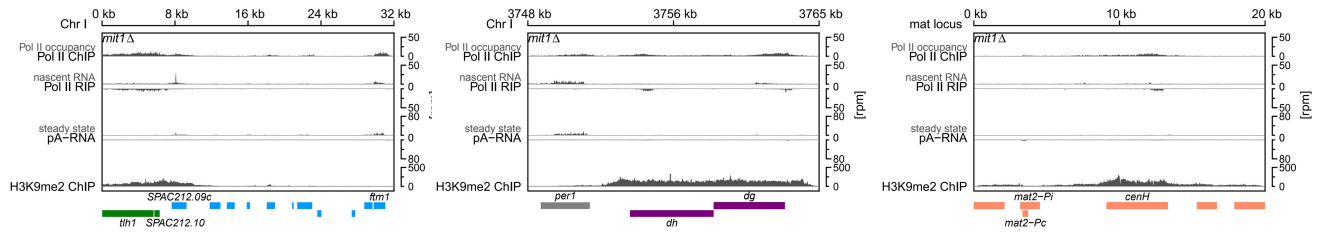**B**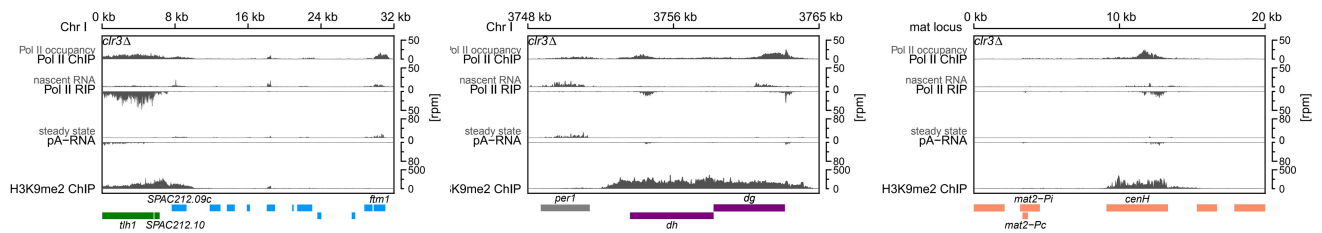**C**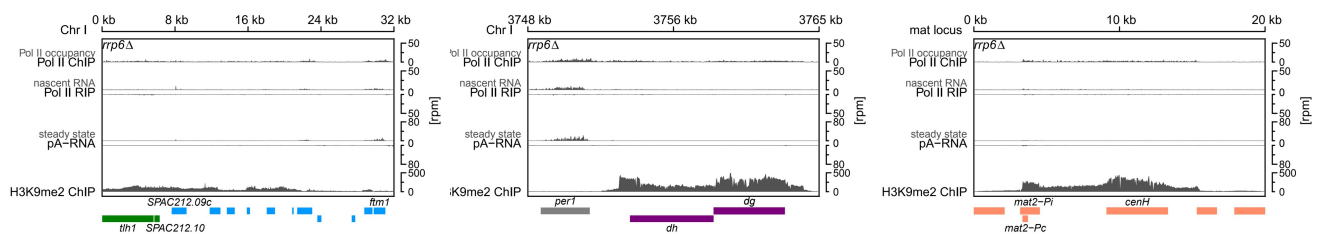**D**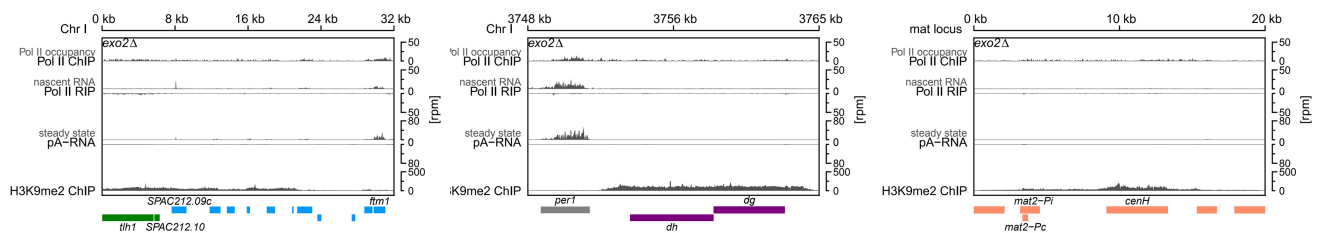

## Supplemental Figure S5

### Supplemental Figure S5: Next-Generation-Sequencing analysis

Next-Generation-Sequencing analysis of S2P-Pol II ChIP-seq (Pol II occupancy), S2P-Pol II RIP-seq (nascent RNA) and pA RNA-seq (steady state RNA) at subtelomeric and centromeric repeats, and at the *mat* locus. Locations of genes are indicated as boxes below the coverage according the color code: gray = protein coding; purple = *dg*, *dh*; green = *tlh*, *SPAC212.10*, blue = other heterochromatic genes; orange = *mat* locus.

(A) *mit1Δ* (B) *clr3Δ* (C) *rrp6Δ* (D) *exo2Δ*

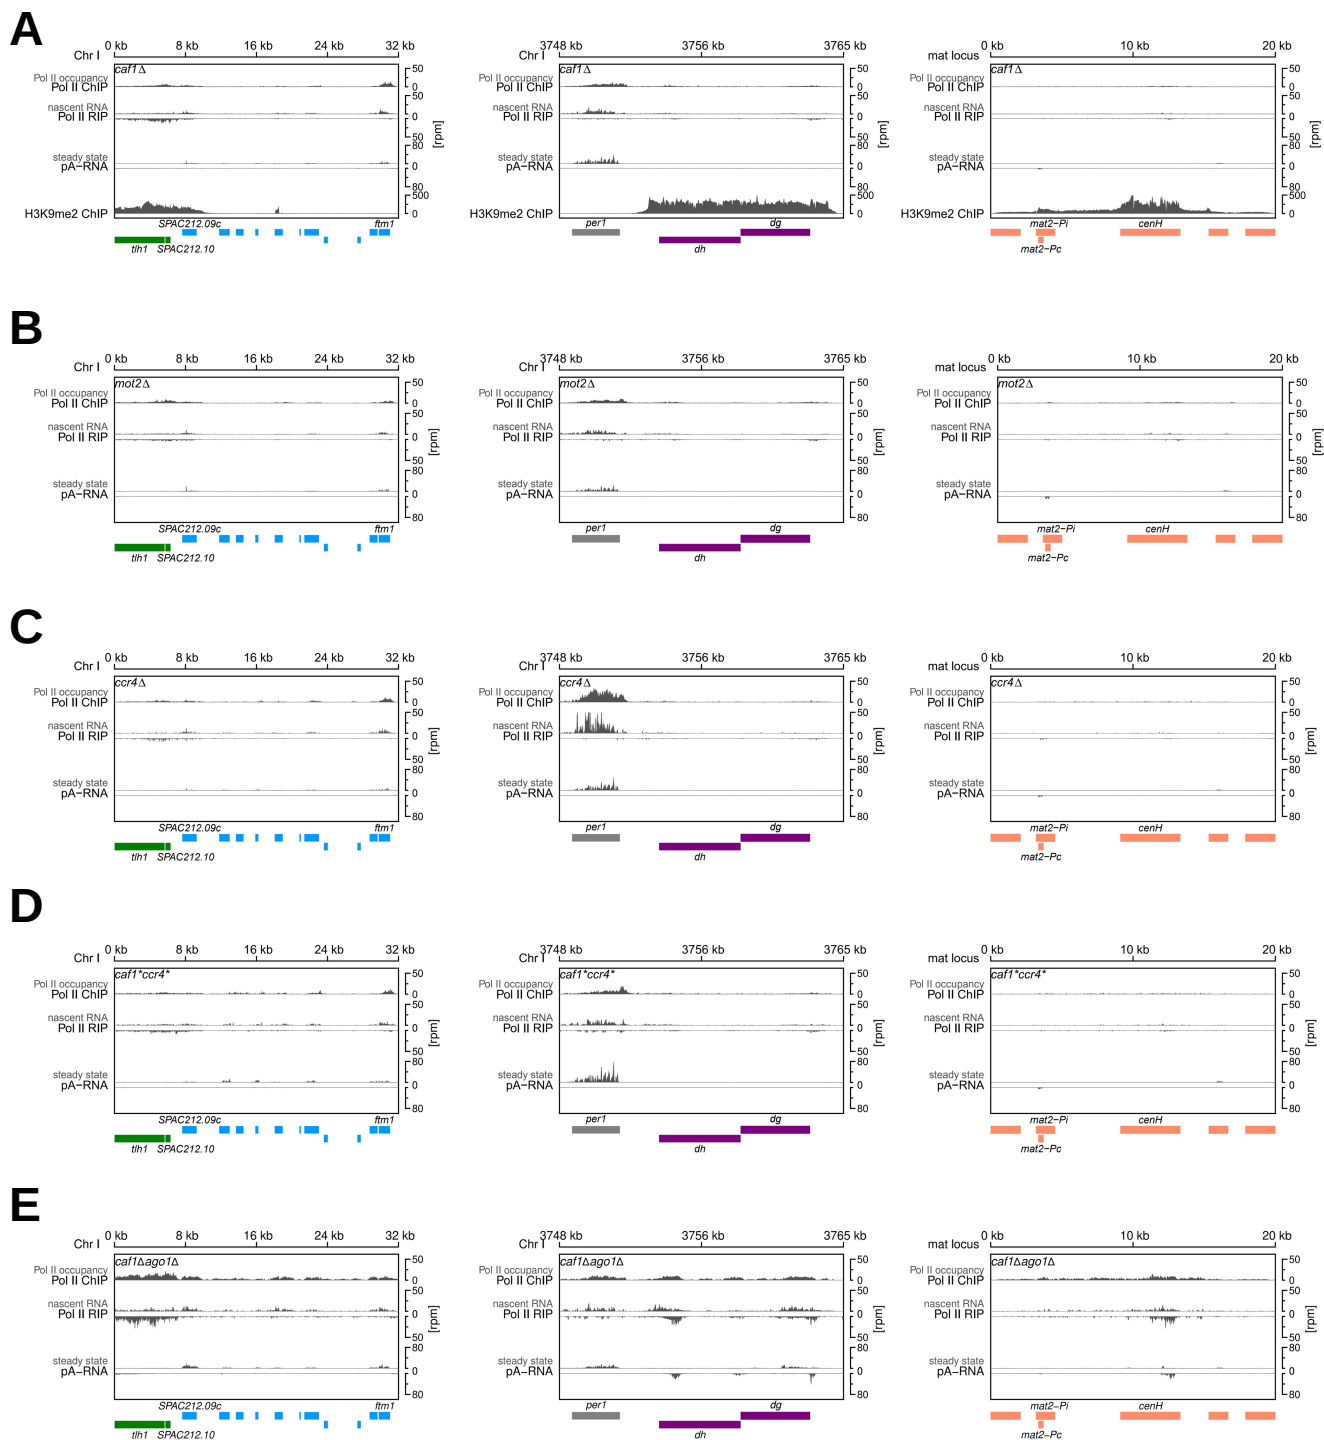

Supplemental Figure S6

### **Supplemental Figure S6: Next-Generation-Sequencing analysis**

Next-Generation-Sequencing analysis of S2P-Pol II ChIP-seq (Pol II occupancy), S2P-Pol II RIP-seq (nascent RNA) and pA RNA-seq (steady state RNA) at subtelomeric and centromeric repeats, and at the *mat* locus. Locations of genes are indicated as boxes below the coverage according the color code: gray = protein coding; purple = *dg*, *dh*; green = *tlh*, *SPAC212.10*, blue = other heterochromatic genes; orange = *mat* locus.

**(A)** *caf1Δ* **(B)** *mot2Δ* **(C)** *ccr4Δ* **(D)** *caf1\*ccr4\** **(E)** *caf1Δago1Δ*

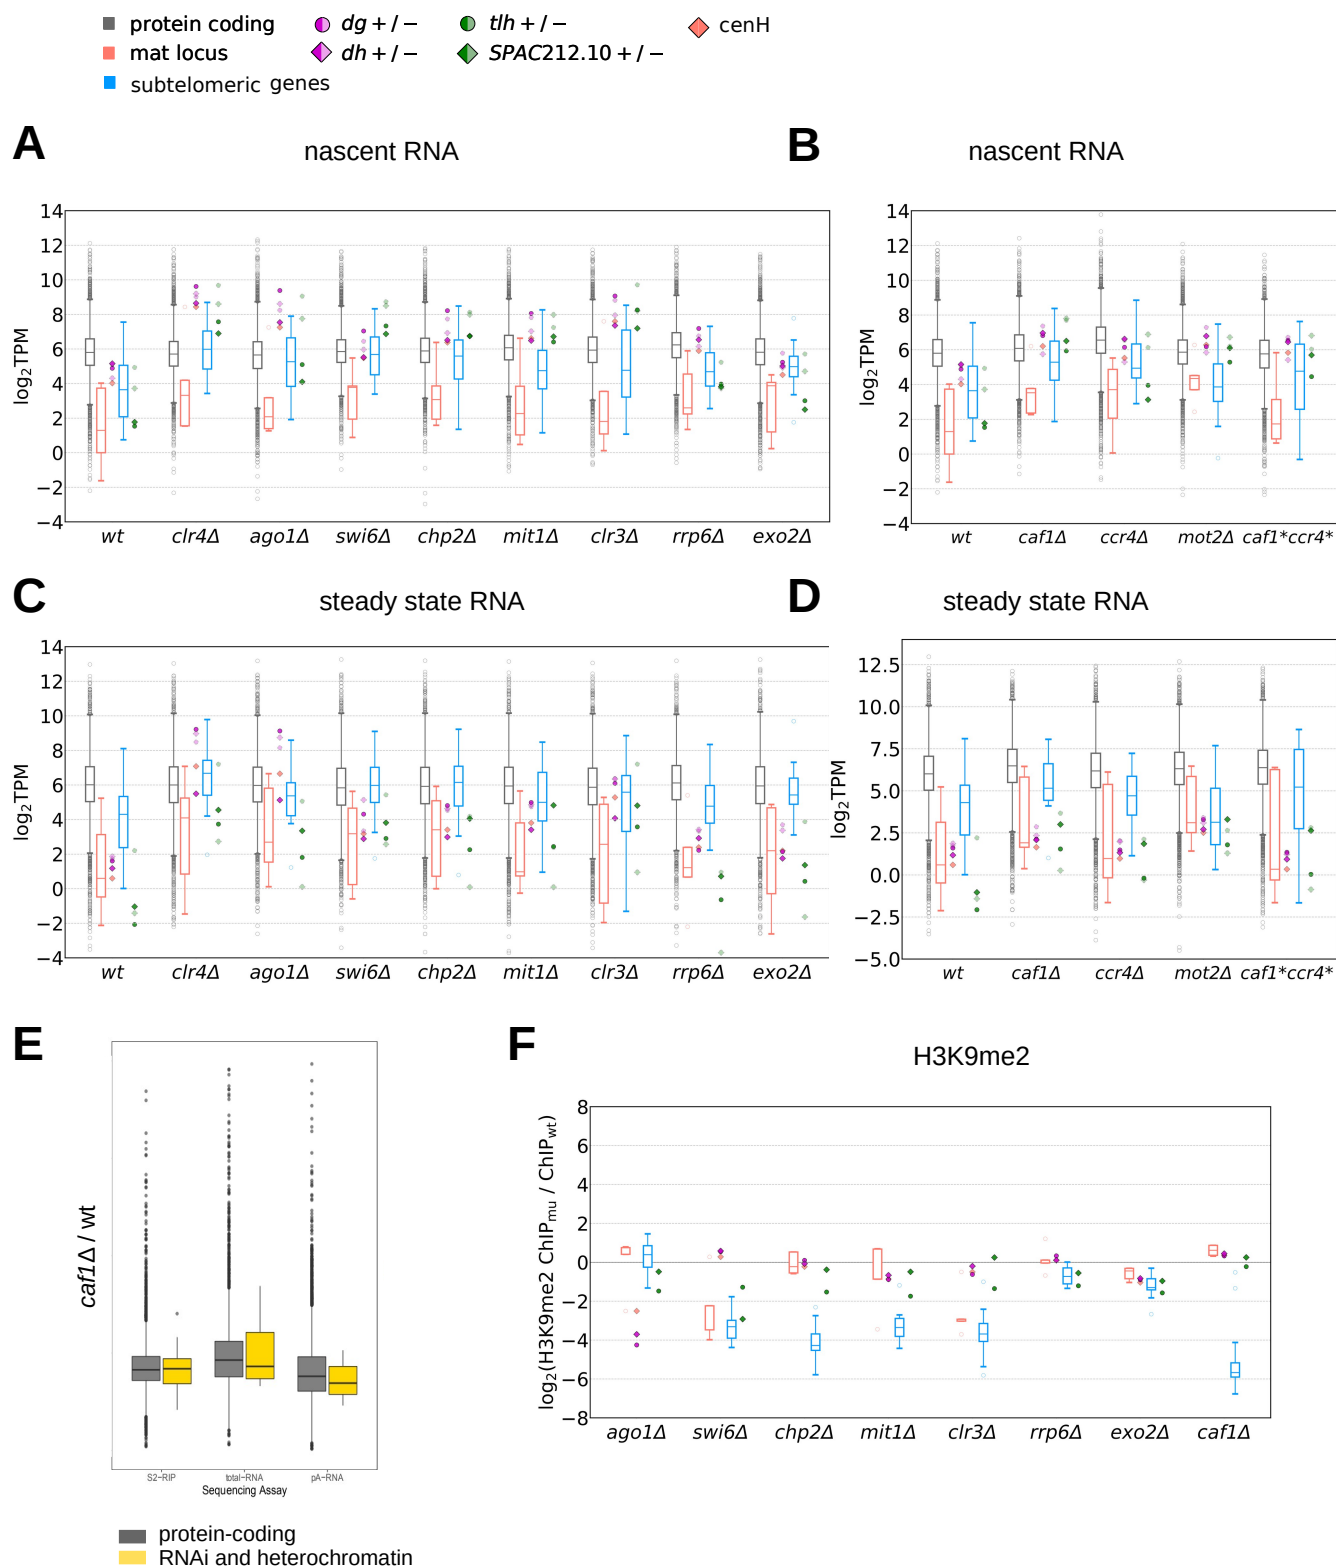

Supplemental Figure S7

### **Supplemental Figure S7:**

**(A, B)** Box plot showing S2P-Pol II RIP-seq data in wild-type and mutant cells. Nascent RNA analysis is shown for individual mutants affecting **(A)** heterochromatin formation and RNA degradation or **(B)** the CCr4-Not complex. Data are plotted as defined for Figure 1B.

**(C, D)** pA RNA-seq results (steady state RNA) shown as box plot for individual wild-type and mutants affecting **(C)** heterochromatin formation and RNA degradation or **(D)** the CCr4-Not complex. Data are plotted as defined for Figure 1B.

**(E)** Box plot showing ratio of RNA levels in S2P-Pol II RIP-seq, total RNA and pA RNA data. Protein coding genes are shown in grey and genes involved in RNAi and heterochromatin formation are shown in yellow.

**(F)** Box plot showing H3K9me2 ChIP-seq data. H3K9me2 analysis is shown for individual mutants affecting heterochromatin formation or RNA degradation. Data are plotted as defined for Figure 1B. Average of at least two independent samples is shown.

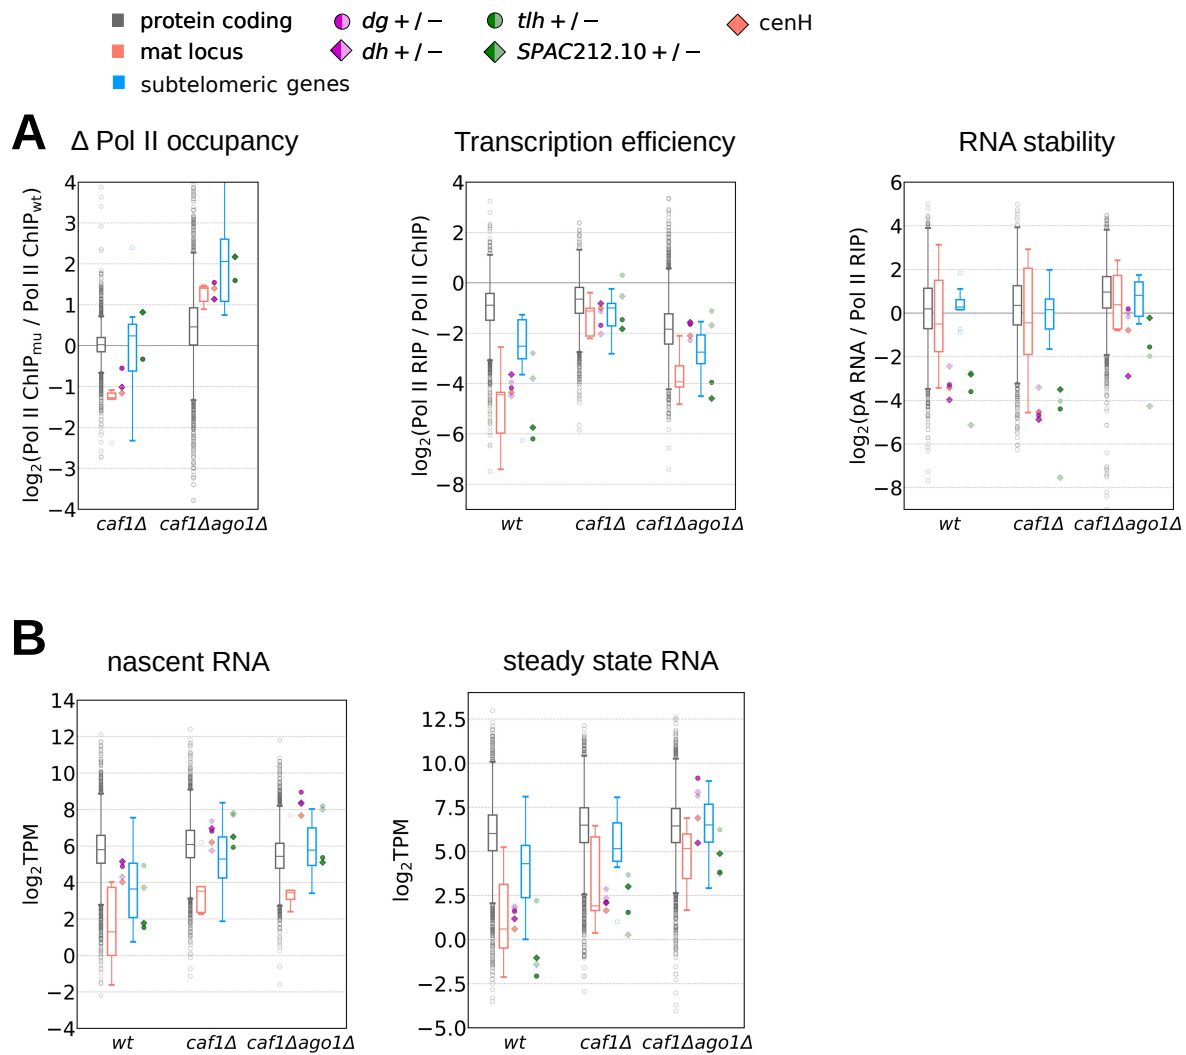

Supplemental Figure S8

**Supplemental Figure S8:**

(A) Box plots showing RNA Pol II occupancy, transcription efficiency and RNA stability over indicated genes in *caf1Δago1Δ* cells. Data are plotted as defined for Figure 1B.

(B) Box plots showing nascent and steady state RNA over indicated genes in *caf1Δago1Δ* cells. Data are plotted as defined for Figure 1B.

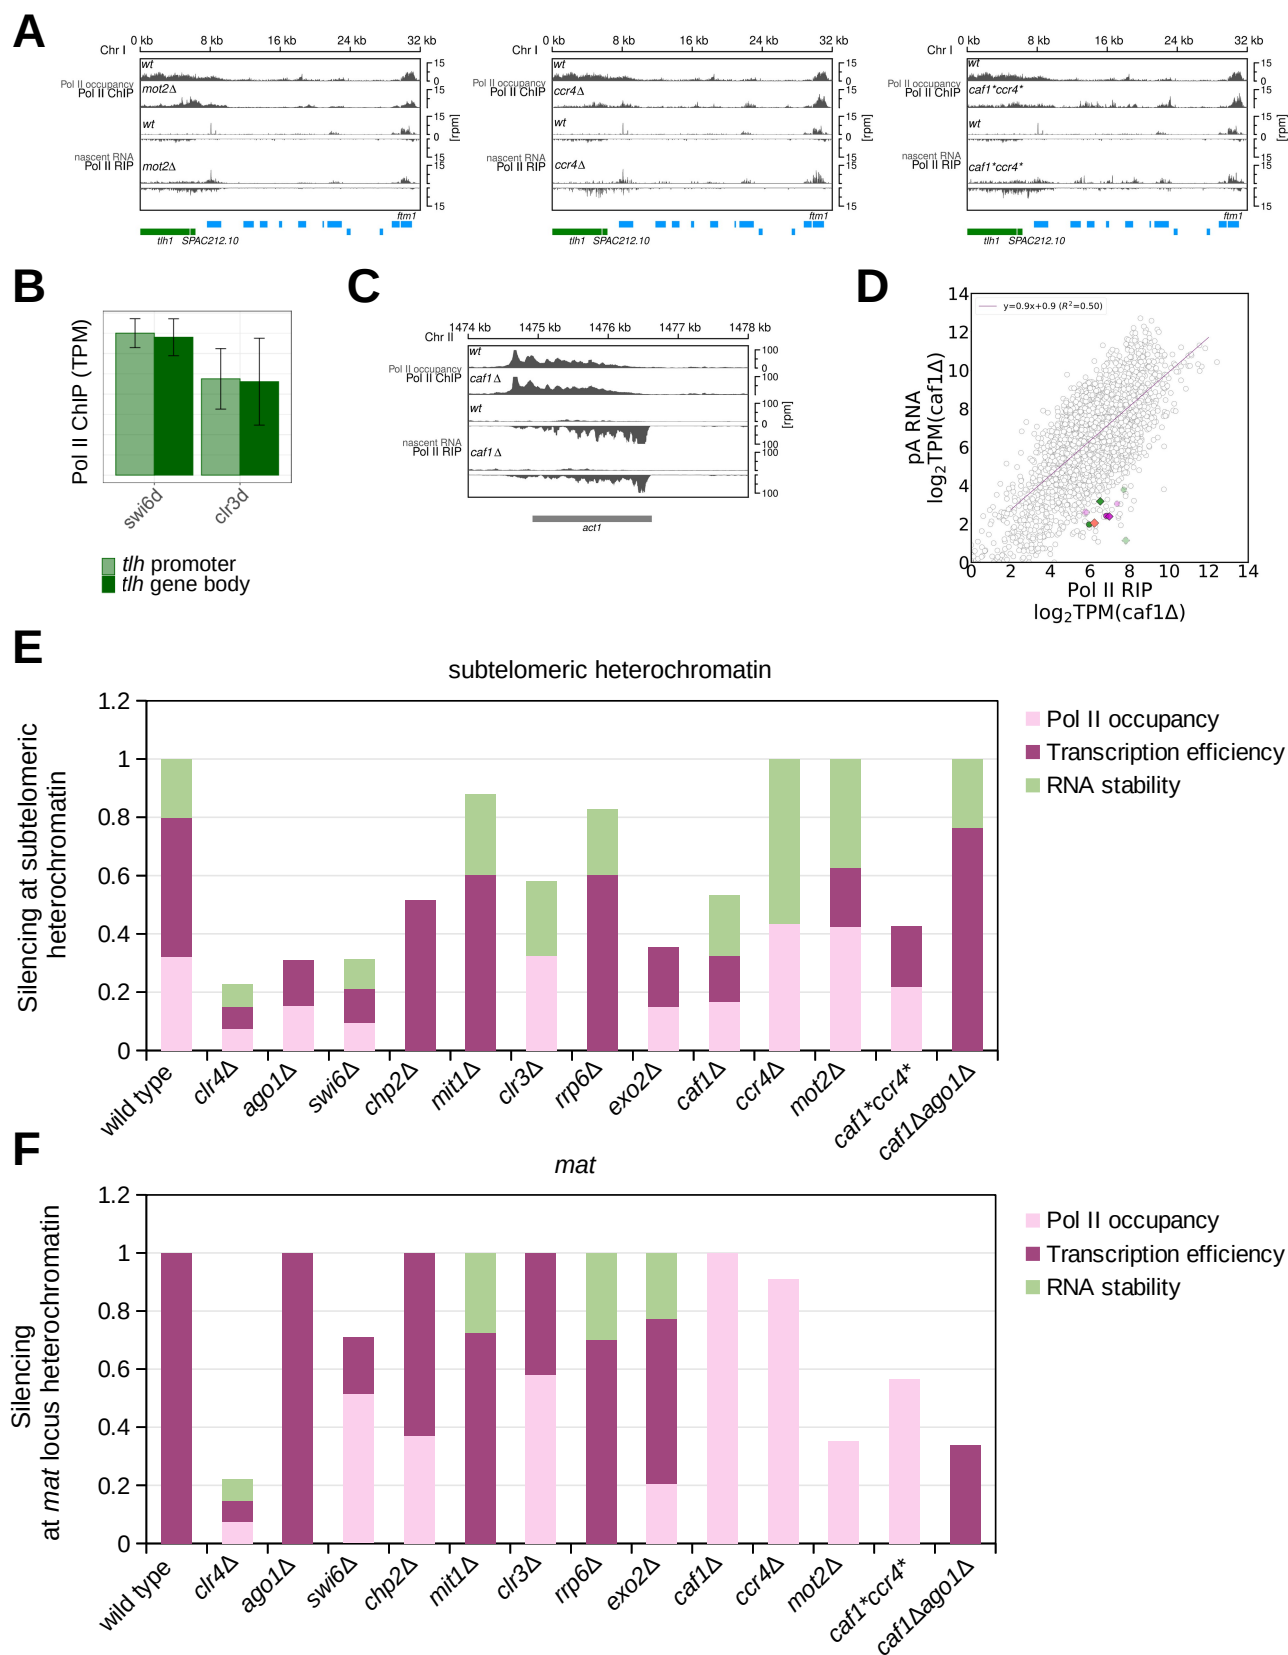

Supplemental Figure S9

### Supplemental Figure S9:

**(A)** Analysis of the next-generation sequencing data showing occupancy of S2P RNA Pol II (ChIP-seq) and nascent RNA (S2P-Pol II RIP-seq) at subtelomeric regions in *S. pombe* *mot2Δ*, *ccr4Δ* and *caf1\*ccr4\** cells. Gene locations are indicated as boxes below the coverage and color-coded: green, subtelomeric loci *t/h* and *SPAC212.10*; blue, other subtelomeric genes.

**(B)** Quantification of RNA Pol II occupancy (S2P-Pol II ChIP-seq) at *t/h* promoter region and *t/h* gene body in indicated wild type and mutant strains.

**(C)** Analysis of the next-generation sequencing data showing occupancy of S2P RNA Pol II (ChIP-seq) and nascent RNA (S2P-Pol II RIP-seq) at euchromatic gene actin in *S. pombe* *caf1Δ* cells. Gene locations are indicated as boxes below the coverage.

**(D)** RNA stability in *caf1Δ* cells. pA RNA-seq (steady state RNA) data plotted over S2P-Pol II RIP-seq data (nascent RNA). TPM, transcripts per million. Gray circles are individual protein-coding genes; regression line is also shown in purple. Also plotted are centromeric *dg* and *dh* (dark purple for + strand, bright purple for - strand) and *t/h* and *SPAC212.10* (dark green for + strand, bright green for - strand) and cenH (orange). Each data point is the average of at least two independent samples.

**(E)** Bar chart displaying contribution of each pathway that is still active in the mutants to the silencing of other subtelomeric genes. The height of each bar corresponds to the fold change in RNA output relative to wild-type. The relative contribution of each pathway was computed as fold change in quantitative measures (ratios of average TPM, see Methods) relative to *clr4Δ*.

**(F)** Bar chart displaying contribution of each pathway that is still active in the mutants to the silencing at the *mat* locus silencing. The height of each bar corresponds to the fold change in RNA output relative to wild-type. The relative contribution of each pathway was computed as fold change in quantitative measures (ratios of average TPM, see Methods) relative to *clr4Δ*.

**Supplemental Table S1: Strains used in this study**

|      |                                                                                                                                                                                                                                         |
|------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| 65   | h90 otr1R(SphI)::ura4+ ura4-DS/E leu1-32 ade6-M210 natMX6::3xFLAG- <i>ago1</i>                                                                                                                                                          |
| 63   | h+ otr1R(SphI)::ura4+ ura4-DS/E leu1-32 ade6-M210                                                                                                                                                                                       |
| 80   | h+ otr1R(SphI)::ura4+ ura4-DS/E leu1-32 ade6-M210 <i>clr4Δ</i> ::kanMX6                                                                                                                                                                 |
| 638  | h+ otr1R(SphI)::ura4+ ura4-DS/E leu1-32 ade6-M210 <i>ago1Δ</i> ::kanMX6                                                                                                                                                                 |
| 301  | h90 mat3::ura4+ ura4-DS/E leu1-32 ade6-M210 <i>swi6Δ</i> ::natMX6                                                                                                                                                                       |
| 324  | h90 mat3::ura4+ ura4-DS/E leu1-32 ade6-M210 <i>chp2Δ</i> ::kanMX6                                                                                                                                                                       |
| 491  | h+ leu1-32 ura4-D18 imr1R(NCol)::ura4+ oril ade6-216 <i>mit1Δ</i> ::kanMX6                                                                                                                                                              |
| 302  | h+ otr1R(SphI)::ura4+ ura4-DS/E leu1-32 ade6-M210 <i>clr3Δ</i> ::TAP-kanMX6                                                                                                                                                             |
| 504  | h+ otr1R::ura4, ura4-DS/E, ade6-M216; leu1-32, his7-366 natMX6::3xFLAG- <i>ago1</i><br><i>rrp6Δ</i> ::kanMX6                                                                                                                            |
| 530  | h+ otr1R(SphI)::ura4+ ura4-DS/E leu1-32 ade6-M210 natMX6::3xFLAG- <i>ago1</i><br><i>exo2Δ</i> ::kanMX6                                                                                                                                  |
| 510  | h90 otr1R(SphI)::ura4+ ura4-DS/E leu1-32 ade6-M210 natMX6::3xFLAG- <i>ago1</i><br><i>caf1Δ</i> ::kanMX6                                                                                                                                 |
| 591  | h90, ade6-D1, his3-D1, leu1-3, ura4-D18, otr1R(SphI)::ade6 <sup>+</sup> , TAS-his3 <sup>+</sup> -tel1(L), TAS-<br>ura4 <sup>+</sup> -tel2(L), <i>caf1Δ</i> ::kanMX6                                                                     |
| 544  | h90 otr1R(SphI)::ura4+ ura4-DS/E leu1-32 ade6-M210 natMX6::3xFLAG- <i>ago1</i><br><i>ccr4Δ</i> ::hphMX6                                                                                                                                 |
| 1168 | h90, ade6-D1, his3-D1, leu1-3, ura4-D18, otr1R(SphI)::ade6 <sup>+</sup> , TAS-his3 <sup>+</sup> -tel1(L), TAS-<br>ura4 <sup>+</sup> -tel2(L), <i>ccr4H664A-ccr4Terminator</i> ::hphMX6, nat::caf1promoter-<br><i>caf1D53AD243AD174A</i> |
| 1022 | h90 otr1R(SphI)::ura4+ ura4-DS/E leu1-32 ade6-M210 natMX6::3xFLAG- <i>ago1</i><br><i>mot2Δ</i> ::kanMX6                                                                                                                                 |

|      |                                                                                                         |
|------|---------------------------------------------------------------------------------------------------------|
| 1023 | h90 otr1R(SphI)::ura4+ ura4-DS/E leu1-32 ade6-M210 natMX6::3xFLAG- <i>ago1</i><br><i>mot2</i> Δ::kanMX6 |
| 523  | h90 otr1R(SphI)::ura4+ ura4-DS/E leu1-32 ade6-M210 <i>caf1</i> Δ::kanMX6 <i>ago1</i> Δ::hph             |

## Supplemental Table S2: List of heterochromatic genes

**subtelomeric genes** : 'SPAC212.09c', 'SPNCRNA.70', 'SPAC212.08c', 'SPAC212.07c',  
'SPAC212.12', 'SPAC212.06c', 'SPAC212.04c', 'SPAC212.03', 'SPAC212.02', 'SPAC212.01c',  
'SPAC977.01', 'SPAC977.18', 'SPAC977.02', 'SPAC977.03', 'SPAC977.04', 'SPAC212.05c'

**mat locus** : 'SPMTR.01', 'FP565355\_region\_1..2120', 'FP565355\_region\_9170..13408',  
'FP565355\_region\_15609..16735', 'FP565355\_region\_18009..20128'

How the deposited data were processed for this re-analysis (not part of the article)

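The data come from 130 samples of fission yeast (Schizosaccharomyces pombe): Pol II ChIP (31 libraries), input DNA (13), H3K9me2 ChIP (9), Pol II RIP (37), pA RNA (32) and total RNA (8), from wild type and 14 mutant strains. Pol II ChIP and RIP used an antibody to the polymerase phosphorylated at serine 2 of its C-terminal domain repeats, so they measure elongating polymerase on DNA and the RNA bound to it. Conditions and replicate numbers were taken from the sample labels and, for strains, from the paper's strain table. Wild-type libraries of several strain backgrounds were used together as wild type, as the labels give them. So were caf1Δ libraries of different strains in Pol II ChIP and RIP. Both wild-type RIP libraries are of an h+ strain with untagged ago1. In mutants that differ from it in mating type or in an ago1 tag, changes at mat or ago1 are not told apart from the strain background.

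The authors made the deposited values as follows. Reads were aligned with STAR to the PomBase genome, with spliced alignment off and end-to-end alignment for ChIP. Reads on ribosomal RNA were removed. A custom script that extends htseq-count in its intersection-strict mode then counted reads per feature, by strand for RNA. Uniquely mapped reads were counted, and also reads with several locations if these lay within heterochromatic regions. Reads of the dg and dh copies were counted to 1 representative copy of each. Each deposited file holds the raw count of every feature for 1 sample, with the length of its transcript and gene, and replicates were not pooled. The counts therefore include the authors' removal of ribosomal reads and handling of repeats, but no normalization and no subtraction of input. An empty cell was read as 0.

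The files list 7021 features, of which 5098 are protein-coding genes and 29 were used as heterochromatic features: 4 centromeric (dg and dh on both strands), 4 at tlh1 and SPAC212.10 (both strands), 16 other subtelomeric features and 5 of the mat locus. In ChIP, which has no strand, the second strand of dg, dh, tlh1 and SPAC212.10 was not counted again. Gene names and positions came from a reference annotation that matched 6852 features. Only 5.71% of the protein-coding genes had the same length there, so all lengths were taken from the deposited files. Whether that reference has the build of the authors' genome was not stated in the files, and coordinates are those of the reference.

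Depth was the total count on features. It ranged from 2456403 to 23250126 in Pol II ChIP, 319652 to 5926768 in Pol II RIP, 2817009 to 22002671 in pA RNA, 769879 to 6703252 in total RNA, 803851 to 14030532 in input and 2129435 to 7813703 in H3K9me2 ChIP. With 2 to 4 libraries in most groups, the spread between replicates limits the precision more than counting does, except at silenced features with few counts. A fold change against a group whose libraries had at most 3 counts was computed against 3 counts and given as a lower bound. Reads carry no molecular identifiers, so such bounds cover counting error only.

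Libraries of one condition with at least 3 samples were left out if their Spearman correlation with every other replicate was below 0.8. This removed 2 Pol II ChIP libraries, replicate 3 of mit1Δ and replicate 3 of rrp6Δ. Replicates were compared for identical counts, and the 85 pairs held none. Whether 2 libraries came from separate cultures rests on the labels. The gene deleted in each strain was looked up in every library. For the libraries labelled clr4Δ and swi6Δ, and for Pol II ChIP of caf1Δ, mot2Δ, chp2Δ, clr3Δ and caf1Δago1Δ and RIP of chp2Δ, the count of that gene was above 50% of the other strains in at least 1 library, and so does not clearly show the deletion. The same holds for 1 pA RNA library of caf1Δ and for dcr1 in the caf1Δdcr1Δ library.

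Counts were tested in R 4.3.3 with edgeR 4.0.16, using the quasi-likelihood test after TMM normalization, in 1 fit per assay with all genotypes. Features with at least 10 counts in at least 2 libraries were tested, and heterochromatic features were always kept. This gave 5062 protein-coding genes for occupancy, 5019 for nascent RNA, 5037 for steady-state RNA and 4935 for total RNA. Changes of transcription efficiency and RNA stability were tested as interactions of assay and genotype, over 5019 and 5012 protein-coding genes. Regions were tested as sets with the fry rotation test of limma 3.58.1 and edgeR, adjusted by the Benjamini-Hochberg method over regions and mutants. Genotypes with 1 library in an assay have no p-value. All p-values are two-sided.

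Levels and folds followed the paper's definitions, without its subtraction of input, which is an alternative here. The paper gives no formula for the shares beyond naming fold changes as their basis, so the one used is a choice made here. TPM was computed in Python 3.11 with pandas 2.3.3 and numpy 2.4.6 over protein-coding and heterochromatic features. Transcription efficiency is the mean TPM of RIP divided by that of ChIP, and RNA stability is the mean TPM of pA RNA divided by that of RIP. Heterochromatic features with at most 3 counts in every library of a group were left out of these levels, folds and shares. In the folds this left all 4 centromeric features, 3 of 4 at tlh1 and SPAC212.10 (4 in caf1Δago1Δ), 10 to 13 of the 16 other subtelomeric ones and 4 or 5 at mat. For clr4Δ they were 4, 3, 13 and 5. The edgeR fits kept these features. The spread of levels, folds and shares is the SD over all pairs of libraries. In a single pair, a feature without counts drops out of levels and folds. The SD of a share leaves out pairs in which that step had a fold under 1. Protein-coding genes with at least 1 TPM in both assays served as the reference. The share of a step in silencing is its fold change between clr4Δ and wild type over the sum of the 3 folds, with folds under 1 left out. H3K9me2 has 1 library per genotype and no test, and its region medians were ranked among 10000 random lists. The t-SNE embedding used scikit-learn 1.9.0 with a perplexity of 5 and 10 seeds.

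Single genes were named by a rule. It covers the regions and genes that the paper names, the gene deleted in each mutant, and factor genes of RNAi and heterochromatin with an adjusted p under 0.05 in caf1Δ. It also covers, per assay, the 3 protein-coding genes with the largest rise and the 3 with the largest fall in clr4Δ and in caf1Δ. These had to pass an adjusted p of 0.05 and change in the same direction in every pair of replicates.

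The tests were tried on simulated counts with the real means and library sizes, in which 200 genes changed by a log2 fold change of 2. Between 93.5% and 100% of the changed genes were recovered and 3.40% to 6.10% of the calls were false, for the 5 measures. All 4 changed regions had an unadjusted p under 0.05 (fry rotation test) in each measure. The simulated spread between replicates was 1 fixed value for all genes and assays, not taken from the data. These rates therefore do not give the power of the tests on the real libraries. In a simulated comparison without change 0 genes were called in any measure, but 1 of 4 regions had an unadjusted p under 0.05 in nascent RNA and 1 in steady-state RNA.

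The alternatives concerned normalization (DESeq2 1.42.0 size factors or library totals in place of TMM), the test (DESeq2's Wald test), the filter on low counts, the strains in the fit, the replicate number as a block, each replicate left out in turn, the correlation rule, the treatment of input (scaled input subtracted, as in the paper, or ChIP divided by input), and how TPM values, folds and shares were formed. The pairing of replicates for the block comes from the replicate numbers in the labels. Further alternatives were added after the data were seen: transcript length in place of gene length for RNA, scaled input subtracted together with TPM summed over features, and, for gene counts, library totals, both treatments of input and the kept ChIP libraries. Where wild type and a mutant both had at least 3 libraries, the libraries were also split in other ways.

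Left out were intronic reads, the distribution of polymerase along genes and coverage profiles, since the values are totals per feature. The single RIP library of caf1Δdcr1Δ entered no comparison at a claim. No input library of caf1Δago1Δ was used here, so values with input subtracted are not given for that strain.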

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

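Of the tests in this part, the look-up of dcr1 was chosen only after the result was seen, and the count of repeated sequence windows was chosen before.

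In groups of 4 libraries, the highest or lowest library was compared with the others by its gap to the nearest of them, as a fraction of the whole range of the group. This was done for 20 combinations of group and measure, of which chance gives about 1 in 20 beyond the limit, and 2 were beyond it. The first is the size of the pA RNA library of chp2Δ replicate 1, with 5240335 counts against 12544509 to 14084238 in the other 3 (gap 0.876 of the range). Its signal in the 4 regions was not past the same limit, and library size is scaled out in each comparison. The second is the subtelomeric signal of mot2Δ Pol II RIP replicate 5, with a mean log2 value of 4.61 against 2.03 to 2.35 in the other 3 (gap 0.875). That library is also the smallest of its group, with 358393 counts against 1278457 to 3375417. Without replicate 5 the nascent change of mot2Δ at the other subtelomeric features was −0.035 in place of 0.42, so its sign rests on that library. Neither depth nor a mixed sample was tested as the cause, and no biological explanation was tested, since all 4 libraries are of 1 condition. With 2 among 20, both are near what chance gives.

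The paper does not report on the Pol II RIP library of a caf1Δdcr1Δ strain, which lacks Caf1 and the Dicer enzyme of RNAi. It has 1 library with 3576079 counts, so there is no replicate check and no p-value. Its nascent RNA was above the mean of the wild-type libraries by 4.81 on the log2 scale at dg and dh, 4.61 at tlh1 and SPAC212.10, 2.75 at the other subtelomeric features and 3.05 at mat. Against the higher wild-type library the differences were 4.30, 4.02, 2.63 and 2.37. Its mean log2 value of 11.15 at dg and dh was above the range of the caf1Δ libraries (8.20 to 8.27) and of the caf1Δago1Δ libraries (10.1 to 10.8), while at the other subtelomeric features its value of 4.90 lay within the range of caf1Δago1Δ (4.31 to 5.46). A mislabelled sample was tested through dcr1, which had 55.1% of the TPM of the other genotypes, while 26.7% of that feature lies outside the coding sequence. The caf1 gene had 25.5% in the same library. In RIP of other deletion strains the deleted gene lay on either side of the part outside the coding sequence. It was above that part for chp2, at 33.7% to 65.3% (32.9% outside), and also for clr3 and clr4. For swi6 it was above as well, at 68.6% to 86.8% in the libraries labelled so (40.8% outside). It was below for ago1, ccr4, exo2 and rrp6, such as 1.27% to 1.35% for exo2 (5.14% outside). The libraries of caf1, mot2 and mit1 fell on both sides. The value for dcr1 by itself therefore neither shows a deletion nor excludes a mislabelled or mixed sample. Loss of RNAi together with Caf1, as in caf1Δago1Δ, remains a candidate explanation beside it.

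Among protein-coding genes, ftm4 (SPAC750.05c), which the paper does not discuss, had 0 counts in nascent RNA of both wild-type libraries, 14 to 64 in the libraries labelled clr4Δ and 12 to 52 in caf1Δ. The fitted log2 fold changes were 8.04 and 7.37, and against the floor of 3 counts the rise was at least 10.8-fold and at least 7.27-fold. It was higher in every library of both mutants than in wild type. Of its windows of 50 bases 92.4% occur at another place in the reference. By the authors' rule reads with several locations were kept only within heterochromatic regions, and ftm4 is not among the heterochromatic features used here. The share of windows therefore does not test the counted reads, which were not examined. Whether they come from a related subtelomeric gene is left open. The share was 93.2% for tlh2 and 96.1% for ftm1, but 32.8% for SPAC750.01, which rose in caf1Δ, and 0% for hsp16, which rose in the libraries labelled clr4Δ. A rise of ftm4 itself, through loss of silencing, is not excluded by this test.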

How the results depend on the processing

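In all, 333 results were computed again under alternatives that gave 3799 values. Each changed one choice, except for 39 values with input subtracted and TPM summed over features together. For 144 results every alternative that was run kept the direction and the side of the test's threshold, or stayed within the replicate spread. Of the 3799 values 3401 did so. The direction reversed in 62, 103 no longer passed the threshold, 14 came to pass it and 219 values without a test moved by more than the replicate spread. Among the single genes, 55 of these changes were to a weaker and 5 to a stronger side of the threshold. The cause was not tested for any change below unless a value is given for it.

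The following changes kept their direction and side of the threshold under every alternative run. Transcription efficiency at tlh lay between 3.03 and 4.68 in clr4Δ, between 2.97 and 5.03 in ago1Δ, between 3.91 and 5.16 in clr3Δ and between 2.77 and 4.02 in mot2Δ, on the log2 scale. Over dg and dh it lay between 2.15 and 3.05 in caf1Δ and between 2.2 and 3.05 in mot2Δ. Nascent RNA in clr4Δ lay between 4.03 and 4.90 at dg and dh and between 4.55 and 6.19 at tlh, and steady-state RNA between 6.22 and 6.59 and between 4.85 and 5.29. Pol II occupancy in clr4Δ stayed on the side of no call, between 1.79 and 2.41 at dg and dh and between 1.24 and 1.81 at tlh. The filter on low counts changed the side or direction of none of 252 results, and since heterochromatic features were always kept it had little to move.

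With scaled input subtracted, the treatment of Pol II ChIP in the paper, transcription efficiency did not pass 0.05, at 1.98 (centromeric) in clr4Δ, at 1.72 (centromeric), 1.78 (subtelomeric) and 1.98 (mat) in ago1Δ, at 1.72 (subtelomeric) in swi6Δ, at 1.56 (centromeric) and 1.46 (mat) in chp2Δ, at 1.64 (centromeric) in mit1Δ, at 2.02 (centromeric) in clr3Δ and at 1.41 (subtelomeric) in caf1Δ. Pol II occupancy took the opposite sign, to −0.29 (mat) in clr4Δ, to 0.12 (tlh) in ago1Δ, to 0.057 (mat) in mit1Δ and to 0.030 (subtelomeric) in caf1Δ. Occupancy of dbp2 took the opposite sign, to −0.0036 in clr4Δ and to −0.022 in caf1Δ. Pol II occupancy moved to −0.43 (subtelomeric) in ccr4Δ. Transcription efficiency moved to 0.39 (subtelomeric) in ccr4Δ. The level of transcription efficiency moved to −2.04 (subtelomeric) and −2.93 (all heterochromatic) in wild type, to −0.37 (subtelomeric), −1.36 (mat) and −0.67 (all heterochromatic) in clr4Δ and to −0.80 (centromeric), −0.93 (subtelomeric), −0.76 (mat) and −0.79 (all heterochromatic) in caf1Δ. Folds of Pol II occupancy moved to 5.37 (centromeric) and 2.02 (subtelomeric) in clr4Δ. Folds of transcription efficiency moved to 13.4 (mat) in clr4Δ. The share of Pol II occupancy moved to 37.1% (centromeric). The slope of occupancy on nascent RNA moved to 0.596 in wild type and to 0.664 in clr4Δ.

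When ChIP counts were divided by input, transcription efficiency came to pass 0.05, at 1.98 (centromeric) in swi6Δ, at 1.35 (subtelomeric) in chp2Δ, at 1.6 (mat) in clr3Δ and at 1.53 (subtelomeric) in caf1*ccr4*. Pol II occupancy reversed in sign, to −0.068 (mat) in clr4Δ, to 0.30 (tlh) and 0.076 (subtelomeric) in ago1Δ, to −0.48 (centromeric) and −0.097 (subtelomeric) in swi6Δ, to −0.025 (mat) in chp2Δ, to −0.24 (subtelomeric) in mit1Δ and to −0.093 (tlh) in mot2Δ. Transcription efficiency reversed in sign, to 0.22 (centromeric) in rrp6Δ. Occupancy of dbp2 reversed in sign, to −0.080 in clr4Δ and to −0.41 in caf1Δ. Occupancy of cpc2 reversed in sign, to −0.46 in caf1Δ. Pol II occupancy shifted to −0.98 (subtelomeric) in ccr4Δ. H3K9me2 shifted to 1.08 (centromeric), 0.36 (tlh), −4.82 (subtelomeric) and 1.04 (mat) in caf1Δ.

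Samples with the same replicate number did not deviate together in Pol II ChIP, RIP or pA RNA. The correlation of their deviations from the group means was 0.0616 over 148 pairs, 0.0286 over 166 pairs and 0.0296 over 163 pairs. A call lost with the block in these assays is therefore no sign of a weaker effect. With the replicate number as a block, RNA stability lost its adjusted p under 0.05, at 1.85 (centromeric) in clr4Δ and at −2.44 (centromeric) in caf1*ccr4*. Steady-state RNA lost its adjusted p under 0.05, at 1.0 (tlh) in caf1*ccr4* and at 1.12 (tlh) in ccr4Δ. Transcription efficiency fell below an adjusted p of 0.05, at 1.53 (subtelomeric) in caf1Δago1Δ. Nascent RNA fell below an adjusted p of 0.05, at 0.63 (subtelomeric) in caf1*ccr4*. Pol II occupancy switched sign, to −0.045 (centromeric) in swi6Δ and to −0.023 (tlh) in mot2Δ. Transcription efficiency switched sign, to 0.031 (centromeric) in rrp6Δ. Nascent RNA switched sign, to −0.057 (subtelomeric) in mot2Δ. Occupancy of act1 switched sign, to −0.0074 in clr4Δ. Nascent RNA of act1 switched sign, to −0.088 in clr4Δ. Steady-state RNA of act1 switched sign, to 0.037 in clr4Δ. Occupancy of per1 switched sign, to 0.11 in caf1Δ. Occupancy of dbp2 switched sign, to −0.12 in caf1Δ. Genes changed in Pol II occupancy numbered 8 in caf1Δ. Genes changed in steady-state RNA numbered 182 in clr4Δ and 498 in ago1Δ. Genes changed in total RNA numbered 10 in clr4Δ and 21 in caf1Δ. In total RNA, where the numbers did pair the libraries, both counts without the block were 0, with 17 genes at an unadjusted p under 0.05 in clr4Δ and 60 in caf1Δ.

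Under library totals in place of TMM normalization, RNA stability did not pass 0.05, at 2.12 (centromeric) in clr4Δ, at 2.51 (centromeric) in ago1Δ and at −2.37 (centromeric) in caf1*ccr4*. Transcription efficiency did not pass 0.05, at 1.52 (mat) in ago1Δ and at 1.56 (centromeric) and 1.23 (mat) in chp2Δ. Pol II occupancy came to pass 0.05, at 1.6 (subtelomeric) in caf1Δago1Δ. Pol II occupancy changed sign, to 0.022 (mat) in mit1Δ and to −0.0047 (tlh) in mot2Δ. Transcription efficiency changed sign, to 0.039 (centromeric) in rrp6Δ. Steady-state RNA changed sign, to 0.011 (centromeric) in ccr4Δ and to 0.13 (tlh) in rrp6Δ. Steady-state RNA of act1 changed sign, to 0.033 in clr4Δ. By DESeq2's size factors, Pol II occupancy took the opposite sign, to −0.0097 (tlh) in mot2Δ. Genes changed in Pol II occupancy numbered 3 in caf1Δ.

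In a fit of only the compared strains, RNA stability lost its adjusted p under 0.05, at 2.02 (centromeric) in clr4Δ, at 2.36 (centromeric) in ago1Δ and at −2.41 (centromeric) in caf1*ccr4*. Transcription efficiency lost its adjusted p under 0.05, at 1.55 (subtelomeric) and 1.59 (mat) in ago1Δ, at 1.95 (subtelomeric) and 2.21 (mat) in swi6Δ and at 2.25 (mat) in caf1*ccr4*. Nascent RNA lost its adjusted p under 0.05, at 1.57 (centromeric) and 1.19 (mat) in caf1*ccr4*. Steady-state RNA lost its adjusted p under 0.05, at 1.36 (centromeric) in mot2Δ, at 1.4 (subtelomeric) in ago1Δ and at 2.4 (centromeric) and 1.47 (mat) in swi6Δ. Transcription efficiency came to pass 0.05, at 1.19 (subtelomeric) in clr3Δ. Pol II occupancy reversed in sign, to −0.0088 (tlh) in mot2Δ. Genes changed in Pol II occupancy numbered 0 in caf1Δ (217 at an unadjusted p under 0.05), 5 in mot2Δ and 83 in caf1*ccr4*. Genes changed in nascent RNA numbered 1 in clr4Δ and 12 in caf1Δ. Genes changed in steady-state RNA numbered 7 in clr4Δ, 6 in caf1Δ, 54 in ago1Δ and 7 in swi6Δ. By DESeq2's Wald test in place of edgeR's quasi-likelihood test, the number of protein-coding genes changed in Pol II occupancy went to 7 in clr4Δ and to 26 in caf1Δ. Genes changed in nascent RNA numbered 7 in clr4Δ and 76 in caf1Δ. Genes changed in steady-state RNA numbered 215 in clr4Δ. When an absolute log2 fold change of at least 1 was also asked for, the number of protein-coding genes changed in steady-state RNA was moved to 35 in clr4Δ, to 303 in caf1Δ, to 166 in ago1Δ and to 199 in swi6Δ. Genes changed in Pol II occupancy numbered 68 in mot2Δ and 147 in caf1*ccr4*. When the ChIP libraries left out for low correlation were kept, Pol II occupancy took the opposite sign, to 0.16 (mat) in mit1Δ and to −0.022 (tlh) in mot2Δ. Transcription efficiency took the opposite sign, to 0.15 (centromeric) in rrp6Δ.

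With the 200 nearest protein-coding genes as the reference, the level of transcription efficiency shifted to −4.22 (centromeric) in wild type, to −1.9 (centromeric), −0.95 (tlh) and −1.38 (all heterochromatic) in clr4Δ and to −1.14 (centromeric) in caf1Δ. The level of RNA stability shifted to −4.42 (centromeric) and −0.57 (mat) in caf1Δ. With a pseudocount of 1 TPM, the level of transcription efficiency went to −4.05 (mat) in wild type and to −1.29 (subtelomeric) in caf1Δ. The level of RNA stability went to −2.06 (tlh) in wild type, to −0.56 (mat) in clr4Δ and to −4.52 (centromeric), −4.85 (tlh) and −0.56 (mat) in caf1Δ. With the median TPM over replicates in place of the mean, the level of transcription efficiency was moved to −0.86 (tlh) in clr4Δ. The level of RNA stability was moved to −1.3 (mat) in wild type and to −3.31 (tlh) in clr4Δ. With all protein-coding genes above 0 as the reference, the slope of steady-state on nascent RNA moved to 0.857 in clr4Δ and to 0.902 in caf1Δ. With transcript length for RNA, an alternative chosen after seeing the data, the level of transcription efficiency shifted to −1.06 (centromeric) and −1.38 (subtelomeric) in caf1Δ.

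When TPM was summed over the features of a region, the fold change of transcription efficiency went to 2.08 (subtelomeric) and 3.99 (mat) in clr4Δ and to 7.08 (tlh) in caf1*ccr4*. Folds of nascent RNA went to 3.79 (subtelomeric) in clr4Δ and to 8.78 (tlh) in caf1Δ. Folds of Pol II occupancy went to 3.34 (mat) in clr4Δ. The share of Pol II occupancy went to 46.8% (subtelomeric) and 45.6% (mat). The share of RNA stability went to 0% (subtelomeric). The share of transcription efficiency went to 54.4% (mat). For the geometric mean over features, the fold change of transcription efficiency was moved to 3.37 (subtelomeric) and 6.11 (mat) in clr4Δ. Folds of nascent RNA was moved to 4.87 (subtelomeric) in clr4Δ. Folds of Pol II occupancy was moved to 1.03 (mat) in clr4Δ. The share of Pol II occupancy was moved to 30.0% (subtelomeric). The share of RNA stability was moved to 0% (subtelomeric). When TPM was computed over all features, the fold change of transcription efficiency moved to 8.13 (mat) in clr4Δ. When input was subtracted and TPM summed over features, an alternative chosen after seeing the data, the fold change of Pol II occupancy shifted to 5.43 (centromeric), 2.2 (subtelomeric) and 4.31 (mat) in clr4Δ. Folds of transcription efficiency shifted to 1.72 (subtelomeric) and 3.09 (mat) in clr4Δ and to 7.36 (tlh) in caf1*ccr4*. Folds of nascent RNA shifted to 3.79 (subtelomeric) in clr4Δ and to 8.78 (tlh) in caf1Δ. The share of Pol II occupancy shifted to 25.9% (tlh), 56.2% (subtelomeric) and 58.3% (mat). The share of transcription efficiency shifted to 43.8% (subtelomeric) and 41.7% (mat). The share of RNA stability shifted to 0% (subtelomeric). When log2 folds were taken as shares, the share of Pol II occupancy went to 27.8% (tlh).

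By reduced major axis regression, the slope of occupancy on nascent RNA was moved to 0.626 in wild type, to 0.669 in clr4Δ and to 0.743 in caf1Δ. The slope of steady-state on nascent RNA was moved to 1.26 in wild type, to 1.31 in clr4Δ and to 1.29 in caf1Δ. After division by the protein-coding median, the ratio of pA RNA to total RNA moved to 0.555 (dg plus) and 0.601 (dh plus). After scaling on the protein-coding median, H3K9me2 shifted to 0.28 (centromeric), −0.096 (tlh), −5.15 (subtelomeric) and 0.50 (mat) in caf1Δ. By correlation distance, the number of Ccr4–Not mutants closest to another Ccr4–Not mutant went to 2.

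Counts of protein-coding genes also depended on the treatment of input and on scaling, in alternatives chosen for these counts after seeing the data. After division by input 51 genes changed in Pol II occupancy in clr4Δ (23 up, 28 down), 63 in caf1Δ (32 up, 31 down), 214 in mot2Δ and 827 in caf1*ccr4*. This divides by 1 input library per genotype, whose own counting error is then shared by all replicates and not seen by the test. With scaled input subtracted the counts were 0 in clr4Δ (251 at an unadjusted p under 0.05) and 2 in caf1Δ, with library totals 0 (137 unadjusted) and 2, and when the libraries left out for low correlation were kept, both were 0 (173 and 288 unadjusted). In mot2Δ, with 152 in the fit used here, the same 3 settings gave 102, 160 and 99 genes, and in caf1*ccr4*, with 493, they gave 296, 364 and 308. In steady-state RNA of caf1Δ 423 genes rose and 423 fell with TMM, against 897 and 202 with library totals, which shifted the median of all genes by 0.21 on the log2 scale. In clr4Δ it was 33 and 20 against 46 and 6, and in ago1Δ 197 and 121 against 223 and 42.

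With each replicate left out in turn, results that changed direction, side or by more than the replicate spread in at least 1 fit ran as follows. Pol II occupancy ran from −0.19 to 0.41 (mat) in clr4Δ and from −0.83 to −0.11 (subtelomeric) in caf1*ccr4*. Nascent RNA lay from 2.25 to 3.22 (subtelomeric) and from 1.96 to 4.31 (mat) in clr4Δ, from 3.47 to 4.67 (tlh), from 0.68 to 2.17 (subtelomeric) and from 1.42 to 3.75 (mat) in caf1Δ, from 2.77 to 3.99 (tlh), from −0.035 to 1.21 (subtelomeric) and from 2.26 to 4.6 (mat) in mot2Δ, from 2.61 to 3.8 (tlh), from −1.55 to 1.57 (subtelomeric) and from −2.33 to 3.15 (mat) in caf1*ccr4* and from 3.79 to 4.98 (tlh), from 2.52 to 3.28 (subtelomeric) and from 2.46 to 4.8 (mat) in caf1Δago1Δ. Steady-state RNA ranged from 0.38 to 3.07 (mat) in clr4Δ, from 0.19 to 1.98 (centromeric) in mot2Δ, from 1.06 to 1.45 (tlh) in caf1*ccr4*, from −0.24 to 0.056 (centromeric) and from 1.13 to 1.49 (tlh) in ccr4Δ, from −0.27 to 0.13 (tlh) in rrp6Δ, from 1.02 to 1.28 (centromeric) in exo2Δ and from 0.73 to 1.81 (subtelomeric) in ago1Δ. Transcription efficiency extended from 1.82 to 3.0 (subtelomeric) and from 1.83 to 4.66 (mat) in clr4Δ, from 1.15 to 2.58 (subtelomeric) and from 1.25 to 4.08 (mat) in ago1Δ, from 1.83 to 4.66 (mat) in swi6Δ, from 0.94 to 2.12 (subtelomeric) and from 1.04 to 3.87 (mat) in chp2Δ, from 0.44 to 1.62 (subtelomeric) and from 0.65 to 3.48 (mat) in mit1Δ, from 1.01 to 2.19 (subtelomeric) and from 0.96 to 3.79 (mat) in clr3Δ, from 0.63 to 1.82 (subtelomeric) and from 0.29 to 3.13 (mat) in rrp6Δ, from 0.71 to 1.9 (subtelomeric) and from 0.12 to 2.95 (mat) in exo2Δ, from 3.31 to 4.56 (tlh), from 0.92 to 2.73 (subtelomeric) and from 2.57 to 5.4 (mat) in caf1Δ, from 2.1 to 3.35 (tlh), from 0.48 to 1.67 (subtelomeric) and from 2.33 to 5.16 (mat) in ccr4Δ, from 0.77 to 2.22 (subtelomeric) and from 2.82 to 5.66 (mat) in mot2Δ, from 3.07 to 4.32 (tlh), from −1.66 to 2.09 (subtelomeric) and from −1.85 to 4.7 (mat) in caf1*ccr4* and from 2.61 to 3.86 (tlh), from 1.18 to 2.37 (subtelomeric) and from 1.65 to 4.48 (mat) in caf1Δago1Δ. RNA stability ran from 1.52 to 2.39 (centromeric), from −1.17 to 0.46 (tlh), from −1.37 to 0.19 (subtelomeric) and from −3.08 to 0.72 (mat) in clr4Δ, from 1.83 to 2.68 (centromeric) in ago1Δ, from −2.45 to −1.22 (tlh) in caf1Δ, from −1.05 to 0.17 (tlh) in ccr4Δ and from −2.95 to −2.1 (centromeric) and from −2.62 to −1.38 (tlh) in caf1*ccr4*. The number of genes changed in Pol II occupancy lay from 0 to 1 in clr4Δ (155 and 206 at an unadjusted p under 0.05 in the fits with 0). The number of genes changed in steady-state RNA ranged from 23 to 669 in clr4Δ, from 110 to 935 in ago1Δ, from 150 to 1517 in swi6Δ and from 5 to 27 in chp2Δ. Occupancy of act1 extended from −0.076 to 0.21 in clr4Δ and from −0.21 to 0.078 in caf1Δ. Nascent RNA of act1 ran from −0.052 to 0.061 in clr4Δ. Occupancy of per1 lay from −1.37 to 0.73 in clr4Δ and from −1.13 to 0.97 in caf1Δ. Occupancy of dbp2 ranged from −0.21 to 0.37 in clr4Δ and from −0.12 to 0.46 in caf1Δ. Occupancy of cpc2 extended from −0.13 to 0.11 in clr4Δ. Nascent RNA of cpc2 ran from −0.13 to 0.27 in clr4Δ. Steady-state RNA of ftm1 lay from −0.77 to 0.035 in caf1Δ. The level of transcription efficiency ranged from −4.9 to −3.64 (tlh), from −2.84 to −2.3 (subtelomeric), from −4.86 to −3.93 (mat) and from −3.5 to −2.95 (all heterochromatic) in wild type, from −0.86 to −0.038 (tlh) in clr4Δ and from −1.34 to −1.27 (subtelomeric) and from −1.17 to −1.05 (all heterochromatic) in caf1Δ. The level of RNA stability extended from −1.38 to −0.037 (mat) in wild type and from −4.01 to −3.27 (tlh) and from −1.06 to −0.60 (mat) in clr4Δ. Folds of transcription efficiency ran from 3.41 to 5.36 (subtelomeric) and from 4.86 to 12.2 (mat) in clr4Δ, from 4.93 to 10.2 (centromeric) and from 13.6 to 26.4 (tlh) in caf1Δ and from 4.73 to 9.63 (centromeric) and from 12.4 to 21.1 (tlh) in caf1*ccr4*. Folds of nascent RNA lay from 5.42 to 9.67 (subtelomeric) in clr4Δ and from 13.5 to 23.7 (tlh) in caf1Δ. The share of RNA stability ranged from 0% to 17.0% (tlh) and from 0% to 22.7% (subtelomeric). The share of Pol II occupancy extended from 11.3% to 21.7% (mat). The share of transcription efficiency ran from 61.0% to 80.7% (mat). The ratio of pA RNA to total RNA lay from 0.765 to 1.64 (dg minus).

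Fits that left out a replicate were run for the replicates of wild type, clr4Δ, ago1Δ, caf1Δ, mot2Δ and caf1*ccr4*, and were not run for the own replicates of the other mutants. Where this left 1 library in a group, the value has no test. Values with input subtracted or divided by input could not be given for caf1Δago1Δ, since an input library of that strain was not used here. The depth limits the silenced features of wild type most: RIP of wild type had 1467477 counts in its smaller library, and RIP of mot2Δ and chp2Δ had 358393 and 319652 in theirs.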

Differences from the paper's values

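Of 105 values of the paper that were compared, 9 differed from the values computed here, and 7 of these were read by eye from bar charts. For the paper's leading results a value counted as differing by its ratio to the paper's value alone, without regard to the spread. A difference is said to have closed where that ratio came within the limit, however little the value moved. The alternatives set before the data were examined and run for these values were the geometric mean over features, TPM summed over features, TPM over all features, scaled input subtracted and, for shares, log2 folds as shares.

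The paper's reported rise of nascent RNA at tlh in caf1Δ is about 10-fold, and the value here was 16.7-fold (SD 6.22 over pairs of libraries). By that limit the difference closed with the geometric mean over features (14.4-fold, still nearer to 16.7-fold than to 10-fold) and with TPM summed over features (8.78-fold). It remained with TPM over all features (18.1-fold) and with scaled input subtracted (16.7-fold, since input does not enter nascent RNA). The paper's share of transcription efficiency in centromeric silencing is 26%, and here it was 39.2% (SD 16.7). It was 38.9% with the geometric mean, 34.6% with TPM summed, 36.1% with TPM over all features, 30.2% with scaled input subtracted and 36.9% with log2 folds. None of these passed the limit on the ratio, although 38.9% is hardly a move from 39.2%. The paper's 26% lies within the SD around 39.2%. Input subtracted and TPM summed together, an alternative chosen after seeing the values, gave 26.4%.

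For transcription efficiency in clr4Δ, the fold change at dg and dh is about 3.7 in Figure 2F, read by eye, and was 5.70 here. It did not differ under the geometric mean (5.24), TPM summed (5.23), TPM over all features (5.21) or scaled input subtracted (4.37). At tlh the paper's value is about 8.8 in Figure 2G, read by eye, and it was 15.3 here. The gap closed with TPM summed (11.4) and with scaled input subtracted (12.5), and remained with the geometric mean (14.2) and TPM over all features (14.7). In Supplemental Figure S1F, G, read by eye, the paper's values are about 2.5 at the other subtelomeric features and about 4.5 at mat, and here they were 4.76 and 10.3. Both closed with the geometric mean (3.37 and 6.11) and TPM summed (2.08 and 3.99), and both remained with TPM over all features (4.06 and 8.13) and scaled input subtracted (4.77 and 13.4).

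For transcription efficiency at tlh in the Ccr4–Not mutants, Supplemental Figure S3B, read by eye, gives about 10 for caf1Δ, about 6.0 for mot2Δ and about 8.0 for caf1*ccr4*. The values here were 17.0 (SD 9.20), 15.1 (SD 9.89) and 14.8 (SD 6.17). With TPM summed over features they were 9.08, 6.07 and 7.08, and the difference closed in all 3. It remained in all 3 with the geometric mean (15.2, 11.9 and 12.2), TPM over all features (18.2, 14.1 and 13.0) and scaled input subtracted (15.3, 13.9 and 15.4). The alternative chosen after seeing the values gave 8.0 for caf1Δ, 5.42 for mot2Δ and 7.36 for caf1*ccr4*. For clr4Δ it gave 4.0 at dg and dh, 9.33 at tlh, 1.72 at the other subtelomeric features and 3.09 at mat.

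For 3 further values only alternatives differed from the paper. Pol II occupancy at mat in clr4Δ is about 1.7-fold in Supplemental Figure S1G, read by eye, and was 1.66-fold here, but 1.03-fold with the geometric mean and 3.34-fold with TPM summed. Transcription efficiency of ccr4Δ in Supplemental Figure S3A, B, read by eye, is about 8.6-fold at dg and dh and about 8.9-fold at tlh, against 5.77-fold and 6.24-fold here. These differed with the geometric mean (5.71 and 5.23), and at tlh also with TPM summed (4.15).

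Several rankings or directions in the paper were not found here, or only in some regions. The paper places the strongest effect on transcription efficiency in the Ccr4–Not mutants. Here the mean log2 change at tlh was 4.15 in clr3Δ, 3.67 in clr4Δ and 3.66 in ago1Δ, against 3.55 in caf1Δ, 3.31 in caf1*ccr4* and 3.01 in mot2Δ, and whether these differ was not tested. The order also differed at the other subtelomeric features, with 2.01 in clr4Δ and 1.97 in the libraries labelled swi6Δ against 1.74 in caf1Δ. By its values the paper's order was found at mat, with 3.21 in mot2Δ, 2.95 in caf1Δ, 2.71 in ccr4Δ and 2.25 in caf1*ccr4* against 2.21 in clr4Δ and swi6Δ. The caf1*ccr4* RIP libraries lay at 1.54 and 3.86 there on the log2 scale, and those of wild type at 2.38 and 1.03, so its place is not fixed. The Ccr4–Not strains also differ in mating type from clr4Δ and from the wild-type RIP strain. The paper's order was found in part at dg and dh, with 2.53 in caf1Δ and mot2Δ and 2.41 in caf1*ccr4* against 2.37 in clr4Δ, but 2.31 in ccr4Δ (1 library per assay). In centromeric silencing the paper ranks degradation first and transcription efficiency last of the 3 steps, whereas here the share of transcription efficiency was the largest, although within the spread. After subtraction of scaled input, occupancy ranked first (37.1%) and transcription efficiency last (30.2%). The alternative chosen after seeing the values gave the paper's order, with 37.8% for degradation, 35.8% for occupancy and 26.4% for transcription efficiency.

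The paper has Swi6 limiting Pol II occupancy at centromeric repeats, and here the mean log2 change in the libraries labelled swi6Δ was 0.04. The changes it describes for RNAi, other HP1, SHREC and RNA degradation mutants at these repeats were 1.76 in ago1Δ, 0.77 in chp2Δ, 0.42 in mit1Δ, 1.06 in clr3Δ, 1.28 in exo2Δ and 1.56 in rrp6Δ, and none passed an adjusted p of 0.05. For exo2Δ the paper describes more stable centromeric RNA, and the change here of 0.73 was below the spread between replicates (SD 1.16). In caf1Δ the paper has transcription efficiency of all heterochromatic regions at the level of protein-coding genes. Here the 4 regions lay between percentiles 7.94 and 34.5 of those genes. The paper describes Pol II profiles of euchromatic genes as unchanged in Ccr4–Not mutants, while totals per gene, which are not profiles, changed in 5 protein-coding genes in caf1Δ, 152 in mot2Δ and 493 in caf1*ccr4* at an adjusted p under 0.05 by edgeR's quasi-likelihood test. In fits of only the compared strains the counts of mot2Δ and caf1*ccr4* were 5 and 83.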

Other observations

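Of the tests in this part, those of H3K9me2 in caf1Δ, of the label of clr4Δ and of other splits of the libraries were chosen only after the result was seen, and the others before.

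H3K9me2 at the 16 other subtelomeric features was lower in the caf1Δ library than in the wild-type library by a mean log2 ratio of −4.76, while it was higher at dg and dh and at mat. Loss of this DNA was tested through the input, where the mean log2 coverage of the same features was 0.0633 against wild type, so DNA loss did not explain it. A difference in scaling was tested by setting the libraries to the same protein-coding median, and the ratio was then −5.15, so scaling did not explain it either. With 1 library of caf1Δ the pattern cannot be told apart from a difference between single libraries. Ratios of a similar size appeared at these features in chp2Δ (−4.15), clr3Δ (−3.82), mit1Δ (−3.5) and the library labelled swi6Δ (−3.12), and smaller ones in exo2Δ (−1.41), rrp6Δ (−0.52) and ago1Δ (−0.10), each from 1 library. On the protein-coding scale the value of ago1Δ was −2.27 and that of exo2Δ −3.54, so the order of mutants depends on scaling. A candidate explanation is that Caf1 contributes to H3K9me2 beyond tlh at chromosome ends, as a hypothesis that rests on single libraries.

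In caf1Δago1Δ 951 protein-coding genes rose and 1168 fell in Pol II occupancy at an adjusted p under 0.05 by edgeR's quasi-likelihood test, more than in any other mutant with replicates, and 2623 had an unadjusted p under 0.05. A higher ChIP background in these 2 libraries raises genes with low occupancy and lowers those with high occupancy. Across 5062 genes the change and the wild-type occupancy had a Spearman correlation of −0.933, against −0.72 in chp2Δ to 0.15 in caf1*ccr4* for the other mutants. This is consistent with background as the source of these changes, and the central core also held 18.9% and 24.6% of the level of pooled input there, although 1 chp2Δ library reached 21.1%. The rise of occupancy at the other subtelomeric features in the same libraries was 1.21 on the log2 scale. Above the 200 protein-coding genes nearest in wild-type occupancy it was 1.14, or 94.1% of the rise. Those genes moved by only 0.071, so a background that depends on occupancy alone accounts for little of the rise, and other forms of background were not tested. Wild-type occupancy is also part of the change, which by itself pulls such correlations below 0.

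The abp2 gene fell in Pol II occupancy (−1.96) and cnp3 in nascent RNA (−3.13) in caf1Δ, and they lie close to each other on chromosome II. Loss of DNA copies was tested in the input library of caf1Δ, where abp2 had 97.2% of the coverage of the other genotypes. In the strain of that input, a loss of copies did not explain its change. Pol II ChIP and RIP of caf1Δ also hold a library of another strain without input, for which a loss of copies is not excluded for any of these genes. For cnp3 the coverage was 84.3%, below the range of the other genotypes (90.8 to 111%), but too small a drop for its change. The ste11 gene (−1.72 in occupancy and −2.67 in nascent RNA) had 81.7%, within the range of the others (77.5 to 138%). Other causes were not tested.

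In the libraries labelled clr4Δ the TPM of clr4 was at least 78.9% of the other genotypes in nascent RNA, 85.5% in steady-state RNA and 150% in Pol II ChIP. A mislabelled sample was tested in the input library labelled clr4Δ, where clr4 had 70.2% of the coverage of the other genotypes. This is near the 67.2% of the feature that lies outside the coding sequence and below that of an intact gene, from 182 counts. The input library thus gave no sign of a wrong label, which cannot decide the label of the other libraries. The test covers the input library alone, and for the RNA and Pol II ChIP libraries the label rests on the sample description alone.

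Steady-state RNA is the measure in which wild type and a mutant both had at least 3 libraries, for ago1Δ, chp2Δ and the libraries labelled swi6Δ against 4 wild-type libraries. Each real split was compared with the splits that part as many same-numbered libraries, of which there are 8 for each mutant, so no share under 0.05 was possible. The real split alone gave a change as large at dg and dh, tlh and mat in all 3 mutants (1 of 8). At the other subtelomeric features 2 of 8 splits did so in ago1Δ (1.38) and in swi6Δ (1.99), and 1 of 8 in chp2Δ (1.81). The number of protein-coding genes changed was 318 in ago1Δ, 687 in swi6Δ and 6 in chp2Δ, and 3, 2 and 1 of the 8 splits gave as many. The other 27 splits for each mutant part 0 to 2 same-numbered pairs in place of 3 (4 in chp2Δ). None of them gave a change as large at dg and dh or tlh, but 2 gave as many changed genes in ago1Δ and in swi6Δ and 4 in chp2Δ. Since 1 of 8 is the least that the comparison with the 8 like splits can give, that comparison by itself leaves the 4 regions open. At mat and the other subtelomeric features 1 of the 27 splits gave a change as large in ago1Δ and in swi6Δ, and 0 did in chp2Δ.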
